# Pericyte signaling via soluble guanylate cyclase shapes the vascular niche and microenvironment of tumors

**DOI:** 10.1038/s44318-024-00078-5

**Published:** 2024-03-25

**Authors:** Jing Zhu, Wu Yang, Jianyun Ma, Hao He, Zhen Liu, Xiaolan Zhu, Xueyang He, Jing He, Zhan Chen, Xiaoliang Jin, Xiaohong Wang, Kaiwen He, Wu Wei, Junhao Hu

**Keywords:** Soluble Guanylate Cyclase, Pericyte, Vascular Niche, Tumor Microenvironment, Cancer, Vascular Biology & Angiogenesis

## Abstract

Pericytes and endothelial cells (ECs) constitute the fundamental components of blood vessels. While the role of ECs in tumor angiogenesis and the tumor microenvironment is well appreciated, pericyte function in tumors remains underexplored. In this study, we used pericyte-specific deletion of the nitric oxide (NO) receptor, soluble guanylate cyclase (sGC), to investigate via single-cell RNA sequencing how pericytes influence the vascular niche and the tumor microenvironment. Our findings demonstrate that pericyte sGC deletion disrupts EC–pericyte interactions, impairing Notch-mediated intercellular communication and triggering extensive transcriptomic reprogramming in both pericytes and ECs. These changes further extended their influence to neighboring cancer-associated fibroblasts (CAFs) and tumor-associated macrophages (TAMs) through paracrine signaling, collectively suppressing tumor growth. Inhibition of pericyte sGC has minimal impact on quiescent vessels but significantly increases the vulnerability of angiogenic tumor vessels to conventional anti-angiogenic therapy. In conclusion, our findings elucidate the role of pericytes in shaping the tumor vascular niche and tumor microenvironment and support pericyte sGC targeting as a promising strategy for improving anti-angiogenic therapy for cancer treatment.

## Synopsis

The precise role and therapeutic targeting potential of pericytes in tumor growth remains insufficiently explored. By selectively disrupting soluble guanylate cyclase (sGC) signaling in pericytes, this study reveals their impact on the vascular niche and tumor microenvironment.

- Pericyte-specific deletion of sGC results in detachment of pericytes from the endothelium within tumors.
- Pericyte sGC deletion induces transcriptome reprogramming in both pericytes and ECs.
- Pericytes and neighboring endothelial cells (ECs) within the vascular niche collectively regulate cancer-associated fibroblasts (CAFs) and tumor-associated macrophages (TAMs) within tumors.
- Inhibition of pericyte sGC enhances the susceptibility of tumor blood vessels to anti-angiogenic therapy.

## Abstract (web summary)

Pericyte-specific inhibition of nitric oxide receptor increases the vulnerability of angiogenic tumor vessels to anti-angiogenic therapy.

## Introduction

Pericytes and the endothelial cells they ensheath are fundamental components that constitute blood vessels (Armulik et al, 2005). While their role in supporting tumor growth as conduits for oxygen and nutrient supply has long been recognized (Folkman, 1971; Weis and Cheresh, 2011), accumulating evidence now suggests that blood vessels actively release instructive signals that influence tumor cell dormancy, proliferation, and shape the immune landscape within the tumor microenvironment (Sobierajska et al, 2020). Previous studies have revealed that EC-derived LRG1 promotes tumor metastasis by preparing a perivascular metastatic niche in the lung (Singhal et al, 2021). EC-secreted CCL2 recruits CCR2+ macrophages to promote metastasis progression (Srivastava et al, 2014), while EC-derived Csf1 instructs macrophages to adopt an M2-like phenotype (He et al, 2012). In addition, fetal-like reprogrammed ECs interact with macrophages via the VEGF/NOTCH signaling to establish an immunosuppressive ecosystem in hepatocellular carcinoma (Sharma et al, 2020).

Pericytes are recruited by PDGFB signaling to support the growth of tumor-infiltrating blood vessels (Abramsson et al, 2003). However, only a few studies have explored their role in the tumor microenvironment (Picoli et al, 2021). A previous study has unveiled that low pericyte coverage in patients’ tumors is associated with increased metastasis and poor prognosis (Yonenaga et al, 2005). This finding has been further substantiated in pre-clinical studies utilizing syngeneic 4T1 and spontaneous MMTV-PyMT breast cancer models, in which depletion of pericytes resulted in impaired blood vessel function, elevated intratumoral hypoxia, and enhanced metastasis (Cooke et al, 2012; Keskin et al, 2015). In addition to their crucial role as integral components of blood vessels, pericytes also provide environmental cues for tumor cell extravasation in the brain (Kienast et al, 2010). However, the majority of evidence comes from studies conducted on genetically modified mice models in which pericytes are either depleted or insufficiently recruited (Cooke et al, 2012; Keskin et al, 2015; Nisancioglu et al, 2010). Interestingly, a recent study reported that when β3 integrin is specifically depleted in pericytes, it does not impact pericyte recruitment or vessel density within the tumor. Instead, it results in increased expression of CCL2 in pericytes, which subsequently activates MEK1-ERK1/2-ROCK2 signaling in tumor cells, ultimately leading to accelerated tumor growth (Wong et al, 2020). Nevertheless, the complex interplay between pericytes and other cells within the tumor microenvironment remains largely unexplored.

NO-sGC signaling is recognized as the key signaling mediating the crosstalk between ECs and vascular smooth muscle cells for vascular tone regulation (Rees et al, 1989; Stasch et al, 2011). The expression of sGC in pericytes has only recently been reported (Bettaga et al, 2015; Friebe and Englert, 2022; Fukutani et al, 2009; He et al, 2023; He et al, 2016; Yang et al, 2021); nevertheless, its exact role in pericytes remains incompletely elucidated. Our recent findings revealed that NO-sGC represents one of the most significantly downregulated EC–pericyte crosstalk in the lung, primarily due to the marked decrease in sGC levels following an inflammatory challenge. This leads to pericyte detachment and increased vascular permeability. Moreover, pharmacological activation of sGC inhibits cytoskeleton reorganization and suppresses pericyte detachment, thereby preserving pericyte ensheathment and restoring vascular integrity (He et al, 2023). Notably, previous research demonstrated that EC-expressed eNOS and its product NO play an essential role in pericyte recruitment during tumor development (Kashiwagi et al, 2005). However, the broader impact of NO-sGC signaling on the tumor microenvironment requires further investigation.

In this study, we uncover the crucial role of pericytes in supporting tumor angiogenesis and shaping the tumor microenvironment. Employing single-cell RNA sequencing, we conducted comprehensive profiling of tumors with or without pericyte-specific sGC deletion. Our investigation reveals that the disruption of sGC signaling in pericytes results in compromised EC–pericytes interactions. This disruption not only triggers transcriptomic reprogramming within the vascular niche through Notch-dependent mechanisms, resulting in impaired tumor angiogenesis but also exerts a paracrine influence on neighboring CAFs and TAMs within the complex tumor microenvironment. Furthermore, our study highlights that pericyte sGC ablation enhances the responsiveness of tumor vessels to anti-angiogenic treatment, while sparing quiescent vessels from undesired side effects. These findings underscore the potential of pericyte targeting as a promising avenue for future clinical exploitation.

## Results

### sGC is expressed explicitly in tumor vascular pericytes

Previous studies have demonstrated that the NO receptor sGC is specifically expressed in the pericytes of healthy vessels in various organs, including the brain, retina, lung, liver, and muscle, with diverse functions ranging from maintaining vascular integrity to contributing to tissue fibrosis (Bettaga et al, 2015; Friebe and Englert, 2022; Fukutani et al, 2009; He et al, 2023; He et al, 2016; Yang et al, 2021). However, the expression pattern and function of sGC in tumors have not been characterized. To address this, we inoculated Lewis lung carcinoma (LLC) into *sGC-EGFP* reporter mice (Fig. EV1A). Fluorescence microscopy analysis revealed that EGFP-expressing cells were positive for the pericyte-specific markers Desmin and NG2 and resided in proximity to CD31-positive EC (Fig. EV1B,C). In addition, 3D reconstruction of tumor vessels demonstrated the tight wrapping of capillaries by EGFP-expressing pericytes (Fig. EV1D). These data demonstrated that sGC is specifically expressed in tumor pericytes.

**Figure EV1:**
sGC is specifically expressed in tumor vascular pericytes. (**A**) Schematic depiction of the construction strategy of *Gucy1a1-EGFP* (*sGC-EGFP*) transgenic mice. (**B**) Representative fluorescent images showing CD31, NG2, and Desmin-stained LLC tumor sections from *sGC-EGFP* mice. Scale bar, 50 µm. (**C**) Representative fluorescent images showing CD31, Desmin, and Flag-stained tumor sections from sGC-EGFP mice, demonstrating that tumor cells transduced with Flag-luciferase did not express sGC, as evidenced by the lack of co-localization with the sGC-EGFP signal. Scale bar, 50 µm. (**D**) Three-dimensional reconstruction depicting EGFP-expressing pericyte wrapping around a capillary within LLC tumors. Scale bar, 8 µm. Source data are available online for this figure.

### Pericyte-specific sGC inactivation impairs tumor blood vessel stability and inhibits tumor growth

To investigate the impact of pericyte-specific sGC inactivation during tumor development, we bred *Gucy1b1*^*flox/flox*^ (designated as *sGC*^*Ctr*^) mice with *Cspg4-CreER*^*T2*^ mice to generate *Cspg4-CreER*^*T2*^*::Gucy1b1*^*flox/flox*^ (designated as *sGC*^*∆PC*^) mice, enabling the specific deletion of the catalytic β1 subunit of sGC in pericytes after administering five consecutive doses of Tamoxifen at the age of 4 weeks (Fig. 1A; Appendix Fig. S1A). The deletion efficiency of GUCY1B1 expression was validated using western blot analysis and immunofluorescent staining (Appendix Fig. S1B,C). Importantly, examination of brain vessels demonstrated that sGC inactivation in healthy adult mice had no noticeable impact on pericyte ensheathment of capillaries and vascular integrity even after 14 weeks of sGC inactivation (Appendix Fig. S1D,E), thus establishing a consistent baseline for evaluating tumor growth.

**Figure 1:**
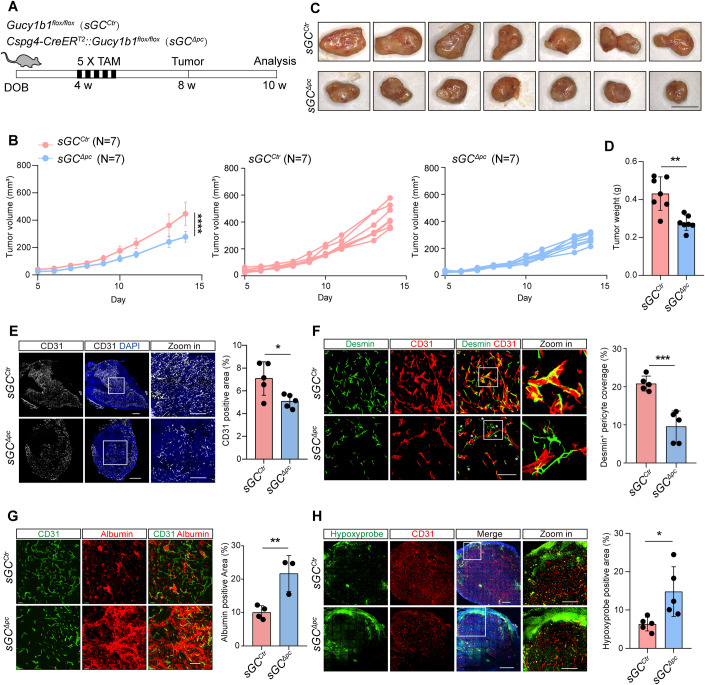
Pericyte-specific sGC inactivation impairs tumor blood vessel and tumor growth. (**A**) Schematic depiction of the experimental design. Both *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice received five doses of tamoxifen at 4 weeks of age and were subcutaneously inoculated with LLC cells at 8 weeks of age. Tumors analysis were conducted 2 weeks post inoculation. (**B**) Growth curves of LLC tumors in *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice (left). Individual tumor growth curve for *sGC*^*ctr*^ (middle) and *sGC*^*ΔPC*^ (right) mice. Data presented as mean ± SD, with *n* = 7 mice per group. (**C**) Macroscope images of LLC tumors isolated from *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice. Scale bar, 10 mm. (**D**) Tumor weights of LLC tumors isolated from *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice. Data presented as mean ± SD, with *n* = 7 mice per group. (**E**) Representative fluorescence images of CD31 and DAPI-stained tumor sections from *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice. Plot depicting CD31-positive vessel area. Data presented as mean ± SD, with *n* = 5 mice per group. Scale bars, 1 mm (CD31 DAPI); 500 µm (Zoom-in). (**F**) Representative fluorescence images of CD31 and Desmin-stained tumor sections from *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice. Plot showing the percentage of vessels covered by Desmin-positive pericytes. Data presented as mean ± SD, with *n* = 5 mice per group. Scale bar, 100 µm. (**G**) Representative fluorescence images of CD31 and albumin-stained tumor sections from *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice. Plot showing the albumin-positive area within tumors. Data presented as mean ± SD, with *n* = 3–4 mice per group. Scale bar, 100 µm. (**H**) Representative fluorescence images of Hypoxyprobe, CD31, and DAPI-stained tumor sections from *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice. Plots indicating the hypoxyprobe-positive area within tumors. Data presented as mean ± SD, with *n* = 5 mice per group. Scale bars, 1 mm (Merge); 500 µm (Zoom-in). Statistical significance assessed using two-way ANOVA test with Tukey test (**B**) or two-tailed Student’s *t* test (**D**–**H**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Source data are available online for this figure.

We then inoculated LLC tumors into *sGC*^*Ctr*^ and *sGC*^*∆PC*^ littermates at the age of 8 weeks (Fig. 1A). Two weeks post inoculation, tumors were dissected for histological analysis. The growth of LLC tumors in *sGC*^*∆PC*^ mice was significantly reduced compared to that in *sGC*^*Ctr*^ mice (Fig. 1B–D). To confirm that the reduced tumor growth in *sGC*^*∆PC*^ mice was not confined to LLC tumors alone, we extended our investigation with additional syngeneic melanoma (B16F10) and breast cancer (EO771) models, which were inoculated subcutaneously and orthotopically, respectively, into both *sGC*^*Ctr*^ and *sGC*^*∆PC*^ mice. Consistently, the growth of both B16F10 and EO771 tumors was markedly reduced in *sGC*^*∆PC*^ mice (Appendix Fig. S2A–F). These compelling data indicated that NO-sGC signaling in pericytes plays an indispensable role in tumor growth.

To delineate the impact of pericyte-specific sGC inactivation on tumor vasculature, we sectioned LLC tumors and stained them with EC-specific marker CD31 and pericyte-specific markers NG2 and Desmin. Quantification of CD31^+^ blood vessels in LLC tumors revealed a significant decrease in vessel density in the *sGC*^*∆PC*^ group (Fig. 1E). High-resolution confocal microscopy analysis demonstrated that the Desmin- and NG2-positive pericytes tightly enveloped the capillary endothelium in the *sGC*^*Ctr*^ LLC tumors. Surprisingly, we observed that a proportion of pericytes in the *sGC*^*∆PC*^ LLC tumors were detached from the endothelium, significantly reducing pericyte coverage (Figs. 1F and EV2A). Consequently, the integrity of blood vessels in *sGC*^*∆PC*^ LLC tumors was markedly impaired, as evidenced by the accumulation of extravasated albumin and Ter119-positive erythrocytes (Figs. 1G and EV2B). To evaluate vascular function subsequent to sGC deletion, we perfused the tumors with lectin and observed a profound reduction in the perfusion rate of blood vessels within *sGC*^*∆PC*^ LLC tumors compared to those in *sGC*^*Ctr*^ LLC tumors (Fig. EV2C). Furthermore, immunofluorescence analysis revealed a higher hypoxiaprobe signal in *sGC*^*∆PC*^ LLC tumors compared to *sGC*^*Ctr*^ LLC tumors, indicating elevated intratumoral hypoxia (Fig. 1H). Similar findings were observed in B16F10 and EO771 tumors inoculated into *sGC*^*∆PC*^ mice, showing decreased vessel density, reduced pericyte coverage, and impaired vascular integrity (Appendix Fig. S3A–D). These data indicate that NO-sGC signaling plays an important role in controlling tumor vessel function and tumor development.

**Figure EV2:**
Pericyte-specific sGC inactivation impairs blood vessel stability in LLC tumors. (**A**) Representative fluorescent images depicting CD31 and NG2-stained tumor sections from *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice. Plot showing the percentage of vessels covered by NG2-positive pericytes. Data presented as mean ± SD, with *n* = 3–4 mice per group. Scale bar, 100 µm. (**B**) Representative fluorescent images displaying DAPI and Ter119-stained LLC tumor sections from *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice. Plot showing the Ter119-positive area in tumors. Data presented as mean ± SD, with *n* = 5 mice per group. Scale bar, 1 mm. (**C**) Representative fluorescent images displaying DAPI, Lectin and CD31-stained LLC tumor sections obtained from *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice. Arrows indicate non-perfused vessels. Plot showing the functional vessel area in tumors. Data presented as mean ± SD, with *n* = 5 mice per group. Scale bar, 300 µm. Statistical significance assessed using two-tailed Student’s *t* test (**A**–**C**). *P < 0.05; **P < 0.01. Source data are available online for this figure.

### Single-cell transcriptomic analysis reveals altered intratumoral communications following pericyte-specific sGC deletion

To gain a comprehensive understanding of the direct impact of sGC deletion on tumor pericytes and its indirect effects on EC, cancer cells, and other stromal cells within the tumor microenvironment, we conducted single-cell transcriptomic analysis on *sGC*^*Ctr*^ and *sGC*^*∆PC*^ LLC tumors. 

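Single-cell RNA was sequenced from 1 library per condition, each made of cells pooled from 3 LLC tumors grown for 2 weeks in *sGC* Ctr or *sGC* ∆PC mice. The condition is therefore not separable from the library, no test between conditions was run, and every interval (95%) covers counting error only. Values are UMI counts (molecules counted once by a barcode) that the authors obtained with Cell Ranger and deposited for each gene and cell barcode. The *sGC* Ctr library holds 15007 barcodes with 487859656 UMIs and a median of 23337 UMIs, and the *sGC* ∆PC library holds 25631 barcodes with 436352742 UMIs and a median of 8019. Barcodes were kept with under 10% mitochondrial UMIs and with UMIs and genes within 3 median absolute deviations of the library median, which left 12220 (81.4%) and 22498 (87.8%) cells with medians of 35776.5 and 8685 UMIs. Expression of a gene in a cell type is the sum of its UMIs over the cells of that type in a library, scaled by all UMIs of that type to CPM, and conditions are compared as the log2 ratio of *sGC* ∆PC to *sGC* Ctr. Shares of cells with a transcript and numbers of genes detected depend on depth, so they were computed again with every cell thinned at random to 2000 UMIs. The count of *Gucy1b1*, the gene deleted in pericytes, served as a check of the labels: pericytes held 59 UMIs of it in *sGC* Ctr and 15 in *sGC* ∆PC, or 120 CPM (91.3 to 155) and 44.0 CPM (24.7 to 72.7), a log2 ratio of -1.45 (-2.37 to -0.61). The ratio ranged from -2.68 to -1.35 over the other settings chosen beforehand, with the finer clustering the farthest away. Outside pericytes *Gucy1b1* was found in 6.82% and 1.96% of ECs, in 0.562% and 0.369% of fibroblasts and in no granulocyte.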

After stringent quality control, we integrated transcriptomes of 23,383 high-quality single cells (11,078 cells from *sGC*^*Ctr*^ LLC tumors and 11,675 cells from *sGC*^*∆PC*^ LLC tumors) into a unified dataset. 

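The filters kept 34718 of 40638 barcodes, and 23372 genes had a UMI in at least 1 library. Of these cells 27135 lay in clusters that could be named, 11418 from *sGC* Ctr and 15717 from *sGC* ∆PC, and 7583 lay in clusters without a name. The unnamed cells were 802 (6.56%) of *sGC* Ctr and 6781 (30.1%) of *sGC* ∆PC, with medians of 31006.5 and 4151 UMIs, so counts and shares of cell types refer to the named cells and leave out more of *sGC* ∆PC. The limit of 10% mitochondrial UMIs removed 1841 and 3133 barcodes, and among the remaining barcodes the distance from the median removed 946 and 0.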

Using unsupervised clustering and Uniform Manifold Approximation and Projection (UMAP) visualization, we classified these cells into eight major cell clusters. 

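Clustering of both libraries after correction by mutual nearest neighbors gave 31 clusters, of which 10 were named as cancer cells and 5 as macrophages, while ECs, pericytes, fibroblasts, granulocytes, T cells and cells high in MHC class II transcripts formed 1 cluster each. Another 10 clusters had no name. In 6 of them (438 *sGC* Ctr and 3572 *sGC* ∆PC cells) the leading genes belonged to another cell type than the markers, and in 2 of them (136 and 2967 cells) the UMI number was low and no marker of their own was among the 10 leading genes. The remaining pair held 1 and 28 cells with markers of more than 1 type, and 227 and 214 cells with fewer than 3 markers. The largest unnamed cluster (306 and 2244 cells) was led by macrophage genes such as *Lyz2*, *Ccl8* and *C1qa*, yet its cancer-cell RNA share, the level of *Rhox5*, *Krt18*, *Krt8* and *Hmga2* as a percentage of that in the cancer cells, was 85.3%.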

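Cluster names rest on lists of marker genes set before the counts were read, so the expression of these genes in the cells named by them is a definition and not a result. All 10 EC markers (including *Pecam1*, *Cldn5* and *Plvap*) and all 10 pericyte markers (including *Rgs5*, *Pdgfrb* and *Notch3*) met the rule in their cluster, as did 8 of 8 for fibroblasts, 6 of 6 for granulocytes, 6 of 6 for T cells and 5 of 5 for the cells high in MHC class II transcripts. The genes with the largest excess over all other cells were *Igfbp3*, *Ctla2a* and *Gpihbp1* in ECs, *Rgs5*, *Acta2* and *Higd1b* in pericytes, *Col1a2*, *Col1a1* and *Rarres2* in fibroblasts, *S100a9*, *S100a8* and *G0s2* in granulocytes, and *Ms4a4b*, *Ccl5* and *Trbc2* in T cells. The cluster led by *H2-Eb1*, *H2-Aa* and *H2-Ab1* (541 cells) also had *Klrd1*, *Ccl22*, *Ccl17*, *Mgl2*, *Ccr7* and *Cd209a* among its leading genes. Of these *Ccr7* and *Cd209a* were on the list of dendritic-cell markers and none was on that of natural killer lymphocytes. No cluster met the rule for either list.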

Cluster-specific differential gene expression analysis, guided by established cell-type specific markers, allowed us to define these clusters as ECs, pericytes, fibroblasts, macrophages, T cells, granulocytes, natural killer cells, and cancer cells (Fig. 2A–D). Among these clusters, LLC cells (59.055%) constituted the largest cell population, followed by macrophages (29.104%) as the most abundant stromal population. In contrast, ECs and pericytes accounted for only a small percentage of the analyzed cells (1.081% and 0.647%, respectively) (Appendix Fig. S4A). 

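Among the 27135 named cells of both libraries, 62.1% (61.5 to 62.6) were cancer cells and 25.5% (25.0 to 26.0) were macrophages. Other classes were smaller: granulocytes with 1166 cells (4.30%), the cells high in MHC class II transcripts with 541 (1.99%) and T cells with 278 (1.02%). The names follow the tally of markers. The cancer cells include clusters 4 and 7 (2547 and 1733 cells), whose leading genes include *Lum*, *Dcn*, *Aspn* and *Fbn1* and no marker of cancer cells. The cancer-cell RNA share was 101% in cluster 4 and 72.9% in cluster 7. The macrophages include cluster 8 (1713 cells), led by MHC class II genes. The 7583 cells without a name are not in this total.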

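On the same total, ECs were 343 cells, or 1.26% (1.13 to 1.40), and pericytes were 63 cells, or 0.232% (0.178 to 0.297). By library, 88 of 11418 named *sGC* Ctr cells (0.771%, 0.619 to 0.949) and 255 of 15717 named *sGC* ∆PC cells (1.62%, 1.43 to 1.83) were ECs, and 39 (0.342%, 0.243 to 0.467) and 24 (0.153%, 0.0979 to 0.227) were pericytes. The pericyte share moved most with the finer clustering, where it was 1.05% and the class took in 52 *sGC* Ctr and 246 *sGC* ∆PC cells. The cancer-cell RNA share was 26.3% in *sGC* Ctr ECs and 59.9% in *sGC* ∆PC ECs, against 5.02% and 8.43% in pericytes (12 *sGC* ∆PC cells led by pericyte genes, with 75.1%, had no name), and 23 (26.1%) and 192 (75.3%) of the ECs had a share of at least 25%. Conclusions on ECs are for that reason given for all ECs and for the 65 *sGC* Ctr and 63 *sGC* ∆PC ECs below 25%, a limit set after the counts were seen.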

To rule out the possibility that the low presentation of EC and pericytes may be attributed to the cell dissociation and cell capturing processes during single-cell analysis, we inoculated LLC tumors into *sGC-EGFP* mice and examined the proportions of ECs and pericytes using fluorescence-activated cell sorting (FACS) analysis. Consistent with the findings from the single-cell analysis, FACS analysis identified 1.06% ECs (CD41^−^CD45^−^Ter119^−^CD31^+^) and 0.68% pericytes (CD41^−^CD45^−^Ter119^−^EGFP^+^) in LLC tumors (Appendix Fig. S4B).

**Figure 2:**
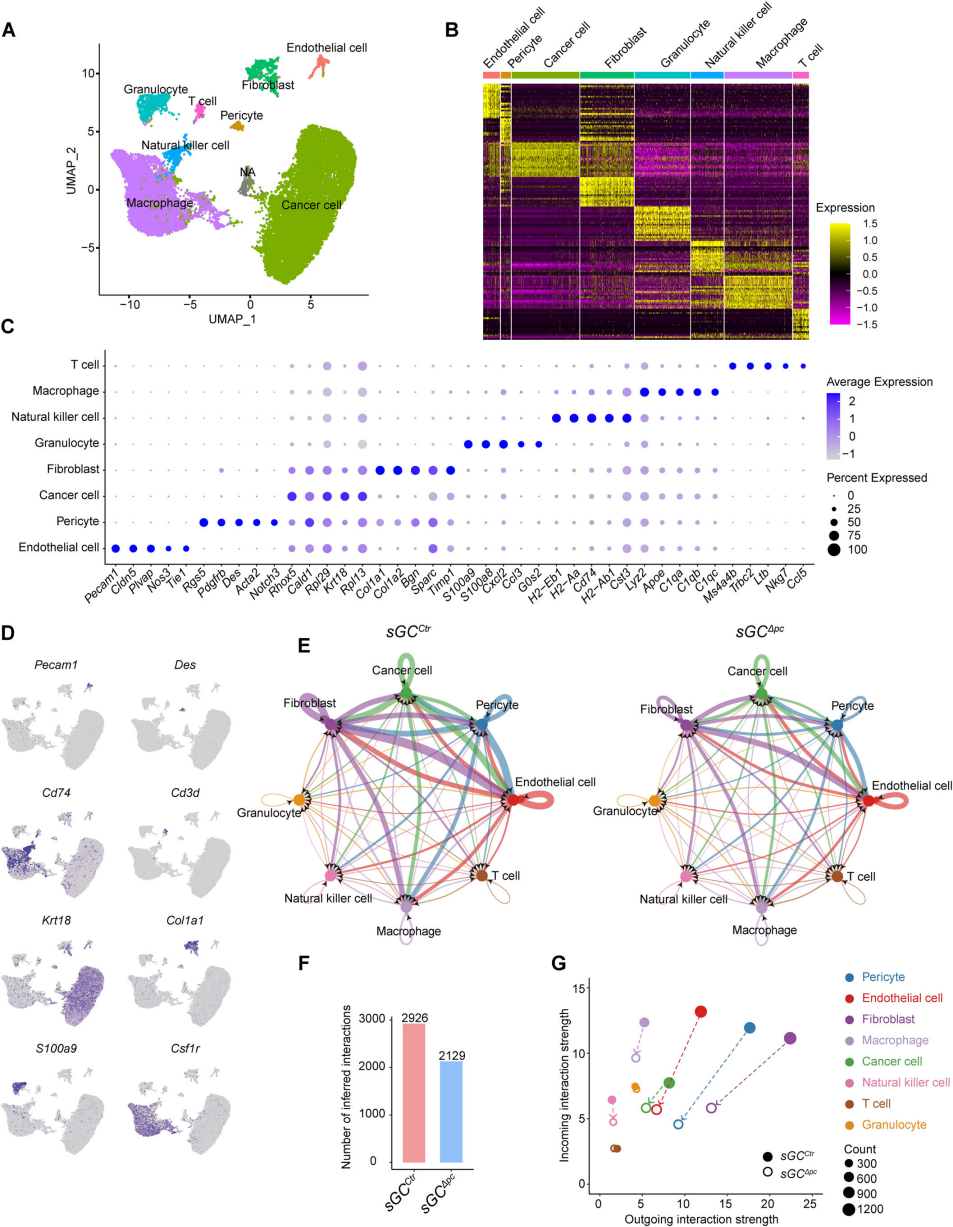
Altered intratumoral communications upon pericyte-specific sGC deletion. (**A**) UMAP visualization of 23383 single-cell transcriptomes combined from LLC tumors of *sGC*^*ctr*^ (11,708) and *sGC*^*ΔPC*^ mice (11,675). (**B**) Heatmap displaying the top 20 marker genes for each cell cluster, arranged based on adjusted *P* values determined by the Wilcoxon rank-sum test. (**C**) Dot plots presenting normalized expression levels of corresponding markers of each cluster within tumors. (**D**) Distinct expression of cell marker genes superimposed on the UMAP plots from (**A**). (**E**) Circle plots depicting cell–cell interaction within tumors. Arrows indicate the direction of ligand-to-receptor interaction, while edge thickness denotes the cumulative weighted pathways between cell populations. (**F**) Numbers of total inferred cell–cell interactions in tumor. (**G**) Plot showing the shift of incoming and outgoing interaction strength for each cell population within tumors following pericyte-specific sGC deletion.

Considering the pivotal role of intercellular crosstalk between cancer cells and stromal cells in shaping the tumor microenvironment and driving tumor growth (Hinshaw and Shevde, 2019), we employed CellChat (Jin et al, 2021)—a tool that infers intercellular communication based on the expression of ligands, receptors and their cofactors in different cell populations—to examined the global alterations in cell–cell communications within LLC tumors following pericyte-specific sGC deletion (Fig. 2E). 

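Interactions inferred from ligands and receptors were not computed anew here; the numbers of transcripts and genes that such an inference can draw on were counted instead. The median *sGC* ∆PC cell held fewer UMIs than the median *sGC* Ctr cell among ECs (8862 against 27630.5), fibroblasts (7839 against 24491) and cells high in MHC class II transcripts (2360 against 7307.5). The medians were close in pericytes (11448 against 11401), granulocytes (2054 against 2044) and T cells (2865.5 against 2753.5), so the loss of depth was not seen in all named classes.

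**Figure D1:**
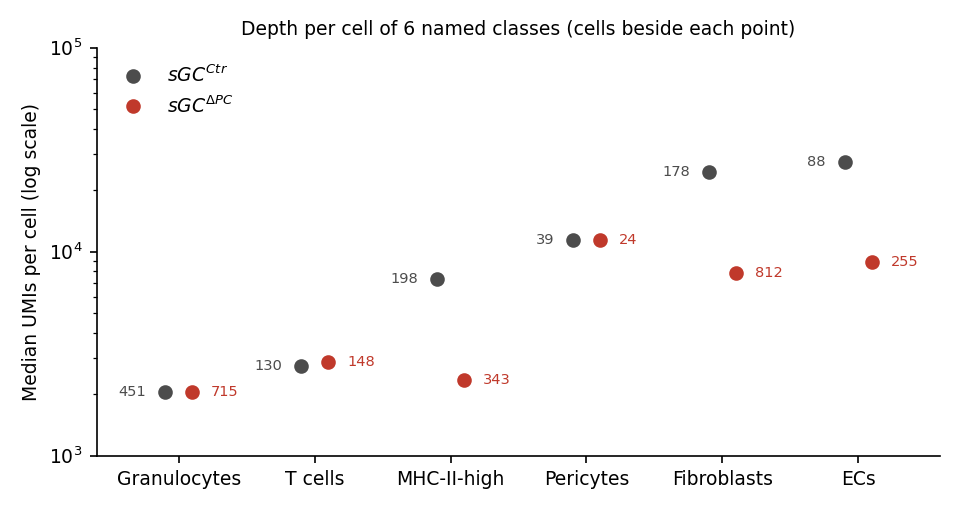
Median UMIs per cell (log axis) of 6 cell classes in *sGC* Ctr and *sGC* ∆PC, with the number of cells beside each point. The medians lie together for granulocytes, T cells and pericytes and apart for fibroblasts, ECs and cells high in MHC class II transcripts.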

Analysis unveiled a substantial reduction in the total number of inferred intercellular interactions, decreasing from 2926 intercellular interactions in *sGC*^*Ctr*^ tumors to 2129 intercellular interactions in *sGC*^*∆PC*^ tumors (Fig. 2F). 

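Genes with a UMI in at least 25% of the cells of a type were counted for pericytes, ECs and fibroblasts, with every cell thinned to 2000 UMIs. In ECs the number fell from 964 in *sGC* Ctr to 785 in *sGC* ∆PC (ratio 0.814, with 6 and 20 cells of too low depth left out), and in fibroblasts from 876 to 767 (0.876, with 7 and 121 left out). In pericytes it rose from 1064 to 1182 (1.11, with none left out). At Leiden resolution 2.0, where the class took in 246 *sGC* ∆PC cells, it fell, with a ratio of 0.852. How many genes pass the 25% limit can also depend on the number of cells, here 39 and 24 pericytes. That was not tested, so the rise in pericytes cannot be read as a change in the cells. On all UMIs the numbers were 7655 and 4466 in ECs (0.583), 7843 and 4562 in fibroblasts (0.582) and 5221 and 5834 in pericytes (1.12), so depth was the choice that moved ECs and fibroblasts most.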

Particularly, despite pericytes, ECs, and CAFs constituting a minor fraction of cells within LLC tumors, they exhibited the most significant reductions in both incoming and outgoing interaction strength subsequent to sGC deletion in pericytes (Fig. 2G). In addition, the incoming and outgoing interactions in cancer cells, macrophages, and natural killer cells were also affected by pericyte-specific sGC deletion. In contrast, the crosstalk between T cells and granulocytes with other cells was minimally affected following pericyte-specific sGC deletion. Collectively, the remarkable changes in the intratumoral crosstalk suggest that pericytes are important players in controlling the tumor microenvironment.

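In the cells high in MHC class II transcripts 784 genes reached 25% of the *sGC* Ctr cells and 776 of the *sGC* ∆PC cells at 2000 UMIs (ratio 0.990), with 8 and 154 cells left out, and 2986 and 1645 genes did so on all UMIs (0.551). Cancer cells and macrophages had clusters whose leading genes overlapped other types, so these classes were not compared between conditions; at 2000 UMIs they reached 732 and 739 genes, and 895 and 849.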

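In T cells 844 genes in *sGC* Ctr and 784 in *sGC* ∆PC reached 25% of the cells at 2000 UMIs (ratio 0.929, with 34 and 51 cells left out), and 1333 and 1387 on all UMIs (1.04). In granulocytes the numbers were 747 and 751 (ratio 1.01, with 215 and 347 cells left out), and 816 and 748 on all UMIs (0.917).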

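The paper reads the fewer inferred interactions as a sign that pericytes take part in controlling the tumor microenvironment. Where ECs and fibroblasts were limited to cells with a cancer-cell RNA share below 25%, the ratio of genes detected at 2000 UMIs was 0.938 in ECs and 0.904 in fibroblasts, closer to 1 than in all cells of these types.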

### Loss of pericyte sGC reprograms transcriptome in both ECs and pericytes and impairs EC–pericyte crosstalk within the vascular niche

To gain insight into the altered function of ECs and pericytes within the vascular niche of LLC tumors following pericyte-specific sGC deletion, we analyzed transcriptomic changes using the Wilcoxon rank-sum test within the Seurat package, performing differential expression analysis with a uniform cutoff in both cell types. 

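With 1 library per condition the number of changed genes cannot be counted, so the distribution of log2 ratios was taken over all genes with at least 50 UMIs in both libraries together. Of 2548 such genes in pericytes 56.9% were lower in *sGC* ∆PC, the median log2 ratio was -0.06 (quartiles -0.28 and 0.20), and 1.14% were lower by at least 2-fold. Of 8613 genes in ECs 60.9% were lower, the median was -0.10 (quartiles -0.37 and 0.15), and 2.41% were lower by at least 2-fold. The EC median moved most, to -0.01, in ECs with a cancer-cell RNA share below 25%, where 51.1% of 6405 genes were lower.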

We observed a remarkable gene expression shift, with 844 genes in pericytes and 862 genes in ECs downregulated upon pericyte-specific sGC deletion. In contrast, only 144 genes in pericytes and 147 genes in ECs were upregulated (Fig. 3A). 

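The share of genes higher by at least 2-fold was 2.00% in pericytes and 1.76% in ECs; in ECs with a cancer-cell RNA share below 25%, 0.859% of genes were lower and 0.843% higher by at least 2-fold. With every cell thinned to 2000 UMIs, 2.69% of 334 pericyte genes were lower and 0.898% higher by at least 2-fold, and 9.39% and 4.40% of 1683 EC genes. The genes farthest below in pericytes were *Grem1* (65 UMIs and 0, log2 ratio below -3.57), *Mgp* (549 and 35, log2 ratio -3.44), *Mustn1* (90 and 9, -2.79), *Adra2a* (44 and 7, -2.12) and *Myh11* (160 and 34, -1.70). Farthest above were *Hp* (0 and 210, above 6.35), *Cfd* (0 and 56, above 4.41), *Lrg1* (0 and 55, above 4.38), *Chl1* (1 and 74, 6.74, 4.22 to 12.06) and *C4b* (1 and 60, 6.44, 3.90 to 11.76). In ECs the genes farthest below were *Hbb-bs* (54 and 1, -6.12), *Eln* (216 and 8, -5.12), *Ackr1* (80 and 7, -3.88), *Gja5* (65 and 10, -3.07) and *Acp5* (154 and 25, -2.99), and those farthest above were *H2-Eb1* (18 and 462, 4.32), *H2-Aa* (22 and 505, 4.15), *Ubd* (12 and 214, 3.79), *H2-Ab1* (32 and 561, 3.77) and *Cd74* (84 and 1258, 3.54).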

Gene ontology (GO) biological pathway analysis displayed that the upregulated genes in pericytes were enriched for immune cell chemotaxis and migration, indicating a pro-inflammatory state following sGC deletion (Fig. 3B). These results align with previous studies showing that sGC is required to suppress the expression of inflammatory cytokines in the pericytes of the lung and liver (Flores-Costa et al, 2018; He et al, 2023; Yang et al, 2021). 

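A list of 36 genes of neutrophil and granulocyte chemotaxis, written by hand because the gene ontology was not used here, was compared with 10000 random lists of genes of similar expression. Only 6 of its genes had at least 50 UMIs in pericytes, and their median log2 ratio of 0.34 lay at percentile 97.9 of the random lists (97.8 to 100 over the settings chosen beforehand). In ECs 22 genes of the list had a median of 1.30, at percentile 100, and 1.13 (13 genes, percentile 100) in ECs with a cancer-cell RNA share below 25%. In pericytes *Cxcl9* rose from 5 to 173 UMIs (log2 ratio 5.64) but was found in 16.7% of the *sGC* ∆PC cells, *Cd74* rose from 8 to 53 UMIs (3.26) and *Lyz2* from 60 to 95 (1.19, 0.71 to 1.68).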

The downregulated genes in pericytes were involved in an extracellular matrix organization and cell–matrix adhesion (Fig. 3B), which contribute to the pericyte detachment from the endothelium. 

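For 42 genes of extracellular matrix organization and cell-matrix adhesion, 36 of which had enough UMIs in pericytes, the median log2 ratio was -0.16, at percentile 2.03 of the random lists. It lay farthest from there with cells thinned to 2000 UMIs, at percentile 34.2. In ECs 37 genes of the list had a median of -0.24 (percentile 2.06), and 25 genes had -0.06 (percentile 36.9) in ECs with a cancer-cell RNA share below 25%. In pericytes *Itga1* had a log2 ratio of -0.37, *Fbn1* of 0.01 and *Vtn* of 0.22.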

Apart from *Gucy1b1* and *Notch3*, the expression of classical pericyte markers, including *Desmin, Rgs5*, and *Pdgfrb*, was only mildly affected (Appendix Fig. S5A). 

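*Gucy1b1* was found in 64.1% of *sGC* Ctr and 37.5% of *sGC* ∆PC pericytes, and at 2000 UMIs in 12.8% and in 0 of 24. *Rgs5*, *Pdgfrb*, *Des* and *Notch3* helped to name the pericytes, which were no longer found as a cluster with these genes left out, so their values describe the chosen cells and carry no claim about direction. Their UMIs in *sGC* Ctr and *sGC* ∆PC were 2137 and 1346 for *Rgs5* (4346 and 3953 CPM), 361 and 277 for *Pdgfrb* (734 and 813 CPM), 248 and 114 for *Des* (504 and 335 CPM) and 179 and 100 for *Notch3* (364 and 294 CPM). *Cspg4*, the gene that drives the Cre and did not name the cells, had 82 and 26 UMIs (167 and 76.4 CPM), a log2 ratio of -1.13 (-1.82 to -0.48). The paper describes the Cre as a knock-in at *Cspg4*, and only the *sGC* ∆PC mice carried it. The fall of *Cspg4* therefore cannot be told apart from an effect of that allele.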

Notably, in ECs of *sGC*^*∆PC*^ LLC tumors, the downregulated genes were notably enriched in functions pivotal to endothelial cell migration, angiogenesis, and the VEGF signaling pathway (Fig. 3B). 

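For 42 genes of endothelial migration, angiogenesis and VEGF signaling, all with enough UMIs in ECs, the median log2 ratio was -0.71, or -0.60 relative to the median EC gene, below all 10000 random lists. The median ranged from -1.21 to -0.50 over the settings chosen beforehand. In ECs with a cancer-cell RNA share below 25% it was -0.01 (percentile 74.9). The same genes had a median of -0.06 in pericytes (10 genes, percentile 45.1). A list of extracellular matrix genes given as higher in ECs had a median of 0.60 (22 of 27 genes, percentile 100), which was -0.07 (12 genes, percentile 34.2) in ECs below 25% and -0.21 (percentile 8.14) without the filter by distance from the median; in pericytes 20 of its genes had -0.06 (percentile 67.8).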

Detailed analysis revealed that while the expression of common EC markers such as CD31, Claudin-5, and collagen-4 remained largely unaffected (Appendix Fig. S5B–D), the mRNA and protein levels of *Pdgfb, Tek, Nos3,* and *Kdr*, underwent substantial downregulation (Fig. 3C–F). These results explicate the underlying mechanisms for the diminished pericyte coverage and reduced vessel density in *sGC*^*∆PC*^ LLC tumors.

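Because the median gene of all ECs was itself lower in *sGC* ∆PC, ratios are also given relative to that gene. *Pecam1*, which encodes CD31, had 1857 UMIs in *sGC* Ctr and 1323 in *sGC* ∆PC (684 and 378 CPM), a log2 ratio of -0.86 (-0.96 to -0.75) or -0.75 relative to the median gene; *Cldn5* had 2602 and 1462 UMIs (-1.20, relative -1.09) and *Col4a1* 6530 and 5045 (-0.74, relative -0.63). *Pdgfb* had 697 and 696 UMIs (257 and 199 CPM), -0.37 (-0.52 to -0.21) or -0.26 relative; *Tek* 150 and 102 (-0.92, relative -0.82), *Nos3* 290 and 195 (-0.94, relative -0.83) and *Kdr* 575 and 413 (-0.84, relative -0.74). *Pecam1*, *Cldn5* and *Nos3* also named the ECs, and with such genes left out of the clustering the ratios were -0.81, -1.17 and -0.88. *Pdgfb* and *Nos3* moved most with cells thinned to 2000 UMIs, to -1.49 and -1.99, and the other genes moved most in ECs with a cancer-cell RNA share below 25%. In those ECs the ratios were -0.08 (-0.19 to 0.04) for *Pecam1*, -0.50 (-0.60 to -0.40) for *Cldn5*, -0.06 for *Col4a1*, 0.45 (0.28 to 0.62) for *Pdgfb*, -0.04 (-0.45 to 0.37) for *Tek*, -0.27 (-0.56 to 0.03) for *Nos3* and -0.07 (-0.27 to 0.14) for *Kdr*. The median of *Pdgfb*, *Tek*, *Nos3* and *Kdr* was -0.88 in all ECs and -0.05 below 25%.

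**Figure D2:**
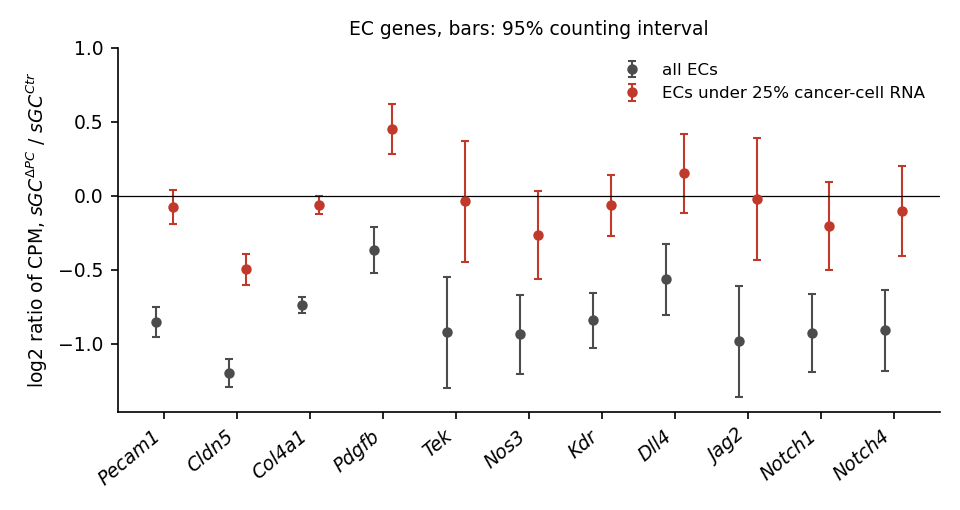
Log2 ratio of CPM, *sGC* ∆PC to *sGC* Ctr, of 11 genes in all ECs and in ECs with a cancer-cell RNA share under 25%, with 95% counting intervals. Every gene lies below 0 in all ECs, and 2 of the 11 have intervals below 0 in the limited set, of which *Cldn5* is at -0.50.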

**Figure 3:**
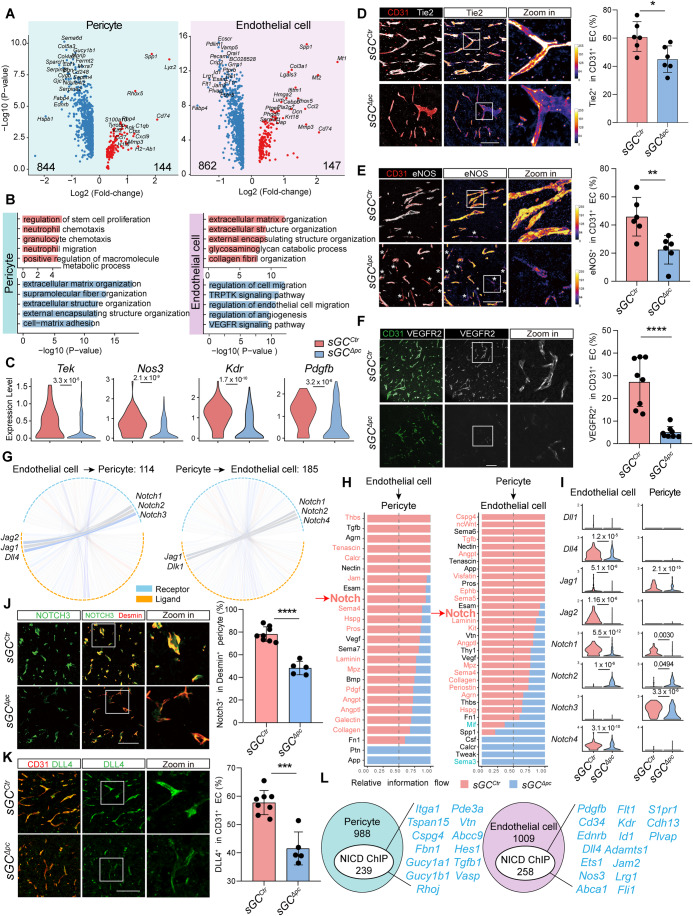
Pericyte sGC deletion alters gene transcription and modifies EC–pericyte interaction within the vascular niche. (**A**) Volcano plots showing the DEGs in pericytes and ECs between *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice. DEGs were identified utilizing the Wilcoxon rank-sum test. (**B**) GO analysis of DEGs in pericytes and ECs. (**C**) Violin plots displaying expression levels of *Tek*, *Nos3*, *Kdr*, and *Pdgfb* in ECs. (**D**) Representative fluorescence images showing CD31 and Tie2 stained tumor sections from *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice. Plots showing the proportion of Tie2^+^ in CD31^+^ ECs. Data presented as mean ± SD, with *n* = 6 mice per group. Scale bar, 100 µm. (**E**) Representative fluorescence images showing CD31 and eNOS stained tumor sections from *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice. Plots showing the proportion of eNOS^+^ in CD31^+^ ECs. Asterisks denote eNOS negative ECs. Data presented as mean ± SD, with *n* = 6 mice per group. Scale bar, 100 µm. (**F**) Representative fluorescence images showing CD31 and VEGFR2 stained tumor sections from *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice. Plots showing the proportion of VEGFR2^+^ in CD31^+^ ECs. Data presented as mean ± SD, with *n* = 8 mice per group. Scale bar, 100 µm. (**G**) Circle plots visualizing 144 EC–pericyte interactions and 185 pericyte-EC interactions identified in tumors. (**H**) Bar chart illustrating the proportions of signaling pathways involved in EC–pericyte crosstalk in in *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice. Pathways with significantly higher information flow in *sGC*^*ctr*^ mice are highlighted in red font, those with significantly higher information flow in *sGC*^*ΔPC*^ mice are highlighted in blue font, and black fond denotes no significant differences. (**I**) Violin plots showing expression levels of *Dll1*, *Dll4*, *Jag1*, *Jag2*, *Notch1*, *Notch2*, *Notch3*, and *Notch4* in *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice tumors. (**J**) Representative fluorescence images of NOTCH3 and Desmin-stained tumor sections from *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice. Plots showing the proportion of NOTCH3^+^ in Desmin^+^ pericytes. Data presented as mean ± SD, with *n* = 5–8 mice per group. Scale bar, 100 µm. (**K**) Representative fluorescence images of CD31 and DLL4 stained tumor sections from *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice. Plots showing the proportion of DLL4^+^ in CD31^+^ ECs. Data presented as mean ± SD, with *n* = 5–8 mice per group. Scale bar, 100 µm. (**L**) Enrichment analysis of NICD ChIP-seq dataset (GSE34954) displaying NICD presence at the promoter regions of 239 DEGs of pericytes and 258 DEGs of endothelial cells. Statistical significance assessed using unpaired two-sample Wilcoxon test (**C**, **I**), two-tailed Student’s *t* test (**D**–**F**, **J**, **K**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Source data are available online for this figure.

Given the close proximity and reciprocal influence of pericytes and ECs (Armulik et al, 2005), we investigated the changes in crosstalk between pericytes and ECs. Comparative interactome analysis revealed significant alterations in 114 EC-to-pericyte interactions and 185 pericyte-to-EC interactions in LLC tumors following pericyte-specific sGC inactivation (Fig. 3G). Notably, the Notch signaling pathway, known for its essential role in controlling blood vessel development and maturation (Roca and Adams, 2007), exhibited significant impairment in both EC-to-pericyte and pericyte-to-EC crosstalks in *sGC*^*∆PC*^ LLC tumors (Fig. 3G,H). Moreover, a comprehensive examination of Notch signaling across all cell types within LLC tumors revealed that, while Notch signaling mediates intercellular crosstalk between multiple cell types, the most robust Notch signaling activity occurred between ECs and pericytes (Fig. EV3A), further emphasizing the pivotal role of Notch signaling in regulating blood vessel function. 

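*Dll4* had 310 and 270 UMIs in ECs (114 and 77.1 CPM in *sGC* Ctr and *sGC* ∆PC) and 0 and 1 in pericytes, so this ligand was found with ECs. *Notch3* had 364 and 294 CPM in pericytes, but it helped to name them, so its place there is a definition. Other receptors were found in ECs, with *Notch1* at 109 and 57.4 CPM and *Notch4* at 102 and 54.3 CPM. Pericytes held the ligand *Jag1* at 69.1 and 38.2 CPM. Signaling strengths between the cell types were not computed.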

The disruption of Notch signaling between EC and pericytes can be partially attributed to the observed pericyte detachment in *sGC*^*∆PC*^ LLC tumors (Fig. 1G), as the activation of Notch signaling relies on direct cell–cell contact. However, the impaired Notch signaling-mediated crosstalk may also arise from altered expression of Notch ligands and receptors. Indeed, ECs of *sGC*^*∆PC*^ LLC tumors showed significantly reduced mRNA levels of Notch ligands *Dll4* and *Jag2*, as well as Notch receptors *Notch1* and *Notch4*, compared to their expression in ECs of *sGC*^*Ctr*^ LLC tumors. Similarly, pericyte in *sGC*^*∆PC*^ LLC tumors exhibited reduced expression levels of *Jag1, Notch1*, and *Notch3* (Fig. 3I). 

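In all ECs *Dll4* had a log2 ratio of -0.57 (-0.81 to -0.33), *Jag2* of -0.98 (-1.36 to -0.61), *Notch1* of -0.93 (-1.20 to -0.67) and *Notch4* of -0.91 (-1.18 to -0.64). Relative to the median EC gene the ratios were -0.46, -0.88, -0.83 and -0.81. In ECs with a cancer-cell RNA share below 25% they were 0.15 (-0.12 to 0.42) for *Dll4*, -0.02 for *Jag2*, -0.20 for *Notch1* and -0.10 for *Notch4*. *Notch2*, which the paper also plots, went the other way in all ECs, with 23 and 130 UMIs and a log2 ratio of 2.13 (1.49 to 2.84). Below 25% its ratio was 0.58 (-1.16 to 2.32).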

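In pericytes *Jag1* had 34 UMIs in *sGC* Ctr and 13 in *sGC* ∆PC (69.1 and 38.2 CPM), a log2 ratio of -0.86 with an interval from -1.90 to 0.10, and *Notch1* had 39 and 27 UMIs (79.3 CPM in both), a log2 ratio of -0.00 (-0.76 to 0.74). *Notch3* helped to name the pericytes, and its log2 ratio of -0.31 (-0.68 to 0.05) describes the chosen cells.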

Immunofluorescence staining validated the decreased DLL4 expression in ECs and NOTCH3 expression in pericytes in *sGC*^*∆PC*^ LLC tumors (Fig. 3J,K), confirming the disruption of Notch crosstalk between ECs and pericytes upon pericyte-specific sGC inactivation.

**Figure EV3:**
Pericyte-specific sGC inactivation alters Notch signaling pathway. (**A**) Circle plot showing the Notch signaling interactions among different cell populations within the tumors. Arrows indicate the direction of ligand-to-receptor interaction, while edge thickness reflects the cumulative weighted pathways between cell populations. (**B**) Analysis of NICD ChIP-seq dataset (GSE34954, comparing NICD-overexpressing cells to cells lacking Notch expression) reveals the enrichment of NICD at the promoter regions of *Gucy1a1, Gucy1b1, Itga1, Tspan15, Ednrb, Flt1, Kdr*, and *Rpl27*. The non-targeting gene *Rpl27* was included as a reference to confirm the specificity of NICD binding. (**C**, **D**) qPCR analysis of gene expression in control and NICD-overexpressing HUVECs (**C**) and HBVPs (**D**). Data presented as mean ± SD, with *n* = 3 replicates. (**E**) Western blot analysis of GUCY1A1 and GUCY1B1 protein levels in control and NICD-overexpressing HBVPs. Data presented as mean ± SD, with *n* = 3 replicates. Statistical significance assessed using two-tailed Student’s *t* test (**C**, **D**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Source data are available online for this figure.

Since Notch regulates various target gene expressions via the releases of its intracellular domain (NICD), we, therefore, assessed the involvement of Notch signaling in the observed transcriptomic alterations within both ECs and pericytes. To achieve this, we performed a comparative analysis by correlating the altered gene sets of ECs and pericytes with previously published NICD ChIP-seq data. This analysis revealed a substantial proportion of the altered genes in both cell types were potentially regulated by NICD, as evidenced by the highly enriched binding sites within the genomic sequence of those genes. 

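Among genes that can be read in pericytes and did not name them, *Gucy1a1* had 117 UMIs in *sGC* Ctr and 55 in *sGC* ∆PC (238 and 162 CPM), a log2 ratio of -0.56 (-1.05 to -0.08). The 13 pericyte genes of the paper's NICD panel had a median of -0.37, but they were picked as changed in these same libraries and several of them named the cells. In ECs *Cd34* had a log2 ratio of -0.75 (relative to the median gene -0.65), *Ednrb* of -1.20 (relative -1.09) and *Plvap*, with the naming genes left out of the clustering, of -0.97. Those of *Cd34* and *Plvap* were -0.06 and -0.21 in ECs with a cancer-cell RNA share below 25%, and *Ednrb* stayed at -1.10 (-1.47 to -0.75). Other genes of the panel also stayed lower there, with *Id1* at -0.83 (-1.11 to -0.56), *Flt1* at -0.40 (-0.52 to -0.29), *Lrg1* at -0.37 (-0.54 to -0.21) and *Jam2* at -0.34 (-0.61 to -0.07). *Fli1* was at 0.37 (0.12 to 0.61), *S1pr1* at 0.18 (0.01 to 0.36) and *Abca1* at 0.08 (-0.16 to 0.32). The 17 EC genes of the panel had a median of -0.84 in all ECs and -0.08 below 25%. The overlap with NICD ChIP-seq peaks was not repeated.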

Notably, we noticed that a subset of Notch-regulated genes was either crucial for cell identities or angiogenic function, such as *Gucy1a1, Gucy1b1, and Cspg4* in pericytes and *Pdgfb*, *Kdr*, *Nos3, Cd34, Endrb*, and *Plvap* in ECs (Figs. 3L and EV3B). To validate this finding, we overexpressed NICD in both ECs and pericytes and analyzed the expression of the predicted Notch-regulated genes. The result demonstrated that NICD overexpression led to elevated expression levels of *PLVAP, FLT1, ENDRB*, and *ADAMTS1* in ECs, and significantly increased expression levels of *GUCY1A1, GUCY1B1, ABCC9, VASP, TSPAN15*, and *TGFB1* in pericytes. expression (Fig. EV3C–E). These findings provide compelling evidence that Notch signaling plays a pivotal role in orchestrating gene expression in both ECs and pericytes. The targeted deletion of sGC in pericytes disrupts their attachment to ECs, subsequently impeding Notch signaling and, as a consequence, triggering extensive transcriptomic reprogramming in both cell types within the vascular niche.

### Pericyte sGC deletion promotes the expansion of tumor-inhibiting CD105^neg^ CAFs

Single-cell analysis revealed the most prominently expanded cell population following pericyte-specific sGC deletion within the tumors was CAFs (Fig. 4A,B). 

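Fibroblasts were 178 of the 11418 named *sGC* Ctr cells (1.56%, 1.34 to 1.80) and 812 of the 15717 named *sGC* ∆PC cells (5.17%, 4.83 to 5.52), a ratio of 3.31 (2.81 to 3.92). The ratio was 0.857 without the filter by distance from the median, the setting that moved it most, and 2.71 with the naming genes left out of the clustering. The cancer-cell RNA share was 55.9% in *sGC* Ctr fibroblasts and 73.6% in *sGC* ∆PC fibroblasts, and 46 (25.8%) and 588 (72.4%) of the fibroblasts had a share of at least 25%. The 132 *sGC* Ctr and 224 *sGC* ∆PC fibroblasts below that limit were 1.16% and 1.43% of the named cells, a ratio of 1.23 (0.990 to 1.54).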

Additional experiments using FACS analysis and immunostaining with antibodies against fibroblast-specific markers Podoplanin and PDGFRα confirmed the remarkable increase of CAFs in LLC tumors (Appendix Fig. S6A,B). CAFs in tumor stroma play pivotal roles in tumor development (Biffi and Tuveson, 2021; Caligiuri and Tuveson, 2023). Particularly, recent studies utilizing single-cell analysis have revealed the remarkable heterogeneity among CAFs, further highlighting the complexity and function diversity of CAFs within the context of cancer (Lavie et al, 2022). Through differential gene expression analysis, CAFs in LLC tumors were classified into three distinct clusters (Fig. 4C,D), with well-established fibroblast-specific markers *Col1a1*, *Col1a2*, *Timp1*, and *Dcn* expressed in all three clusters (Fig. 4E). 

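Clustering of the 990 fibroblasts gave 14 sub-clusters, which were named from the genes that the paper gives for its CAF clusters. The naming left 70 of 178 *sGC* Ctr fibroblasts (39.3%) and 543 of 812 *sGC* ∆PC fibroblasts (66.9%) without a name, named 22 and 102 as cluster-1 and 86 and 167 as cluster-2, and named none as cluster-3. Giving each sub-cluster the name it matched best, a rule made after the results were seen, placed 45 and 284 cells in cluster-1, 121 and 253 in cluster-2 and 8 and 172 in cluster-3. In cluster-2 cells *Col1a1* stood at 10057 and 9136 CPM, *Col1a2* at 12676 and 10213, *Timp1* at 3560 and 3815 and *Dcn* at 5445 and 5896. *Col1a1* stood at 1891 and 1816 CPM in cluster-1 and at 2981 and 1493 in cells that matched cluster-3 best; these genes also named the fibroblasts.

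**Figure D3:**
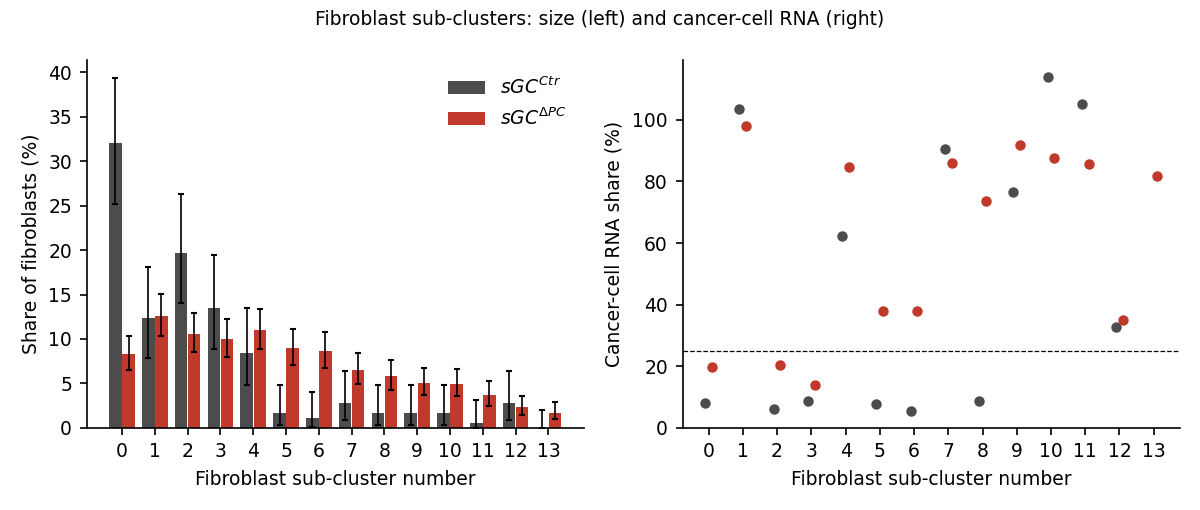
Left, share of the fibroblasts of each library in sub-clusters 0 to 13 (percent, with 95% counting intervals); right, cancer-cell RNA share of the same sub-clusters (percent), with a dashed line at 25%. In *sGC* ∆PC every sub-cluster with a larger share than in *sGC* Ctr lies above the line.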

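The sub-cluster of fibroblasts led by *Ube2c*, *Nusap1* and *Cenpf* (22 *sGC* Ctr and 102 *sGC* ∆PC cells) held *Mki67* at 124 CPM in *sGC* Ctr and 115 in *sGC* ∆PC, *Cdk1* at 134 and 155, and *Top2a* at 280 and 305. Proliferation genes named this group. Its *Rhox5*, a cancer-cell gene, stood at 632 and 634 CPM, its cancer-cell RNA share was 103% and 98.1% (with 100% the level of the cancer cells themselves), and its medians of 72455.5 and 30957.5 UMIs were above those of all fibroblasts.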

Cluster-1 CAFs specifically expressed proliferation-associated genes (*Mki67*, *Cdk1*, and *Top2a*) (Fig. 4F). However, the cluster-2 CAFs in LLC tumors exhibited a mixed gene signature, showing features of both inflammatory CAF (iCAF) and myofibroblastic CAF (myCAF) (Affo et al, 2021), as evidenced by the expression of inflammatory response-associated genes (*Ly6a*, *Cxcl12*, etc.) and cell migration and ECM-associated genes (*Col12a1*, *Tnc*, *Tagln*, *Acta2*, etc.). 

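Cluster-2 cells (20347 UMIs in the median *sGC* Ctr cell and 4289 in the median *sGC* ∆PC cell) held *Ly6a* at 818 CPM in *sGC* Ctr and 599 in *sGC* ∆PC, *Cxcl12* at 538 and 558, *Col12a1* at 1396 and 1485, *Tnc* at 1153 and 1473, *Tagln* at 138 and 42.9 and *Acta2* at 172 and 64.9. These genes named the cells. Their cancer-cell RNA share was 10.3% and 19.5%, the lowest among the CAF groups. Proliferation genes were lower than in cluster-1, with *Top2a* at 38.4 and 62.7 CPM.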

Cluster-3 CAFs showed a gene signature of antigen-presenting CAF (apCAF) (Elyada et al, 2019), characterized by higher expression levels of *Cd74, H2-Ab1, Trem2*, etc. 

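In the 8 *sGC* Ctr and 172 *sGC* ∆PC fibroblasts that matched cluster-3 best, *Cd74* stood at 20.9 and 393 CPM, *H2-Ab1* at 0 and 130 and *Trem2* at 130 and 48.1. The macrophage genes *Lyz2* (3101 and 2315 CPM), *C1qa* (664 and 337) and *Tyrobp* (369 and 200) were found in the same cells, which held a cancer-cell RNA share of 47.1% and 79.9%. The admixture of macrophage RNA that would give the *sGC* ∆PC level was 13.2% for *Cd74* and 3.21% for *H2-Ab1*, against 10.4% for *Lyz2* and 8.40% for *C1qa*. Among them the sub-cluster led by *Moxd1*, *Akr1c18* and *Lyz2* held 2 *sGC* Ctr and 70 *sGC* ∆PC cells, and a cluster mostly of 1 library may be that library and not a type.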

(Fig. 4G). Notably, the expansion of CAFs in *sGC*^*∆PC*^ LLC tumors was primarily contributed by the substantial increase in cluster-1 and cluster-3 CAFs, whereas the number of cluster-2 CAFs was mildly decreased (Fig. 4H,I).

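Of all fibroblasts, cluster-1 was 12.4% in *sGC* Ctr (7.91 to 18.1) and 12.6% in *sGC* ∆PC (10.4 to 15.0), and cluster-2 was 48.3% (40.8 to 55.9) and 20.6% (17.8 to 23.5), while its cell number rose from 86 to 167. With no cell named as cluster-3, the upper limits of its share by this rule were 2.05% in *sGC* Ctr and 0.453% in *sGC* ∆PC. The rule left 39.3% and 66.9% of the fibroblasts without a name, so these limits do not bound the number of such cells. By best match cluster-1 was 25.3% and 35.0%, cluster-2 was 68.0% and 31.2%, and cluster-3 was 4.49% and 21.2%. The pooled cancer-cell RNA share of all fibroblasts outside cluster-2 was 75.6% in *sGC* Ctr and 82.0% in *sGC* ∆PC. Counted by cell, 43 of 92 (46.7%) and 521 of 645 (80.8%) of them were over 25%.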

**Figure 4:**
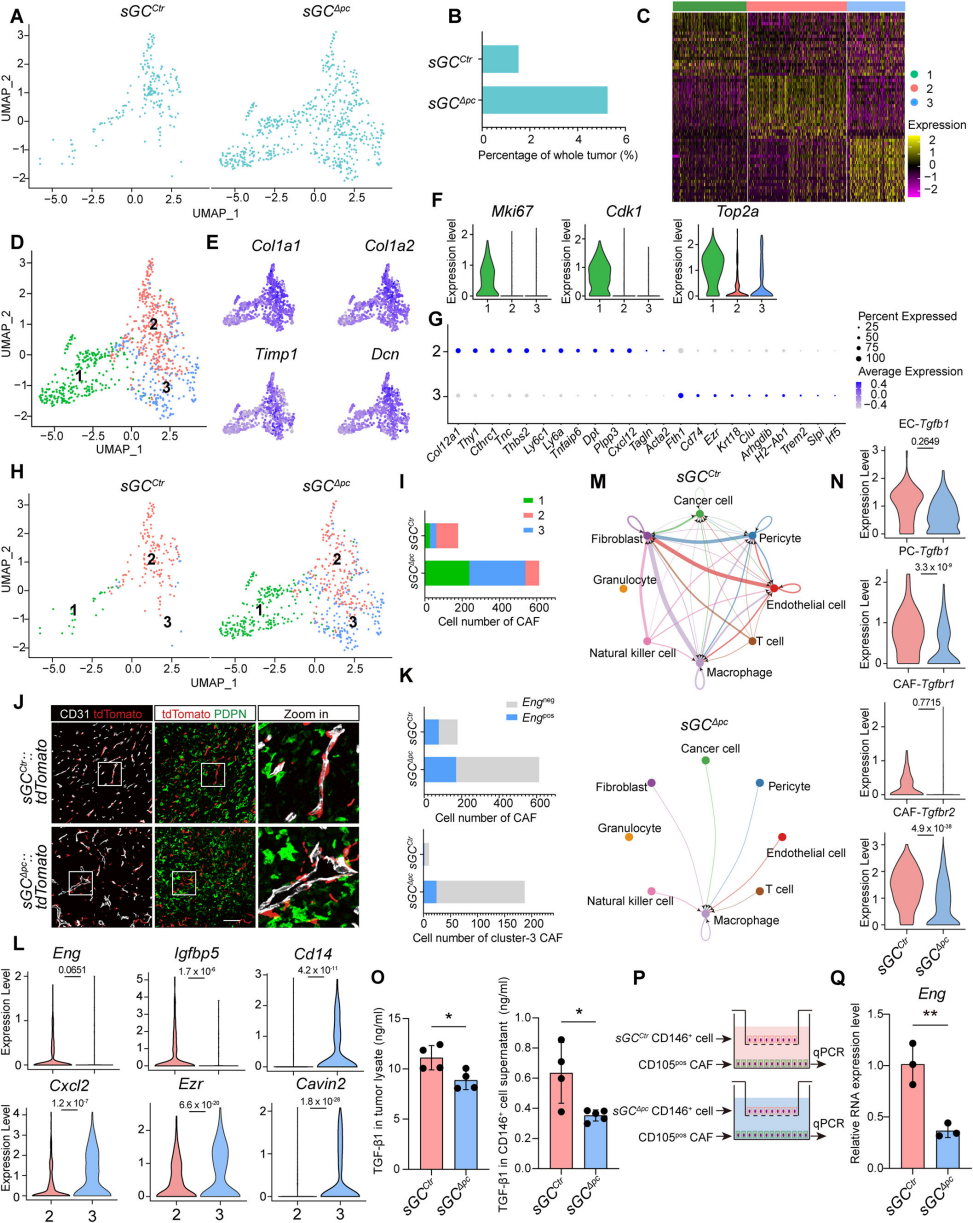
Pericyte sGC deletion promotes tumor-inhibiting CD105^neg^ CAFs expansion. (**A**) UMAP visualization of CAFs from combined fibroblasts of *sGC*^*ctr*^ and *sGC*^*ΔPC*^ tumors. (**B**) Proportion of CAFs within the whole tumor. (**C**) Heatmap displaying the top 20 marker genes for each cell cluster, arranged based on adjusted *P* values determined by the Wilcoxon rank-sum test. (**D**) UMAP plots highlight distinct fibroblast clusters. (**E**) Fibroblast pan marker genes overlaid on UMAP plots of (**D**). (**F**) Violin plots showing expression levels of *Mki67*, *Cdk1*, and *Top2a* in cluster 1. (**G**) Dot plots presenting normalized expression levels of corresponding markers of cluster 2 and cluster 3. (**H**) UMAP visualization of three clusters after pericyte sGC deletion. (**I**) Cell numbers of three CAF clusters within CAFs. (**J**) Representative fluorescence images showing CD31, tdTomato, and Podoplanin-stained LLC tumor sections from *sGC*^*ctr*^*::tdTomato* and *sGC*^*ΔPC*^*::tdTomato* mice. Scale bar, 100 µm. (**K**) Cell numbers of Eng^pos^ and Eng^neg^ cells in fibroblasts. (**L**) Violin plots showing expression levels of CD105^pos^ and CD105^neg^ CAFs marker genes in cluster-2 and cluster-3 CAFs. (**M**) Circle plot of the TGFβ signaling. Arrows indicate ligand-to-receptor direction, while edge thickness denotes the cumulative weighted pathways between cell populations. (**N**) Violin plots showing expression levels of *Tgfb1*, *Tgfbr1*, and *Tgfbr2* in ECs, pericytes, and fibroblasts. (**O**) Plots revealing active TGF-β1 levels in whole-tumor lysates and CD146^+^ cell supernatants of *sGC*^*ctr*^ and *sGC*^*ΔPC*^ tumors, measured using ELISA. Data presented as mean ± SD, with *n* = 4–5 mice per group. (**P**) Schematic depiction of the experimental design. CD105^pos^ CAFs were placed in the transwell bottom chamber, CD146^+^ cells in the upper chamber. (**Q**) Plot illustrating *Eng* expression levels of CD105^pos^ CAFs by qPCR after 48 h co-culture. Data presented as mean ± SD, with *n* = 3 mice per group. Statistical significance assessed using unpaired two-samples Wilcoxon test (**L**, **N**), two-tailed Student’s *t* test (**O**, **Q**). *P < 0.05; **P < 0.01. Source data are available online for this figure.

Given the remarkable plasticity of pericytes to differentiate into various mesenchymal cell types, including CAFs, in both physiological and pathological contexts (Goritz et al, 2011; Hosaka et al, 2016; Volz et al, 2015), we sought to investigate whether the deletion of sGC would induce an aberrant transition of pericytes into fibroblasts. To address this question, we crossed *sGC*^*Ctr*^ and *sGC*^*∆PC*^ mice with *Rosa26-LSL-tdTomato* mice (designated as *sGC*^*Ctr*^*::tdTomato* and *sGC*^*∆PC*^*::tdTomato* mice, respectively), allowing us to genetically label pericytes with tdTomato and trace their progeny within LLC tumors (Appendix Fig. S7A). Immunofluorescence imaging analysis revealed that all tdTomato-labeled cells within tumors from both *sGC*^*Ctr*^*::dtTomato* and *sGC*^*∆PC*^*::tdTomato* mice consistently expressed the pericyte marker Desmin (Appendix Fig. S7B). Interestingly, further staining of these tumor sections with CAF-specific marker Podoplanin demonstrated that none of the tdTomato-labeled pericytes were positive for Podoplanin, including those pericytes detached from blood vessels (Fig. 4J). These findings unequivocally demonstrated that deleting sGC in pericyte does not induce a pericyte-to-fibroblast transition within tumors.

Next, we analyzed the impact of pericyte-specific sGC deletion on CAFs by analyzing their gene expression signature. 

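Absence of *Eng*, the gene of CD105, was counted per fibroblast. In the fibroblasts matching the antigen-presenting group best (*Cd74*, *H2-Ab1* and *Trem2*), 3 of 8 *sGC* Ctr cells (37.5%) and 124 of 172 *sGC* ∆PC cells (72.1%) had no *Eng* UMI, and with every cell thinned to 2000 UMIs 100% and 93.5%. Over all fibroblasts 97 of 178 *sGC* Ctr cells (54.5%, 46.9 to 62.0) and 600 of 812 *sGC* ∆PC cells (73.9%, 70.7 to 76.9) had none. *Eng* itself had 195 and 298 UMIs in fibroblasts (29.4 and 22.7 CPM), a log2 ratio of -0.37 (-0.63 to -0.10).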

Interestingly, in addition to their apCAFs signature, we found the majority of cluster-3 CAFs in *sGC*^*∆PC*^ LLC tumors were absent of CD105 expression (Figs. 4K and EV4A). CD105 is encoded by the gene Endoglin (*Eng*) and is known to modulate TGFβ signaling by interacting with type-I and type-II TGFβ receptors (Cheifetz et al, 1992). To validate this finding, we performed FACS analysis and confirmed a significant increase in the proportion of CD105^neg^ CAFs in *sGC*^*∆PC*^ LLC tumors compared to those in *sGC*^*Ctr*^ LLC tumors (Fig. EV4B,C). 

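At 2000 UMIs per cell 161 of 171 *sGC* Ctr fibroblasts (94.2%, 89.5 to 97.2) and 663 of 691 *sGC* ∆PC fibroblasts (95.9%, 94.2 to 97.3) had no *Eng* UMI, with 7 and 121 cells left out, a difference of 1.80 points against 19.4 on all UMIs, the setting that moved it most. Nearly all fibroblasts lack an *Eng* UMI at that depth, so the small difference there cannot show whether part of them lost *Eng*. If every fibroblast held *Eng* at the 25.0 CPM of both libraries together, 50.5% of *sGC* Ctr and 73.6% of *sGC* ∆PC fibroblasts would show none at their depth. Of the fibroblasts without *Eng*, 76 in *sGC* Ctr and 212 in *sGC* ∆PC matched the *Ly6a* and *Cxcl12* group best, 17 and 172 the *Mki67* and *Top2a* group, and 3 and 124 the *Cd74* group. At 2000 UMIs *Eng* was found in 50.0% and 18.3% of ECs, in 5.05% and 3.94% of cancer cells and in 1.69% and 1.63% of granulocytes.

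**Figure D4:**
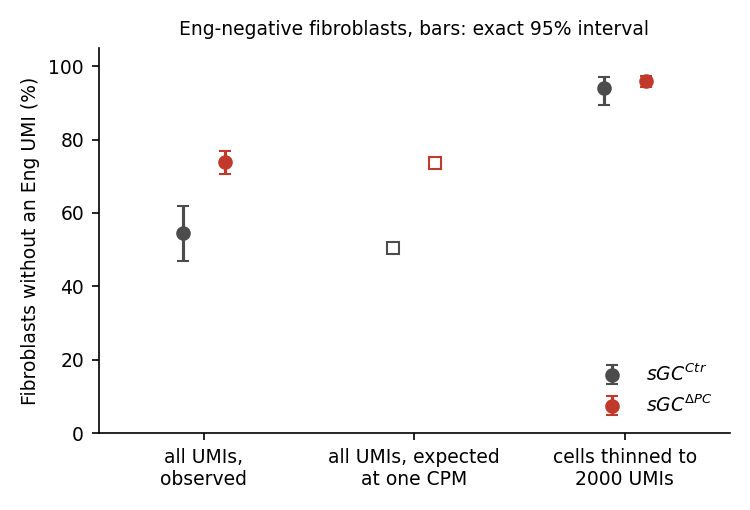
Percent of fibroblasts without an *Eng* UMI in *sGC* Ctr and *sGC* ∆PC, observed on all UMIs and at 2000 UMIs per cell (95% counting intervals) and calculated from the depths at one common CPM (open squares). The calculated points lie inside the observed intervals. The libraries meet at 2000 UMIs, where nearly all fibroblasts show none in either library, so that meeting cannot decide the cause.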

While CD105^neg^ CAFs were presented in both cluster-2 and cluster-3 CAFs, the majority of CD105^neg^ CAFs fell within the cluster-3 category (Fig. 4K). This finding was further substantiated through qPCR-based target gene analysis of sorted CAFs, in which CD105^pos^ CAFs demonstrated elevated *Eng* expression along with cluster-2 markers *Igfbp5* and *CXCL14*, while CD105^neg^ CAFs displayed heightened levels of *Cd74*, *Cd14*, and *Cxcl2* expression, notably devoid of *Eng* expression (Figs. 4L and EV4D). Previous reports demonstrated that CD105^neg^ CAFs are highly tumor-suppressive in mouse and human tumors (Hutton et al, 2021). It has been demonstrated that the switch between CD105^neg^ CAFs and CD105^pos^ CAFs is regulated by TGFβ signaling in the tumor microenvironment (Hutton et al, 2021; Watt and Morton, 2021). Indeed, treatment with TGFβ1 upregulated CD105 expression in CD105^neg^ CAFs isolated from LLC tumors (Fig. EV4E). These findings prompted us to compare the TGFβ signaling between *sGC*^*Ctr*^ LLC tumors and *sGC*^*∆PC*^ LLC tumors. Based on CellChat analysis, we observed a significant decrease in TGFβ-mediated intercellular communication in *sGC*^*∆PC*^ LLC tumors, particularly the transmission of TGFβ signaling from ECs and pericytes within the vascular niche to fibroblasts was almost completely abolished (Fig. 4M). The impairment of TGFβ activity in *sGC*^*∆PC*^ LLC tumors was further supported by a significant reduction in pSMAD3 levels, a key downstream effector of the TGFβ signaling pathway (Fig. EV4F). This disruption could be attributed to the downregulation of *Tgfb1* in both pericytes and ECs, as well as the reduced expression of its cognate receptors, *Tgfbr1* and *Tgfbr2*, in CAFs (Fig. 4N). 

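*Tgfb1* had 69 UMIs in *sGC* Ctr pericytes and 42 in *sGC* ∆PC pericytes (140 and 123 CPM), a log2 ratio of -0.19 (-0.78 to 0.39), and 539 and 430 in ECs (198 and 123 CPM), -0.69 (-0.88 to -0.51) or -0.59 relative to the median EC gene. In fibroblasts *Tgfbr1* had 162 and 209 UMIs (24.4 and 15.9 CPM, -0.61, -0.92 to -0.31) and *Tgfbr2* 1700 and 1776 (256 and 136 CPM, -0.92, -1.01 to -0.82). In cells with a cancer-cell RNA share below 25% the ratios were -0.27 (-0.50 to -0.04) for *Tgfb1* in ECs, -0.22 (-0.62 to 0.18) for *Tgfbr1* and -0.13 (-0.25 to -0.01) for *Tgfbr2*.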

To validate the ability of intratumoral ECs and pericytes to regulate CD105 expression in CAFs via TGFβ signaling, we co-culture CAFs with ECs and pericytes isolated from either *sGC*^*Ctr*^ LLC tumors or *sGC*^*∆PC*^ LLC tumors. 

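*Mcam*, the gene of CD146, was found in 87.5% of *sGC* Ctr and 56.9% of *sGC* ∆PC ECs and in 94.9% and 83.3% of pericytes. With every cell thinned to 2000 UMIs it was found in 31.7% and 24.7% of ECs and in 43.6% and 25.0% of pericytes. Fibroblasts, at median depths of 24491 and 7839 UMIs, held it in 3.37% and 2.09% of cells, and in 0 and 0.145% at 2000 UMIs. The log2 ratio was -0.35 (-0.49 to -0.22) in ECs, or -0.25 relative to the median EC gene, and -0.31 (-0.69 to 0.07) in pericytes. In ECs with a cancer-cell RNA share below 25% it had the other direction, 0.33 (0.18 to 0.49).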

Given that both ECs and pericytes within the vascular niche of LLC tumors expressed CD146 (Appendix Fig. S8A–C), which is in agreement with previous studies (Meng et al, 2021), we proceeded to isolate both cell types simultaneously using CD146 magnetic beads for following co-culture experiments. We first quantified secreted TGFβ1 levels using an ELISA assay and confirmed the significant reduction of TGFβ1 in the supernatants of ECs and pericytes isolated from *sGC*^*∆PC*^ LLC tumors as well as in the whole-tumor lysates of *sGC*^*∆PC*^ mice (Fig. 4O). Furthermore, when co-cultured with ECs and pericytes isolated from *sGC*^*∆PC*^ LLC tumors, CD105^pos^ CAFs exhibited decreased CD105 expression compared to those co-cultured with EC and pericytes isolated from *sGC*^*Ctr*^ LLC tumors (Fig. 4P,Q), indicating a phenotypic switching to CD105^neg^ apCAFs. Collectively, the data demonstrated that sGC deletion decreased TGFβ1 expression in the vascular niche, consequently reprogrammed adjacent CAFs into CD105^neg^ apCAFs, potentially contributing to the observed phenotype of reduced tumor growth.

**Figure EV4:**
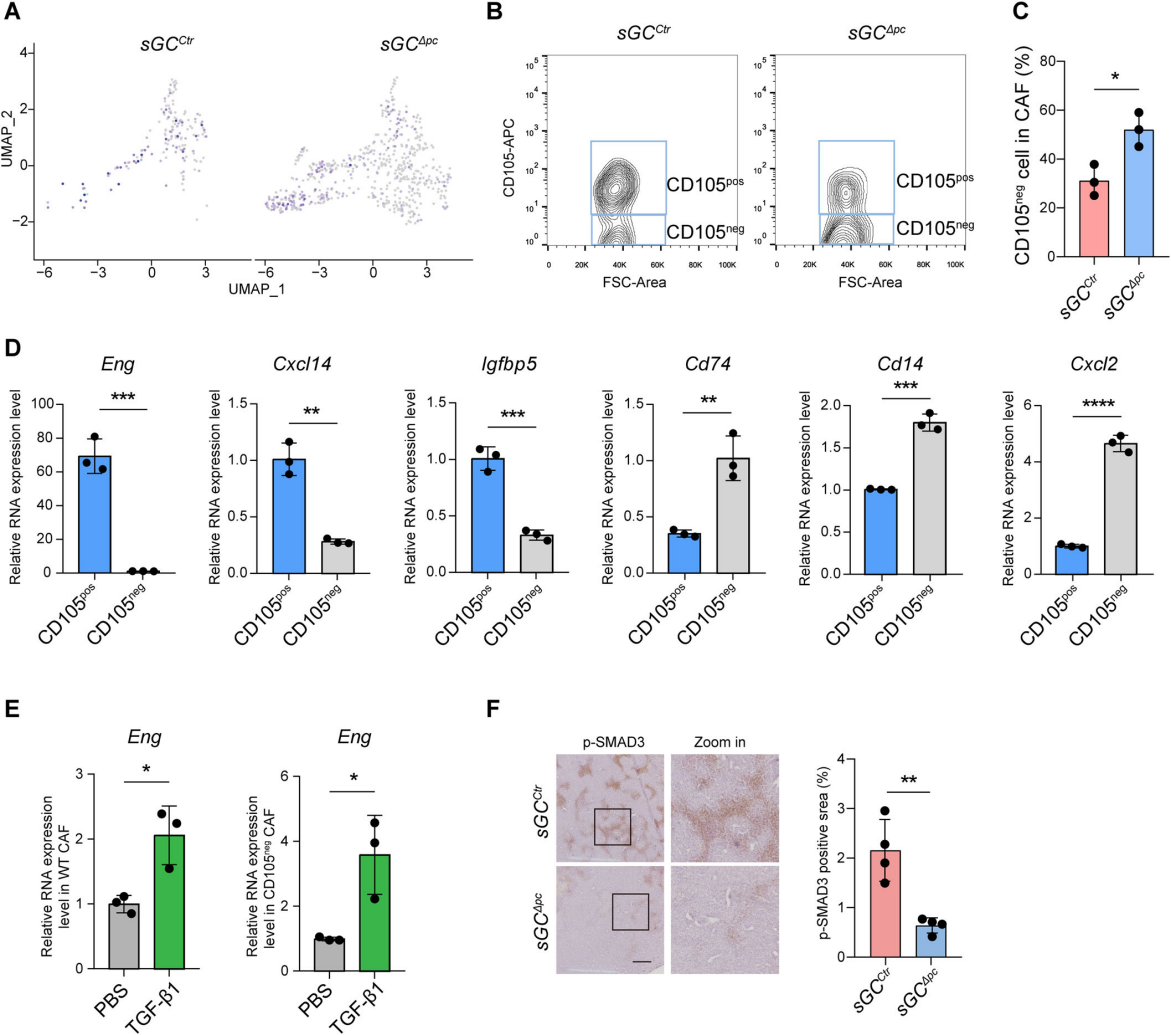
CD105^pos^ and CD105^neg^ CAFs identification. (**A**) UMAP plots showing *Eng* expression levels in CAFs. (**B**) FACS gating strategy employed for CD105^pos^ and CD105^neg^ CAFs isolation. (**C**) Plots showing the proportion of CD105^neg^ CAFs in *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice, Data presented as mean ± SD, with *n* = 3 mice per group. (**D**) qPCR analysis of the expression levels of *Eng, Cd74, Igfbp5, Cxcl14, Cd14*, and *Cxcl2* in CD105^pos^ and CD105^neg^ CAFs. CD105^pos^ and CD105^neg^ CAFs were isolated from five LLC tumors and pooled to ensure an adequate cell number for qPCR analysis. The plot depicts one representative dataset from two independent experimental repeats. Data presented as mean ± SD, with *n* = 3 technical replicates. (**E**) qPCR analysis of *Eng* expression in total CAFs and CD105^neg^ CAFs after TGF-β1 treatment. Data presented as mean ± SD. with n = 3 replicates. (**F**) Representative immunohistochemistry staining of pSMAD3 in *sGC*^*ctr*^ and *sGC*^*ΔPC*^ LLC tumors. The plot illustrates the quantification of the pSMAD3 positive area. Data presented as mean ± SD, with *n* = 4 mice per group. Scale bar, 500 µm. Statistical significance assessed using two-tailed Student’s *t* test (**C**–**F**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Source data are available online for this figure.

### Pericyte sGC deletion interferes with TAM polarization

We next investigate whether TAMs, which constituted the largest stromal population (Fig. 2A; Appendix Fig. S4A), were affected by pericyte-specific sGC deletion. Single-cell analysis classified TAMs into four distinct populations based on their gene expression signatures: *Il1b*^*hi*^*Ccr2*^*hi*^ M1-like TAMs, *Adgre1*^*hi*^*Mrc1*^*hi*^ M2-like TAMs, *Mki67*^+^ TAMs, and *Mmp9*^+^ TAMs (Fig. 5A–D). It is well-established that M1-like TAMs exert tumor-suppressive effects, while M2-like TAMs promote tumor growth (Mills, 2012; Noy and Pollard, 2014). 

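Clustering of the 3181 *sGC* Ctr and 3733 *sGC* ∆PC macrophages gave 7 sub-clusters. Named from the genes of the paper, the M1-like TAMs (625 and 699 cells) held *Il1b* at 2127 CPM in *sGC* Ctr and 1965 in *sGC* ∆PC and *Ccr2* at 642 and 565, the M2-like TAMs (655 and 439 cells) *Adgre1* at 378 and 369 and *Mrc1* at 1336 and 1095, the *Mki67*+ TAMs (207 and 137) *Mki67* at 775 and 699, and the *Mmp9*+ TAMs (117 and 245) *Mmp9* at 1321 and 1271. All 4 genes of the M1-like list were raised in the M1-like TAMs. Their 10 leading genes held *Plac8* and *Ly6c2* of the list but not *Il1b* or *Ccr2*. Another 4 of the 10 were mast-cell genes (*Cma1*, *Mcpt4*, *Tpsb2* and *Cpa3*), found in 8 to 11 of the 625 and 4 to 13 of the 699 cells. The remaining 1577 (49.6%) and 2213 (59.3%) cells met the naming rule of no group. Among them were a sub-cluster that matched M2-like TAMs best (736 and 661 cells) and one led by MHC class II genes (550 and 1198 cells). The latter held *Il1b* at 1035 and 880 CPM and *Ccr2* at 609 and 548.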

Interestingly, we observed an alteration in the ratio of M1-like to M2-like TAMs in *sGC*^*∆PC*^ LLC tumors compared to *sGC*^*Ctr*^ LLC tumors, with a notable increase in the abundance of M1-like TAMs (Fig. 5E,F). 

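Of the macrophages, 19.6% in *sGC* Ctr (18.3 to 21.1) and 18.7% in *sGC* ∆PC (17.5 to 20.0) were M1-like, and 20.6% (19.2 to 22.0) and 11.8% (10.7 to 12.8) were M2-like, so the ratio of M1-like to M2-like cells went from 0.954 to 1.59. The M1-like share of both together was 48.8% (46.1 to 51.6) and 61.4% (58.5 to 64.3), a difference of 12.6 points that lay between 0.665 and 17.0 over the settings chosen beforehand, with coarser clustering the lowest. With the sub-cluster led by MHC class II genes counted as M1-like, a choice made after the data were seen, the ratio went from 1.79 to 4.32. By best match, also chosen after the data were seen, it went from 0.449 to 0.635. *Mki67*+ TAMs were 6.51% and 3.67%, and *Mmp9*+ TAMs 3.68% and 6.56%.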

Emerging evidence demonstrates that TAMs are extremely plastic and can be converted to each other according to environmental cues (Sica et al, 2008). To explore whether the increased M1-like TAM in *sGC*^*∆PC*^ LLC tumors results from altered macrophage polarization, we performed single-cell RNA velocity analysis using scVelo dynamical model (Bergen et al, 2020). Analysis revealed that although most M1-like and M2-like TAMs shared a common origin, they exhibited divergent differentiation trajectories. Interestingly, the RNA velocity analysis suggested that the newly emerged M1-like TAMs in *sGC*^*∆PC*^ LLC tumors potentially arise from the conversion of M2-like TAMs rather than direct differentiation from their shared origin (Fig. 5G).

**Figure 5:**
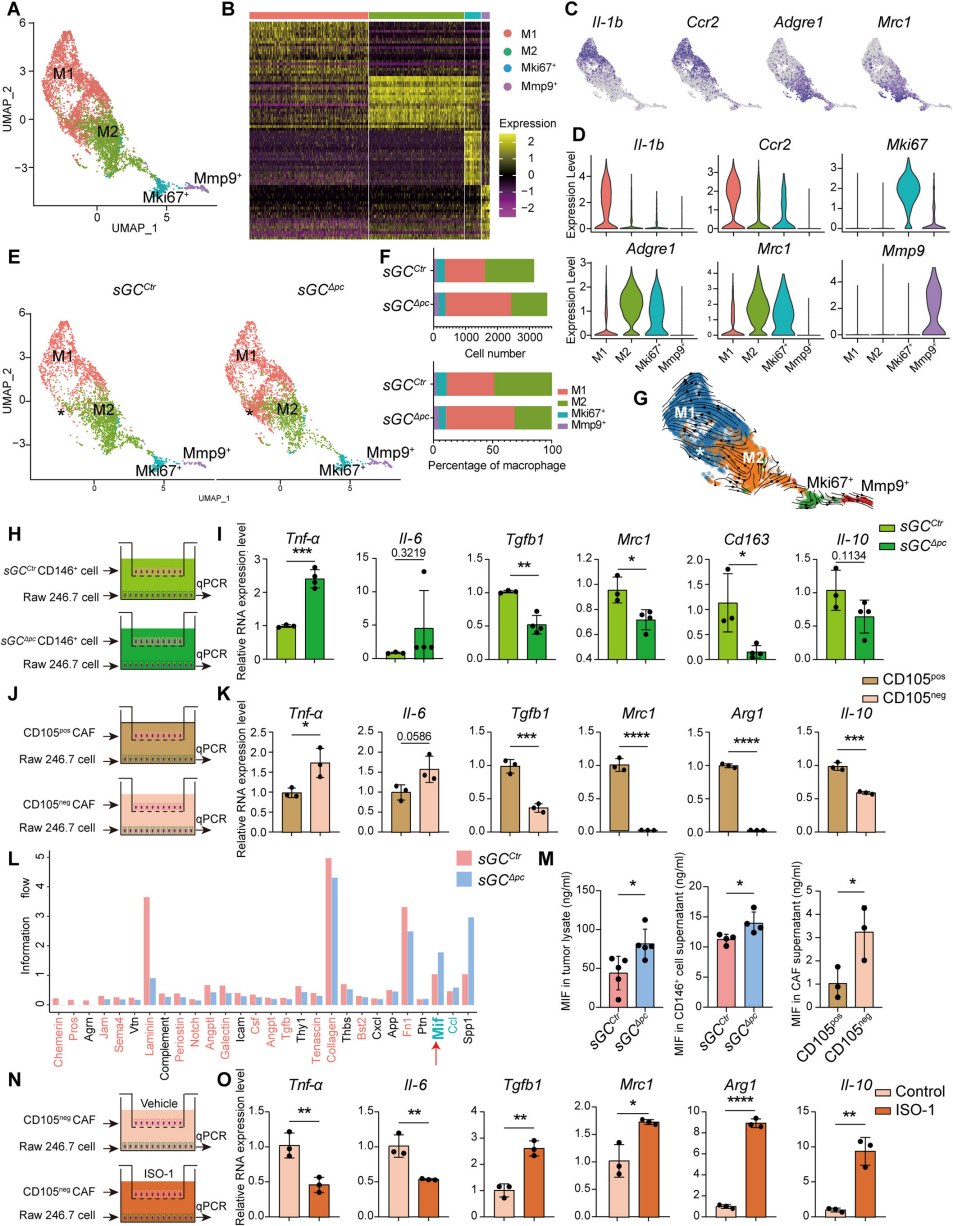
Pericyte sGC deletion influences TAM polarization. (**A**) UMAP visualization of TAMs within *sGC*^*ctr*^ and *sGC*^*ΔPC*^ tumors. (**B**) Heatmap displaying the top 20 marker genes for each cell cluster, arranged based on adjusted *P* values determined by the Wilcoxon rank-sum test. (**C**) Distinct expression of M1 and M2 marker genes overlaid on the UMAP plots of (**A**). (**D**) Violin plots showing expression levels of marker genes across different TAM sub-clusters. (**E**) UMAP visualization of four clusters after pericyte sGC deletion. Asterisk denotes the notable increase of M1-like TAMs. (**F**) Plots displaying cell numbers and proportions of the four TAM sub-clusters. (**G**) RNA velocity analysis showing transition potential among TAM sub-clusters. The asterisk denotes the newly emerged M1-like TAMs arise from the conversion of M2-like TAMs. (**H**) Schematic depiction of the experimental design. CD146^+^ cells were placed in the transwell upper chamber, Raw246.7 cells in the bottom chamber. (**I**) Plot showing gene expression levels of *Tnf-α*, *Il-6*, *Tgfb1*, *Mrc1*, *Cd163*, and *Il-10* in Raw246.7 cells after 48 h co-culture. Data presented as mean ± SD, with *n* = 3–4 mice per group. (**J**) Schematic depiction of the experimental design. CAFs were placed in the transwell upper chamber, Raw246.7 cells in the bottom chamber. (**K**) Plot showing gene expression levels of *Tnf-α*, *Il-6*, *Tgfb1*, *Mrc1*, *Arg1*, and *Il-10* in Raw246.7 cells after 48 h co-culture. Data presented as mean ± SD, with *n* = 3 replicates. (**L**) Comparison of the overall information flow of each signaling pathway between *sGC*^*ctr*^ and *sGC*^*ΔPC*^ tumors. with ECs, pericytes and CAFs are signal senders, while TAMs are signal receiver. The pathways with greater information flow in *sGC*^*ctr*^ or *sGC*^*ΔPC*^ were marked in cyan or red, respectively, while black indicates no significant differences. (**M**) Plots showing MIF levels in whole-tumor lysates, supernatants of CAFs, and CD146^+^ cell of *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice, MIF concentration was determined using ELISA. Data presented as mean ± SD, with *n* = 3–5 mice per group. (**N**) Schematic depiction of the experimental design. CD105^neg^ CAFs were seeded in the transwell upper chamber, Raw246.7 cells in the bottom chamber. The culture medium was supplemented with vehicle or 100 μg/ ml ISO-1. (**O**) Plot showing gene expression levels of *Tnf-α*, *Il-6*, *Tgfb1*, *Mrc1*, *Arg1*, and *Il-10* in Raw246.7 cells following 48 h co-culture. Data presented as mean ± SD, with *n* = 3 replicates. Statistical significance assessed using two-tailed Student’s *t* test (**I**, **K**, **M**, **O**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Source data are available online for this figure.

To uncover the environmental cues influencing the shift of M2-like TAMs towards M1-like TAMs, we first assessed the interactions between TAMs and other cellular components within the tumor microenvironment. Our analysis unveiled a significant reduction in the crosstalk between TAMs and ECs, pericytes, and CAFs (Fig. EV5A). To ascertain whether ECs, pericytes, and CAFs directly influence macrophage polarization, we isolated those cell populations from *sGC*^*Ctr*^ or *sGC*^*∆PC*^ LLC tumors and co-cultured with RAW264.7 mouse macrophages. Subsequently, we employed qPCR analysis to examine M1-like or M2-like gene signatures in RAW264.7 macrophages. We observed that ECs and pericytes from *sGC*^*∆PC*^ LLC tumors potently upregulated the expression of M1-like signature genes (*Tnfa* and *Il-6*) while strongly inhibiting the expression of M2-like signature genes (*Tgfb1*, *Mrc1*, *Cd163*, *Il-10*) in RAW264.7 macrophages when compared to ECs and pericytes isolated from *sGC*^*Ctr*^ LLC tumors (Fig. 5H,I). In addition, we found that CD105^neg^ CAFs, which were dramatically expanded in *sGC*^*∆PC*^ LLC tumors, exerted a similar effect to that of ECs and pericytes from *sGC*^*∆PC*^ LLC tumors, were more potent than CD105^pos^ CAFs in promoting macrophage polarization towards an M1-like phenotype (Fig. 5J,K).

**Figure EV5:**
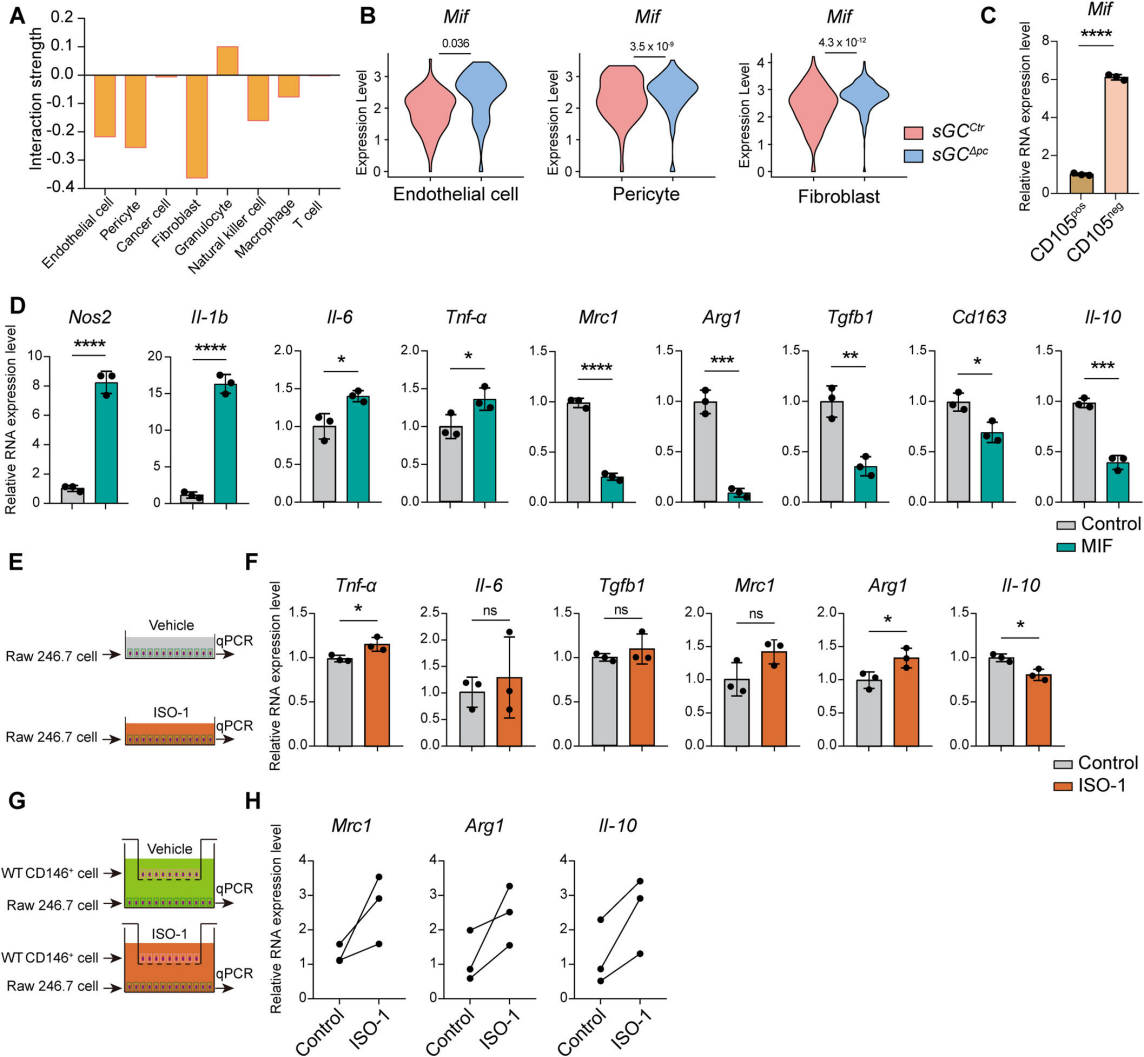
MIF promotes macrophage M1-like polarization. (**A**) The alteration in cell–cell interaction strength between TAMs and other cellular components in the tumors following pericyte-specific sGC inactivation. (**B**) Violin plots showing the expression levels of *Mif* in ECs, pericytes, and CAFs within *sGC*^*ctr*^ and *sGC*^*ΔPC*^ tumors. (**C**) Plot showing *Mif* expression levels in CD105^pos^ and CD105^neg^ CAFs. To obtain a sufficient number of cells, CD105^pos^ and CD105^neg^ CAFs were isolated from five LLC tumors and subsequently pooled for the experiment. Data presented as mean ± SD. (**D**) qPCR analysis of gene expression levels of *Nos2, Il-1b, Il-6, Tnf-a, Mrc1, Arg1, Tgfb1, Cd163*, and *Il-10* in Raw246.7 cells treated with either MIF or vehicle. Data presented as mean ± SD, with n = 3 replicates. (**E**) Schematic depiction of the experimental design. Raw246.7 cells were treated with either vehicle or ISO-1. (**F**) qPCR analysis of gene expression levels of *Il-6, Tnf-a, Mrc1, Arg1, Tgfb1*, and *Il-10* in Raw246.7 cells treated with ISO-1 or vehicle. Data presented as mean ± SD, with *n* = 3 replicates. (**G**) Schematic depiction of the experimental design. WT CD146^+^ cells were seeded into the transwell upper chamber, Raw246.7 cells in the bottom chamber. The culture medium was supplemented with either vehicle or ISO-1. (**H**) qPCR analysis of gene expression levels of *Mrc1, Arg1*, and *Il-10* in Raw246.7 cells treated with ISO-1 or vehicle. Data presented as mean ± SD, with *n* = 3 mice per group. Statistical significance assessed using unpaired two-samples Wilcoxon test (**B**), two-tailed Student’s *t* test (**C**, **D**, **F**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Source data are available online for this figure.

To identify the key signaling pathways governing macrophage polarization, we conducted a comparative analysis of pathways that impact TAMs in *sGC*^*Ctr*^ and *sGC*^*∆PC*^ LLC tumors. Analysis suggested that MIF, an important regulator of macrophage polarization, was one of the significantly upregulated pathways in *sGC*^*∆PC*^ LLC tumors (Fig. 5L). Moreover, examination of single-cell transcriptomic data revealed elevated expression levels of *Mif* in ECs, pericytes, and CAFs within *sGC*^*∆PC*^ LLC tumors in comparison to their counterparts in *sGC*^*Ctr*^ LLC tumors (Fig. EV5B,C). These findings were further substantiated by ELISA analysis, which confirmed higher protein levels of MIF in *sGC*^*∆PC*^ LLC tumors compared to *sGC*^*Ctr*^ LLC tumors (Fig. 5M). 

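*Mif* had 1910 UMIs in *sGC* Ctr ECs and 3809 in *sGC* ∆PC ECs (703 and 1088 CPM), a log2 ratio of 0.63 (0.55 to 0.71) or 0.73 relative to the median EC gene, and 7629 and 18764 in fibroblasts (1148 and 1432 CPM), 0.32 (0.28 to 0.36). In pericytes it fell, with 497 and 288 UMIs (1011 and 846 CPM), -0.26 (-0.47 to -0.04); the finer clustering, where the class took in 246 *sGC* ∆PC cells, gave 0.15. Cancer cells held *Mif* at 1171 and 1292 CPM. In ECs and fibroblasts with a cancer-cell RNA share below 25%, the setting that moved *Mif* most there, the ratios were 0.14 (0.00 to 0.28) and 0.08 (0.01 to 0.15).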

Further investigation of the supernatant from ECs and pericytes revealed that cells in the vascular niche of *sGC*^*∆PC*^ LLC tumors secrete more MIF than those from *sGC*^*Ctr*^ LLC tumors. Similarly, CD105^neg^ CAFs secreted more MIF than CD105^pos^ CAFs (Fig. 5M). Consistent with previous studies (Castro et al, 2017), our data demonstrated that direct exposure of macrophages to MIF induced an M2-to-M1 transition, as evidenced by the upregulation of M1-like gene signature (*Nos2, Il-6, Il-1b, Tnf-a*) and a concurrent reduction in M2-like gene signature (*Il-10, Tgfb1, Arg1, Cd163, Mrc1*) (Fig. EV5D). To further consolidate that the vascular niche and CAFs-derived MIF drives TAMs towards an M1-like polarization via MIF in *sGC*^*∆*PC^ tumor, we treated RAW264.7 with ISO-1, a highly specific inhibitor of MIF tautomerase activity, alone or when co-cultured with ECs and pericytes or with CD105^neg^ CAFs. Remarkably, ISO-1 treatment alone did not exert any discernible influence on the expression of genes associated with either the M1 or M2-like signatures (Fig. EV5E,F). However, ISO-1 treatment completely abrogated the upregulation of genes linked to the M1-like signature and reversed the suppression of genes associated with the M2-like signature in RAW264.7 cells co-cultured with EC and pericytes from *sGC*^*∆*PC^ tumor or CD105^neg^ CAFs (Figs. 5N,O and EV5G,H). These findings collectively demonstrated that pericytes and ECs within the vascular niche and their adjacent CAFs upregulated MIF expression following pericyte-specific sGC deletion, thereby synergistically skewing M2-like macrophages towards an M1-like phenotype, thereby contributing to the inhibition of tumor growth.

### Pericyte sGC disruption enhances anti-angiogenic therapy

Lastly, we examined whether impaired EC–pericyte crosstalk resulting from pericyte-specific sGC deletion would enhance the EC’s sensitivity to anti-angiogenic therapy. To address this, we inoculated LLC cells into both *sGC*^*Ctr*^ and *sGC*^*∆PC*^ mice. Following a 6-day interval, the mice were administered either a vehicle or Fruquintinib continuously for 8 days. Fruquintinib, a multi-kinase inhibitor targeting VEGFR1/2/3, has received FDA approval for treating metastatic CRC and is presently undergoing phase-3 clinical trials for evaluating its efficacy against lung cancer (NCT02691299) (Dasari et al, 2023; Sun et al, 2014). As expected, Fruquintinib treatment significantly reduced tumor growth in *sGC*^*Ctr*^ mice. Surprisingly, despite LLC tumors displaying smaller sizes in *sGC*^*∆PC*^ mice compared to their *sGC*^*Ctr*^ counterparts, Fruquintinib treatment further inhibited tumor growth in the *sGC*^*∆PC*^ mice (Fig. 6A–D). Immunofluorescence analysis revealed that Fruquintinib reduced vessel density in both *sGC*^*Ctr*^ and *sGC*^*∆PC*^ LLC tumors. Notably, the number of CD31^+^ vessels without pericyte coverage in *sGC*^*∆PC*^ LLC tumors was significantly reduced by Fruquintinib treatment, resulting in a substantial increase in pericyte coverage. Interestingly, the remaining vessels in Fruquintinib-treated *sGC*^*∆PC*^ LLC tumors exhibited a significantly larger diameter than vessels in the other groups. However, we observed that pericytes surrounding these remaining vessels in *sGC*^*∆PC*^ LLC did not tightly ensheath the endothelium, as seen in *sGC*^*Ctr*^ LLC tumors (Fig. 6E,F). This suggests that while Fruquintinib effectively targeted endothelial VEGFR signaling and inhibited tumor angiogenesis, it did not fully restore EC–pericyte interaction.

**Figure 6:**
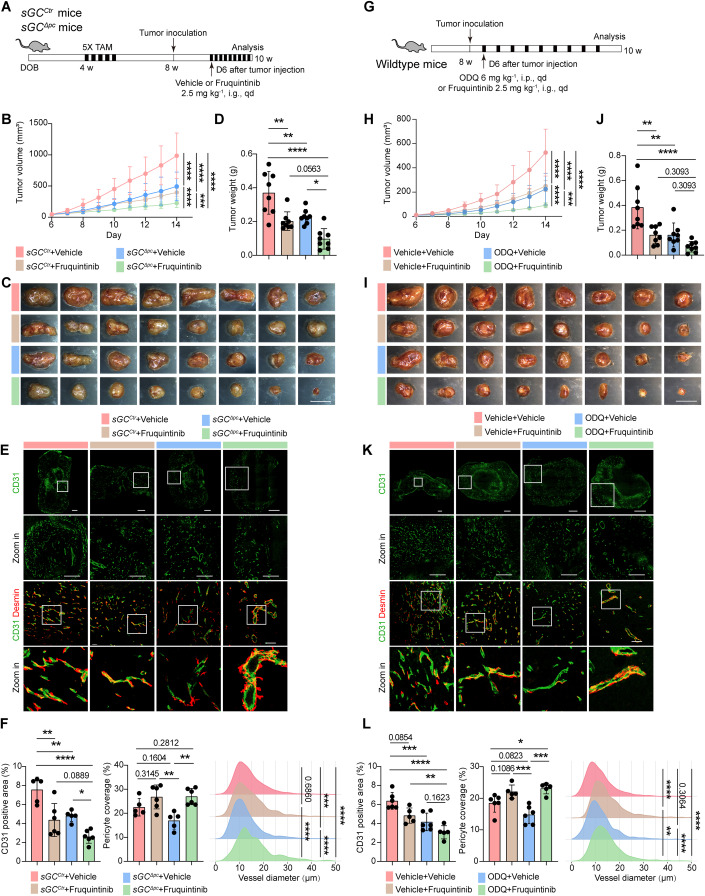
Pericyte sGC disruption enhances anti-angiogenic therapy. (**A**) Schematic depiction of the experimental design. Both *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice received five doses of tamoxifen at 4 weeks of age, followed by subcutaneous inoculation with LLC cells at 8 weeks of age. Starting from 6 post-tumor inoculation, mice were orally administered 2.5 mg kg^−1^ Fruquintinib or corresponding vehicle daily, with tumor analysis scheduled at day 14 post-tumor injection. (**B**) Plot showing growth curves of LLC tumors in *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice with Fruquintinib or vehicle treatment. Data presented as mean ± SD, with *n* = 8 mice per group. (**C**) Macroscope images of LLC tumors isolated from *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice with Fruquintinib or vehicle treatment. Scale bars, 10 mm. (**D**) Plot showing weights of LLC tumors isolated from *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice with Fruquintinib or vehicle treatment. Data presented as mean ± SD, with *n* = 8 mice per group. (**E**) Representative fluorescence images showing CD31 and Desmin-stained tumor sections from *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice with Fruquintinib or vehicle treatment. Scale bars, 1 mm (CD31); 500 µm (CD31 Zoom-in); 100 µm (CD31 Desmin). (**F**) Plot showing the CD31-positive area, pericyte coverage, and vessel diameter in *sGC*^*ctr*^ and *sGC*^*ΔPC*^ tumors with Fruquintinib or vehicle treatment. Data presented as mean ± SD, with *n* = 5–6 mice per group. (**G**) Schematic depiction of the experimental design. Wild-type mice were subcutaneously inoculated with LLC cells at 8 weeks of age, and then received oral administration of 2.5 mg kg^−1^ Fruquintinib or corresponding vehicle and intraperitoneal injection of 6 mg kg^−1^ ODQ or corresponding vehicle, both starting from day 6 post-tumor inoculation, with tumor analysis at day 14 post inoculation. (**H**) Plot depicting the growth curves of LLC tumors in wild-type mice with Fruquintinib or ODQ treatment. Data presented as mean ± SD, with *n* = 8 mice per group. (**I**) Macroscope images of LLC tumors isolated from wild-type mice with Fruquintinib or ODQ treatment. Scale bars, 10 mm. (**J**) Plot showing weights of LLC tumors isolated from wild-type mice with Fruquintinib or ODQ treatment. Data presented as mean ± SD, with *n* = 8 mice per group. (**K**) Representative fluorescence images showing CD31 and Desmin-stained tumor sections from wild-type mice with Fruquintinib or ODQ treatment. Scale bars, 1 mm (CD31); 500 µm (CD31 Zoom-in); 100 µm (CD31 Desmin). (**L**) Plot showing the CD31-positive area, pericyte coverage, and vessel diameter of wild-type mice with Fruquintinib or ODQ treatment. Data presented as mean ± SD, with *n* = 5–6 mice per group. Statistical significance assessed using two-way ANOVA test (**B**, **H**) or one-way ANOVA test with Tukey test. (**D**, **F**, **J**, **L**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Source data are available online for this figure.

Given that pericyte sGC deletion did not affect healthy vessels (Appendix Fig. S1D,E), we further explored whether pharmacologically blocking NO-sGC signaling could recapitulate the vascular defect observed with pericyte-specific sGC deletion and whether sGC blockade would enhance the efficacy of anti-angiogenic therapy. We first administered the WT adult mice with ODQ, a specific sGC inhibitor (Zhao et al, 2000), for 9 days, and we did not observe any notable change in vessel density, pericyte coverage, or albumin leakage (Appendix Fig. S9A–C). These results indicated that short-term ODQ treatment did not disrupt the integrity of a healthy vascular network. Then, we inoculated LLC tumors into 8-week-old WT mice and subsequently administered Fruquintinib and ODQ 6 days post-tumor inoculation. We observed that ODQ treatment alone reduced tumor growth, which was comparable to Fruquintinib treatment. Remarkably, the combination of ODQ and Fruquintinib further decreased tumor size (Fig. 6G–J). Consistent with these findings, the combination of ODQ and Fruquintinib treatment significantly impeded the growth of orthotopically inoculated EO771 (Appendix Fig. S10A–D). Histological analysis revealed that ODQ treatment markedly reduced vessel density and pericyte coverage. Particularly, the group receiving both ODQ and Fruquintinib displayed the lowest vessel density and larger vessel diameter, similar to the vessels observed in Fruquintinib-treated *sGC*^*∆PC*^ LLC tumors (Fig. 6K,L). Interestingly, an analysis of The Cancer Genome Atlas datasets revealed that higher *GUCY1B1* expression is significantly associated with reduced overall survival in patients diagnosed with uveal melanoma, colorectal carcinoma, and mesothelioma (Appendix Fig. S11A), further substantiate the notion that suppressing sGC signaling holds therapeutic benefits. In summary, these results underscore the pivotal role of NO-sGC crosstalk in tumor vascularization and highlight the significant potential of disrupting NO-sGC crosstalk to sensitize tumors to anti-angiogenic therapy.

## Discussion

The role of blood vessels in supporting tumor growth via direct and indirect intercellular crosstalk, in addition to their conduit function, began to be recognized in the past decade. However, research has predominantly focused on the role of endothelial cells in regulating tumor microenvironment, and the specific contribution of pericytes has been understudied. In this study, we addressed this gap by revealing the multifaceted role of pericytes in tumors. By deleting the NO receptor sGC in pericytes, we demonstrated that pericyte not only crosstalk to ECs to promote tumor vessel formation but also play an undiscovered role in shaping the intratumoral microenvironment by modulating CAFs and TAMs. Furthermore, our findings highlighted the significant enhancement in the efficacy of anti-angiogenic therapy through the disruption of endothelial cell-pericyte crosstalk, underscoring the therapeutic implications of our discoveries.

The role of eNOS-NO-sGC signaling in regulating vSMCs relaxation and vascular tone is widely recognized (Rees et al, 1989; Stasch et al, 2011). However, the expression of sGC in pericytes has only recently been identified (Bettaga et al, 2015; Friebe and Englert, 2022; Fukutani et al, 2009; He et al, 2023; He et al, 2016; Yang et al, 2021). In the current study, we have demonstrated the specific expression of sGC in tumor pericytes. It has been reported that ablation of endothelial cell-derived NO impaired pericyte recruitment in tumors (Kashiwagi et al, 2005). Interestingly, we observed that, in contrast to NO ablation, the deletion of its cognate receptor sGC in pericytes significantly disrupted the process of pericyte ensheathment around capillaries. Remarkably, this alteration did not significantly impact the recruitment of pericytes from neighboring tissues into the inoculated tumors. Hence, our findings suggest that pericyte sGC signaling is essential for establishing stable contacts between ECs and pericytes, facilitating the subsequent ensheathment process. This function is distinct from the role of PDGFB-PDGFRB signaling, which primarily governs pericyte recruitment to nascent endothelial sprouts.

The observed defects in pericyte behavior, including their inability to form stable contacts with ECs and their failure to envelop newly formed tumor vessels following pericyte-specific sGC deletion properly, may be attributed to increased cell motility. A prior study from our lab demonstrated that under both in vitro and in vivo conditions, the reduction of sGC expression in response to inflammatory challenges results in the retraction of pericyte cellular processes and their subsequent detachment from the endothelium. Whereas pharmacologically activating sGC successfully stabilizes pericytes and preserves pericyte coverage by dampening MRTFA/SRF activation and suppressing cytoskeleton reorganization in these cells (He et al, 2023). Interestingly, a separate study by Orlich et al illustrated that EC-secreted PDGFB activates MRTFA/SRF signaling to promote pericyte migration during angiogenesis (Orlich et al, 2022). These findings suggest an intricate interplay between PDGFB-PDGFRB signaling and NO-sGC signaling, which coordinates pericyte recruitment, migration, and ensheathment during angiogenesis through modulating MRTFA/SRF activity in pericytes.

The perturbation of sGC signaling within pericytes led to pronounced transcriptomic changes characterized by the downregulation of genes associated with ECM deposition, encapsulation, and cell–matrix adhesion, as well as the upregulation of cytokines responsible for immune cell chemotaxis. Remarkably, the specific deletion of sGC in pericytes also triggered significant alterations in gene expression within ECs residing in the vascular niche. Specifically, genes linked to angiogenesis, such as *Tek*, *Kdr*, and *Pdgfb*, were significantly reduced. This finding aligns with previous studies highlighting the mutual influence of gene expression between pericytes and ECs. Interestingly, further analysis revealed that a substantial proportion of the altered genes in both ECs and pericytes were not a direct outcome of sGC deletion. Rather, these changes stemmed from impaired Notch signaling, which requires direct cell–cell contact for activation. In addition, CellChat analysis of the intercellular communication also unveiled a dramatic disruption of Notch signaling between ECs and pericytes. This impairment was a consequence of the pericyte detachment triggered by sGC deletion. The profound impact of pericyte-specific gene deletion on adjacent endothelial cells within the vascular niche is also evident from an experiment in which the deletion of RBPj, a key transcriptional effector of Notch, within pericytes led to severe hypertrophy and degenerative changes in ECs, eventually resulting in the formation of cerebral cavernous malformation (CCM)-like lesions in the brain (Dieguez-Hurtado et al, 2019).

NO-sGC signaling is required for proper pericyte ensheathment within tumor vasculature, which undergoes continuous angiogenesis and remodeling. The administration of sGC inhibitor ODQ reduced pericyte coverage within tumors, paralleling the effect of pericyte-specific sGC deletion. Importantly, the combined treatment of Fruquintinib and ODQ exhibited a remarkable advantage over individual treatments. This aligns with previous studies that tumor vessels without pericyte coverage are more vulnerable to anti-angiogenic therapy (Benjamin et al, 1998; Bergers and Hanahan, 2008; Bergers et al, 2003). Importantly, our study also demonstrated that the role of sGC in quiescent pericytes might be dispensable, as the deletion of sGC in healthy mice did not compromise pericyte ensheathment and vascular integrity within the brain. This distinct outcome of sGC inactivation in angiogenic and quiescent pericytes provides a unique avenue for leveraging its therapeutic potential. By combining sGC inhibitors with anti-angiogenic agents, this approach could potentially yield enhanced therapeutic efficacy within tumor vasculature while sparing the vasculature in other organs from adverse effects.

Early investigations into the role of pericytes in tumors primarily relied on thymidine kinase-based pericyte ablation strategies (Cooke et al, 2012; Keskin et al, 2015). More recently, a study has demonstrated that pericytes, beyond their pivotal role in supporting tumor vessel formation, engage in direct crosstalk with tumor cells, exerting a significant influence on tumor growth. The data showed specific deletion of β3 integrin in pericytes does not affect tumor angiogenesis but instead fuels tumor growth by secreting CCL2, thereby directly activating the MEK1-ERK1/2-ROCK2 signaling pathway in tumor cells (Wong et al, 2020). While pericyte sGC deletion minimally altered the gene signature in tumor cells, it exerted a profound impact on CAFs and TAMs within the tumor microenvironment. Despite enhancing cellular motility and inducing transcriptomic reprogramming in pericytes, lineage tracing demonstrated that sGC deletion did not induce pericyte-to-fibroblast transition. Instead, the data support a model in which pericytes influence CAFs and TAMs through paracrine factors. Pericytes sGC inactivation resulted in a significant reduction of TGFβ1 expression in both ECs and pericytes, consequently driving the marked expansion of tumor-suppressive CD105^neg^ CAFs. Notably, akin to pericytes in the atherosclerotic vessels (Pekayvaz et al, 2023), tumor pericytes upregulated MIF expression following sGC deletion, thereby skewing TAM polarization from the M2 to the M1 phenotype. These data underscore the important role played by pericyte in orchestrating tumor microenvironment and modulating tumor growth.

In conclusion, our study has provided valuable insights into the multifaceted role of pericytes in tumor biology. By targeting the NO receptor sGC in pericytes, we uncover their impact on tumor vascular niche and their modulation of CAFs and TAMs within the tumor microenvironment. Notably, inhibition of pericyte sGC presents an exciting avenue for augmenting the efficacy of anti-angiogenic therapy. These discoveries highlight the active contribution of pericytes in tumor development and underscore that a better understanding of the intricate interactions between pericytes, endothelial cells, and other cellular components in the tumor microenvironment would promote the development of novel therapeutic strategies and improve treatment outcomes.

## Methods

### Mice and genotyping

The generation of *Gucy1b1*-*flox* mice, and *Cspg4*-*CreER*^*T2*^ knock-in mice have been described previously (Huang et al, 2014; Zhang et al, 2011). *Gucy1a1-EGFP* transgenic mice (designated as *sGC-EGFP* mice), which express the EGFP under the control of sGC alpha subunit coding gene *Gucy1a1*, were acquired from GENSAT.org. Wild-type C57BL/ 6J mice were purchased from Charles River (Beijing, China). All mice were housed within the specific-pathogen-free animal facility at the National Center for Protein Science. Genotyping primers are listed in Appendix Table S1. All animal experiments were performed according to the registered protocol (IACUC: 202003080011) that was approved by the Institutional Animal Care and Use Committee of the Interdisciplinary Research Center on Biology and Chemistry (IRCBC).

### Cell culture

LLC, B16F10, and Raw246.7 cells were cultured in DMEM medium (C11995500CP, Gibco™), supplemented with 10% FBS (FBS-12A, Capricorn), and 1% penicillin/streptomycin (15070063, Gibco™). EO771 cells were cultured in RPMI 1640 GlutaMAX medium (C11875500CP, Gibco™) supplemented with 10% FBS (FBS-12A, Capricorn), and 1% penicillin/streptomycin (15070063, Gibco™). Cells were cultured in a humidified atmosphere with 5% CO_2_ at 37 °C. All cell lines underwent mycoplasma testing (Lonza, LT07318) prior to inoculation to ensure they were free from mycoplasma contamination. LLC, B16F10, and EO771 cells were gifts from Dr. Hellmut G. Augustin (Heidelberg University), Raw246.7 cell line was a gift from Dr. Lijian Hui (Shanghai Institute of Biochemistry and Cell Biology).

### In vivo tumor experiments

LLC (1 × 10^6^ cells), B16F10 (1 × 10^6^ cells), or EO771 (1 × 10^6^ cells) tumor cells were first suspended in 100 µl PBS, LLC and B16F10 tumor cells were subcutaneously injected into the right flank of sGC^ΔPC^ mice and their littermate controls, *sGC-EGFP* mice, or wild-type C57BL/6J mice, while EO771 tumor cells were orthotopically injected into the fat pad of fourth mammary gland in corresponding female mice. Tumor growth was monitored by measuring the length and width of tumors with calipers. The tumor volume was calculated using the formula: volume = length × width^2^ × 0.52, where length is the longest dimension and width is the corresponding perpendicular dimension. All mice were euthanized at the end of the experiments, then tumors were dissected, weighed, and photographed.

### Assessment of tumor vessel perfusion rate

To evaluate tumor vessel function, mice were intravenously injected with 100 μl saline containing FITC-conjugated Lectin-BSI (0.05 mg/mouse, L9381, Sigma) via the tail vein. Tumors were resected 15 min post-injection, and 10-μm-thick sections were prepared. The blood vessel perfusion rate was determined by quantifying lectin-positive vessels among CD31-stained vessels.

### In vivo Fruquintinib and ODQ treatment

Tumor-bearing *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice received administration of 2.5 mg kg^−1^ Fruquintinib (S5667, Selleck) or corresponding vehicle by oral gavage daily from day 6 post-tumor injection, with tumor analysis scheduled at day 14. Tumor-bearing wild-type C57BL/6J mice received oral administration of 2.5 mg kg^−1^ Fruquintinib or corresponding vehicle and intraperitoneal injection of 6 mg kg^−1^ ODQ (HY-101255, MedChemExpress) or corresponding vehicle, both starting from day 6 post-tumor injection, and tumor analysis at day 14 post-tumor injection.

### Tumor dissection and dissociation

Tumors were gently minced into small pieces using scissors, and subsequently transferred into a 15-ml tube containing the digestion solution (2 mg ml^−1^ Collagenase type IV (C5138, Sigma), 2.5 mg ml^−1^ Dispase II (4942078001, Sigma), 40 µg ml^−1^ DNase (10104159001, Sigma) in DMEM). Tumors were digested for 30 min at 37 °C with continuous rotation. Following digestion, the resulting cell suspensions were filtered through 70 µm cell strainers (CSS010070, Jetbiofil) placed on 50-ml tubes. The cell suspensions were subsequently centrifuged at 300 × *g* for 7 min at 4 °C. The supernatants were aspirated completely. The cell pellets were resuspended in 5 ml 1× ACK buffer on ice for 3 min to lyse the erythrocytes. Next, 8 ml PBS was added into the tubes to stop reaction. In the end, the cells were centrifuged at 300 × *g* for 7 min at 4 °C and resuspended with PBS for further analysis. Enrichment of CD146^+^ cells was conducted using CD146 microbeads (130-092-007, Miltenyi Biotec) following the manufacturer’s protocol.

### Single-cell RNA sequencing and bioinformatic analysis

Tumors were dissected 2 weeks after inoculation and subjected to enzymatic digestion. After dissociation, the viability (>85%) of tumor cells was determined using trypan blue staining. Single-cell suspensions from three tumors within the same group were pooled and loaded onto Chromium chips. Sequencing libraries were generated using the Chromium Single Cell 3’ GEM Library & Gel Bead Kit v3 (PN-1000075,10X Genomics) according to the manufacturer’s protocol. Sequencing data were processed with Seurat (v3) single-cell analysis pipeline with modifications. Raw fastq library was preprocessed by standard pipeline using Cell Ranger (v6.1.1) with mouse genome (mm10, GENCODE vM23/Ensembl 98) from 10X official website. Both generated raw count matrices were loaded into R environment to check sequencing quality and filter with functions “perCellQCMetrics”, “perFeatureQCMetrics” and “isOutlier” (with parameter “nmad” equal to 3) implemented in the scater (v1.22.0). Thereafter count matrix was converted to Seurat (v4) object with mitochondrial ratio QC (<10%) and median absolute deviation (MAD) feature QC (<3), followed by log-normalization. We selected 3000 highly variable genes for calculating PCA and integration using batchelor (v1.10.0) and first 20 diemension were used for clustering.

All clusters were manually annotated according to marker genes using function “FindAllMarkers” with Wilcoxon rank-sum test based on some of the well-known marker genes respectively (Pericytes: *Rgs5*, *Des* and *Pdgfrb*; Endothelial cells: *Pecam1*, *Cldn5*; Natural killer cells: *Cd74*; T cells: *Cd3d*; Cancer cell: *Krt18*; Fibroblasts: *Col1a1*, *Col1a2*; Granulocytes: *S100a9*; Macrophages: *Csf1r*), while “mixture” clusters with ambiguous (>1 cluster-specific markers for clusters defined above) markers were ruled out for clarity in terms of cell identity. At the end of filtering and processing, we retained overall 23,383 cells with 18,003 features (genes). Differentially expressed genes between *sGC*^*ctr*^ and *sGC*^*ΔPC*^ mice were ranked based on the *P* values generated by method described above.

Fibroblasts and macrophages were re-clustered for finer resolution with distinct marker genes. For fibroblasts, we chose to remove cell cycle-related confounding effects using “CellCycleScoring” and “ScaleData” function from Seurat package as we observed high expression of *Cdk*-related genes and re-clustered them based on identified marker genes (*Ly6c1*, *CD74*, and *Acta2*). For macrophages, four clusters were re-clustering based on expression of *Il-1β*, *Ccr2*, *Adgre1*, *Mrc1*.

### Ligand receptors based cell–cell interaction analysis

Inference of cell–cell communication was done with CellChat (v1.6) separately for each library and then combined CellChat object from both libraries was used for comparison. All first-level clusters were used as cell-type labels for cluster-specific analysis and communications strength between ligands and receptors for pericytes and endothelial cells was based on absolute changed probability. Circos plots were produced from package circlize (v0.4.15).

### Velocity-based macrophage analysis

Macrophage trajectory analysis was conducted using python (v3.10) with scvelo (v0.2.5) package based on count matrices from velocyto (v0.17) output. We extracted previous-labeled macrophage cell from new-generated matrces and only retained common cells with previous output. Package fgsea (v1.20.0) was used to conduct GSEA analysis as well as plotting results.

### ChIP-seq data analysis

For ChIP-seq data, we grabbed data from GEO (project PRJNA150959). Burrows-Wheeler transformation (v0.7.17-r1188) was used for alignment with mouse genome mentioned above, followed by samtools (v1.17) filtering off reads with MAPQ smaller than 10. Peak calling for each sample (SRR397542 and SRR397543, with reference SRR397540 and SRR397541) was done by macs2 (v2.2.7.1) with additional option “—extsize 237” which derived from “mac2 predicted” option. Differential Peak from “macs2 bigdiff” was overlapped with “promoter area” defined by region covering upstream 2 kb and downstream 200 bp of each gene using bedtools (v2.31.0). “bamCoverage” command from deeptools (v3.5.1) with option “--normalizeUsing RPGC —binsize 20” and pyGenomeTracks (v3.8) were executed to generate peak coverage plots with simplified genome annotation and control data subtracted.

### Flow cytometry and cell sorting

After tissue-dissociation, cells were incubated with primary antibodies for 30 min at 4 °C, washed twice with PBS, and then resuspended in FACS buffer (1× PBS containing 0.5% FBS) (Cat. No. FBS-12A, Capricorn)). Cell surface Fc receptors were blocked with the anti-mouse CD16/CD32 mAb (1:200, 553141, BD Biosciences). Live/dead cells were discriminated using 7-AAD staining (0.25 µg/1 × 10^6^ cells, 559925, BD Biosciences). Cells were analyzed and sorted using the Beckman MoFlo Astrios.

To measure the percentage of endothelial cells and pericytes in LLC tumors, the following antibodies were used: FITC-conjugated anti-CD41 (1:200, 133903, Biolegend), FITC-conjugated anti-Ter119 (1:100, 557915, BD Biosciences), FITC-conjugated anti-CD45 (1:100, 553079, BD Biosciences), APC-conjugated anti-CD31 (1:100, 551262, BD Biosciences). CD41^-^Ter119^-^CD45^-^CD31^+^ cells were identified as endothelial cells. The following antibodies were used for quantifying pericytes in *sGC-EGFP* transgenic mice: APC-conjugated anti-CD41 (1:100, 133914, Biolegend), APC-Cy7-conjugated anti-Ter119 (1:200, 560509, BD Biosciences), AF700-conjugated anti-CD45 (1:100, 560510, BD Biosciences). CD41^−^Ter119^−^CD45^−^EGFP^+^ cells were identified as pericytes.

To analyze and purify CD105^+^ CAFs within LLC tumors, the following antibodies were used: PE-conjugated anti-Ter119 (1:100, 553673, BD Biosciences), PE-conjugated anti-CD45 (1:200, 561087, BD Biosciences), AF488-conjugated anti-PDPN (1:200, 53-5381, Thermo Fisher Scientific), APC-conjugated anti-CD105 (1:100, 561087, Biolegend). Ter119^−^CD45^−^PDPN^+^CD105^+^ cells and Ter119^-^CD45^-^PDPN^+^CD105^-^ cells were sorted as CD105^pos^ CAFs and CD105^neg^ CAFs, respectively.

To analyze CD146^+^ cells in *Gucy1a1-EGFP* transgenic mice, the following antibodies were used: PE-conjugated anti-Ter119 (1:100, 553673, BD Biosciences), PE-conjugated anti-CD45 (1:200, 561087, BD Biosciences), PerCP-Vio700-conjugated anti-CD146 (1:10, 130-103-865, Miltenyi Biotec). Ter119^-^CD45^-^CD146^+^ cells were identified as CD146^+^ cells.

### Transwell assay

Assays were conducted using 12-mm transwells with 0.4-µm pore polyester membrane insert (3460, Corning). To investigate CD105^neg^ CAFs expansion promoted by CD146^+^ cells, CD146^+^ cells and CD105^pos^ CAFs isolated from LLC tumors were resuspended in EC growth medium 2 (C-22011, PromoCell) supplemented with 1% penicillin/streptomycin (15070063, Gibco™). The upper chamber received 1 × 10^6^ CD146^+^ cells, while the lower chamber contained 2 × 10^5^ CD105^pos^ CAFs. After 48 h, CAFs were harvested for measuring gene expression using qPCR.

For analyzing the impact of CD146^+^ cells on macrophage polarization, CD146^+^ cells isolated from LLC tumors and Raw246.7 cells were resuspended in EC growth medium 2 (C-22011, PromoCell) supplemented with 1% penicillin/streptomycin (15070063, Gibco™). In total, 1 × 10^6^ CD146^+^ cells were seeded into the upper chamber, while 2 × 10^6^ Raw246.7 cells were seeded into the lower chamber. After 48 h, Raw246.7 cells were harvested, and the expression of M1 and M2-specific marker genes were measured using qPCR.

For investigating the impact of CAFs on macrophage polarization, CD105^pos^ CAFs or CD105^neg^ CAFs isolated from LLC tumors were co-cultured with Raw246.7 cells in fibroblast growth medium 2 (C-23020, PromoCell) supplemented with 1% Penicillin/Streptomycin (15070063, Gibco™). In brief, 5 × 10^5^ CAFs were seeded into the upper chamber, while 2 × 10^6^ Raw246.7 cells were seeded into the lower chamber. After 48 h, Raw246.7 cells were harvested, and the expression of M1 and M2-specific marker genes was measured using qPCR.

### ELISA analysis

To measure cytokines in tumor lysate, peritumor connective tissue and adipose tissue were carefully removed from tumors. Then tumors were quickly homogenized using the TissueLyser II (Qiagen) to ensure uniformity. Lysate was prepared using 1× PBS supplemented with a protease inhibitor cocktail (1:100, B14001; Sangon). following centrifugation, the supernatants were used for quantifying the concentration of MIF and active TGF-β1 with MIF ELISA kit (JL11079; Jianglaibio, China) and TGF-β1 ELISA kit (JL12223; Jianglaibio, China) according to the manufacturer’s instructions.

To measure cytokines in cell supernatants, isolated CAFs and CD146^+^ cells were cultured in fibroblast growth medium 2 (C-23020, PromoCell) supplemented with 1% penicillin/streptomycin (15070063, Gibco™) and in EC growth medium 2 (C-22011, PromoCell) supplemented with 1% penicillin/streptomycin (15070063, Gibco™), respectively. After 48 h, the supernatants of CAFs and CD146^+^ cells were collected and subjected for ELISA analysis using MIF ELISA kit (JL11079; Jianglaibio, China) and active TGF-β1 ELISA kit (JL12223; Jianglaibio, China) according to the manufacturer’s instructions.

### MIF treatment

Raw246.7 cells were subjected to 800 ng/ml mouse MIF (HY-P7388, MedChemExpress) for 48 h. Subsequently, Raw246.7 cells were harvested to assess macrophage polarization.

### ISO-1 treatment

Raw246.7 cells were subjected to ISO-1 treatment at a concentration of 100 μg/ml (S7732, Selleck) for 48 h. Subsequently, RNA of Raw246.7 cells were extracted for assessing the expression of genes associated with macrophage polarization.

### TGF-β1 treatment

To evaluate the impact of TGF-β1 treatment on *Eng* expression in CAFs, we isolated total CAFs and CD105^neg^ CAFs from LLC tumors of wild-type C57BL/6J mice and cultured within fibroblast growth medium 2 (C-23020, PromoCell) supplemented with 1% penicillin/streptomycin (15070063, Gibco™). After cell attachment, CAFs were treated with 10 ng/ml Mouse TGF-β1 (7666-MB-005/CF, R&D Systems) for 48 h, Then CAFs were harvested for assessing *Eng* expression using qPCR.

### Immunofluorescent staining

Tumor samples were fixed with 4% PFA overnight at 4 °C, next, samples were immersed in 30% sucrose for 24 h, and then cryopreserved in optimal cutting temperature compound (OCT) at −80 °C. Sections (10 μm thickness) were cut at −20 °C with a cryostat (Leica), Cryosections were rinsed with PBS and subsequently permeabilized and immuno-blocked for 1 h at room temperature with 10% donkey serum (935; Absin), and 0.5% Triton-X100 in 1× PBS. Primary antibodies diluted in 10% donkey serum (935; Absin), 1% BSA (A600332; Sangon), 0.2% Tween-20 (A600560; Sangon) in 1× PBS, and then sections were incubated with them overnight at 4 °C. After three times washing with 0.3% Tween-20 (A600560; Sangon) in 1× PBS (30 min each time). Sections were incubated with secondary antibodies diluted in 10% donkey serum (935; Absin), 1% BSA (A600332; Sangon), 0.2% Tween-20 (A600560; Sangon) in 1× PBS for 1 h at room temperature. Following another three times washing, sections were mounted using ProLong mounting medium (P36961; Invitrogen). Following primary antibodies were used in this study: anti-Desmin antibody (1:200, Ab15200-1, Abcam), anti-CD31 antibody (1:200, MA3105, Thermo Fisher Scientific), anti-albumin Antibody (1:200, A90-134A, Thermo Fisher Scientific), anti-TER-119 antibody (1:100, 557915, BD Biosciences), Rabbit anti-GUCY1B1 antibody (1:100, ab154841, Abcam), Rabbit anti-pSMAD3 antibody (1:100, ab52903, Abcam), anti-PDGFRB antibody (1:100, 3169, Cell Signaling Technology), anti-CD146 antibody (1:10, 130-103-865, Miltenyi), anti-Collagen IV antibody (1:100, 2150-1470, Bio-Rad Laboratories), anti-NG2 antibody (1:200, Ab5320, Abcam), anti-CD45 antibody (1:200, 20103-1-AP, Proteintech), anti-NOTCH3 antibody (1:100, AF1308, R&D Systems), anti-eNOS antibody (1:200, 32027, Cell Signaling Technology), anti-DLL4 antibody (1:100, AF1389, R&D Systems), anti-Claudin-5 antibody (1:200, Ab15106, Abcam), anti-VEGFR2 antibody (1:200, 2479S, Cell Signaling Technology), anti-Tie2 antibody (1:200, AF762-SP, R&D Systems). Tumor hypoxia area was analyzed using the Hypoxyprobe™ Plus Kit (HP2-100Kit, Hypoxyprobe) according to the manufacturer’s instruction.

### Western blot analysis

Lung tissues were weighted and lysed in ice-cold RIPA buffer (P0013B, Beyotime) supplemented with phosphatase inhibitor complex (C500017-0001, Sangon) and protease inhibitor cocktail (C600387-0001, Sangon) according to the manufacturer’s instruction. After homogenization, samples were slowly rotated at 4 °C for 15 min for complete lysis. Then samples were centrifuged and the supernatants were collected. Protein concentrations were determined using the BCA assay (20201ES86, Yeasen). Proteins were separated using SDS polyacrylamide gels and transferred onto nitrocellulose membranes (10600001, Amersham Protran). The membranes were blocked with 5% BSA (A600332, Sangon) in TBS-T buffer (containing 0.1% Tween-20) for 1 h. Then incubated with primary antibodies at 4 °C overnight, and secondary antibody at room temperature for 1 h. The following primary antibodies were used in this study: Rabbit anti-β-ACTIN antibody (1:1000, 4967, Cell Signaling Technology), Rabbit anti-GUCY1A1 antibody (1:500, G4280, Sigma), Rabbit anti-NOTCH3 antibody (1:500, ab23426, Abcam), Rabbit anti-GUCY1B1 antibody (1:1000, ab154841, Abcam). HRP-conjugated donkey anti-rabbit IgG (H + L) (1:10000, 711-066-152, Jackson ImmunoResearch) was used as secondary antibodies. Western blot was performed using Pierce™ ECL Western blotting substrate (32209, Thermo) according to the manufacturer’s instruction.

### qPCR quantification

Total RNA was extracted using the Total RNA Extraction Kit (B511321-0100, Sangon), and reverse transcribed into cDNA using the TaKaRa Taq™ kit (R001A, Takara) according to the manufacturer’s instruction. qPCR was performed using the PowerUp™ SYBR™ Green Master Mix (A25778, Applied Biosystems) on a QuantStudio™ 3 Real-Time PCR System (Applied Biosystems). Primer pairs used in this study are listed in Appendix Table S2.

### Statistics

Statistical analyses were performed using GraphPad Prism (v8) or R/Bioconductor packages. Student *t* test was used for two-group comparisons, ANOVA with Tukey’s Honest Significant Difference post hoc test was used for multiple-group comparisons. *P* value < 0.05 was considered as statistical significance. All data are presented as mean ± SD.

## Supplementary information

Appendix

Source data Fig. 1

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

EV Figure Source Data

Appendix Figure Source Data

Peer Review File

Expanded View Figures

## Data Availability

All scRNA-seq data have been deposited in the Gene Expression Omnibus (GEO) database with accession No. GSE243313.

# Supplementary material for: Pericyte signaling via soluble guanylate cyclase shapes the vascular niche and microenvironment of tumors
**Source:** EMBO J. 2024 Mar 25;43(8):7. doi: 10.1038/s44318-024-00078-5
**Supplement:** Supplementary file 1 — Appendix

## Appendix

### Pericyte sGC signaling shapes tumor vascular niche and tumor microenvironment

Jing Zhu, Wu Yang, Jianyun Ma, Hao He, Zhen Liu, Xiaolan Zhu, Xueyang He, Jing He, Zhan Chen,  
Xiaoliang Jin, Xiaohong Wang, Kaiwen He, Wu Wei, Junhao Hu

#### TABLE OF CONTENTS

page

#### Appendix Figure

|                                                                                                                         |    |
|-------------------------------------------------------------------------------------------------------------------------|----|
| <b>Appendix Figure S1</b> -Pericyte-specific sGC inactivation does not affect mature blood vessel stability             | 2  |
| <b>Appendix Figure S2</b> -Pericyte-specific sGC inactivation inhibits B16F10 and E0771 tumor growth                    | 3  |
| <b>Appendix Figure S3</b> -Pericyte-specific sGC inactivation impairs blood vessel stability in B16F10 and E0771 tumors | 4  |
| <b>Appendix Figure S4</b> -Cell proportion of pericytes and ECs in LLC tumors                                           | 5  |
| <b>Appendix Figure S5</b> -Pericyte-specific sGC inactivation reprograms gene expression in both ECs and pericytes      | 6  |
| <b>Appendix Figure S6</b> -The large increase in CAFs after sGC deletion                                                | 7  |
| <b>Appendix Figure S7</b> -The large increase in CAFs is not derived from pericytes                                     | 8  |
| <b>Appendix Figure S8</b> -CD146 is specifically expressed in tumor pericytes and ECs                                   | 9  |
| <b>Appendix Figure S9</b> -ODQ treatment does not affect mature blood vessel stability                                  | 10 |
| <b>Appendix Figure S10</b> -The combination of ODQ and Fruquintinib inhibits the growth of breast cancer                | 11 |
| <b>Appendix Figure S11</b> -Expression levels of <i>GUCY1B1</i> and overall survival                                    | 12 |
| <u>Appendix Table</u>                                                                                                   |    |
| <b>Appendix Table S1</b> -Genotyping primers                                                                            | 13 |
| <b>Appendix Table S2</b> -qPCR primers                                                                                  | 14 |

## Appendix Figure S1

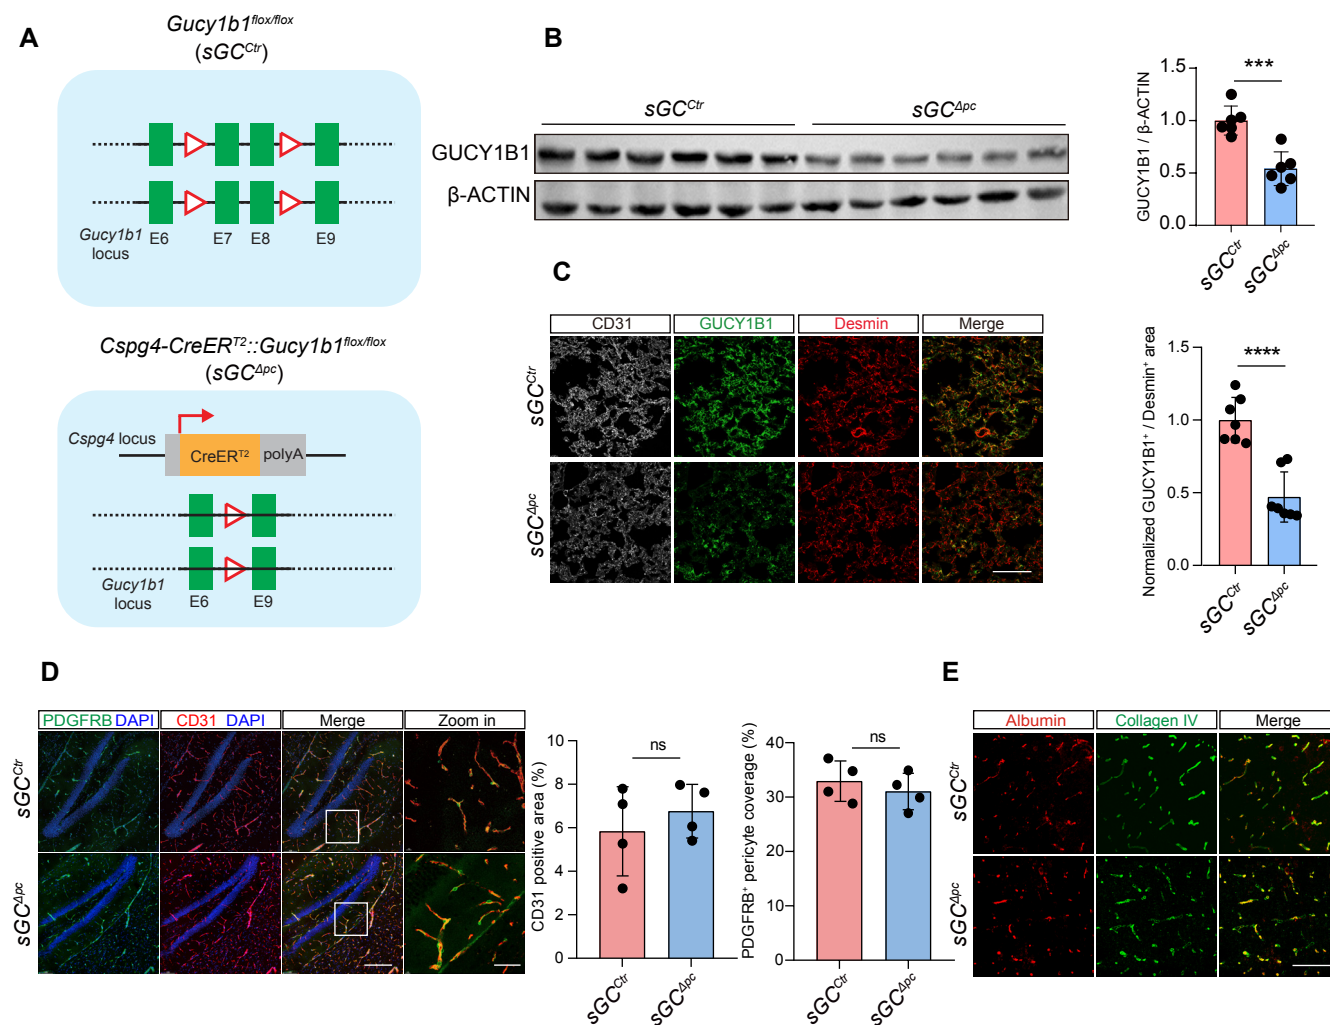

**Appendix Figure S1: Pericyte-specific sGC inactivation does not affect mature blood vessel stability.** (A) Schematic depiction of the construction strategy of *sGC*<sup>Ctrl</sup> and *sGC*<sup>ΔPC</sup> mice. (B) Western blot of GUCY1B1 protein levels in the lungs of *sGC*<sup>Ctrl</sup> and *sGC*<sup>ΔPC</sup> mice. Plots depicting the quantification of western blot results. Data presented as mean ± SD, with n = 6 mice per group. (C) Representative fluorescent images revealing GUCY1B1 and CD31-stained lung sections from *sGC*<sup>Ctrl</sup> and *sGC*<sup>ΔPC</sup> mice at 8 weeks of age. Plots depicting GUCY1B1 expression level. Data presented as mean ± SD, with n = 7 mice per group. Scale bar, 100 μm. (D) Representative fluorescence images showing CD31, DAPI, and PDGFRB-stained brain sections from *sGC*<sup>Ctrl</sup> and *sGC*<sup>ΔPC</sup> mice at 17 weeks of age. Plots depicting CD31-positive vessel area and the percentage of vessels covered by PDGFRB-positive pericytes. Data presented as mean ± SD, with n = 4 mice per group. Scale bars, 200 μm (Merge); 50 μm (Zoom in). (E) Representative fluorescence images revealing Albumin and Collagen IV-stained brain sections from *sGC*<sup>Ctrl</sup> and *sGC*<sup>ΔPC</sup> mice at 17 weeks of age. The absence of albumin leakage indicates vascular integrity was not impaired in both *sGC*<sup>Ctrl</sup> and *sGC*<sup>ΔPC</sup> mice. Scale bar, 100 μm. Statistical significance assessed using two-tailed Student's t test (B-D). \*\*\*P < 0.001; \*\*\*\*P < 0.0001.

## Appendix Figure S2

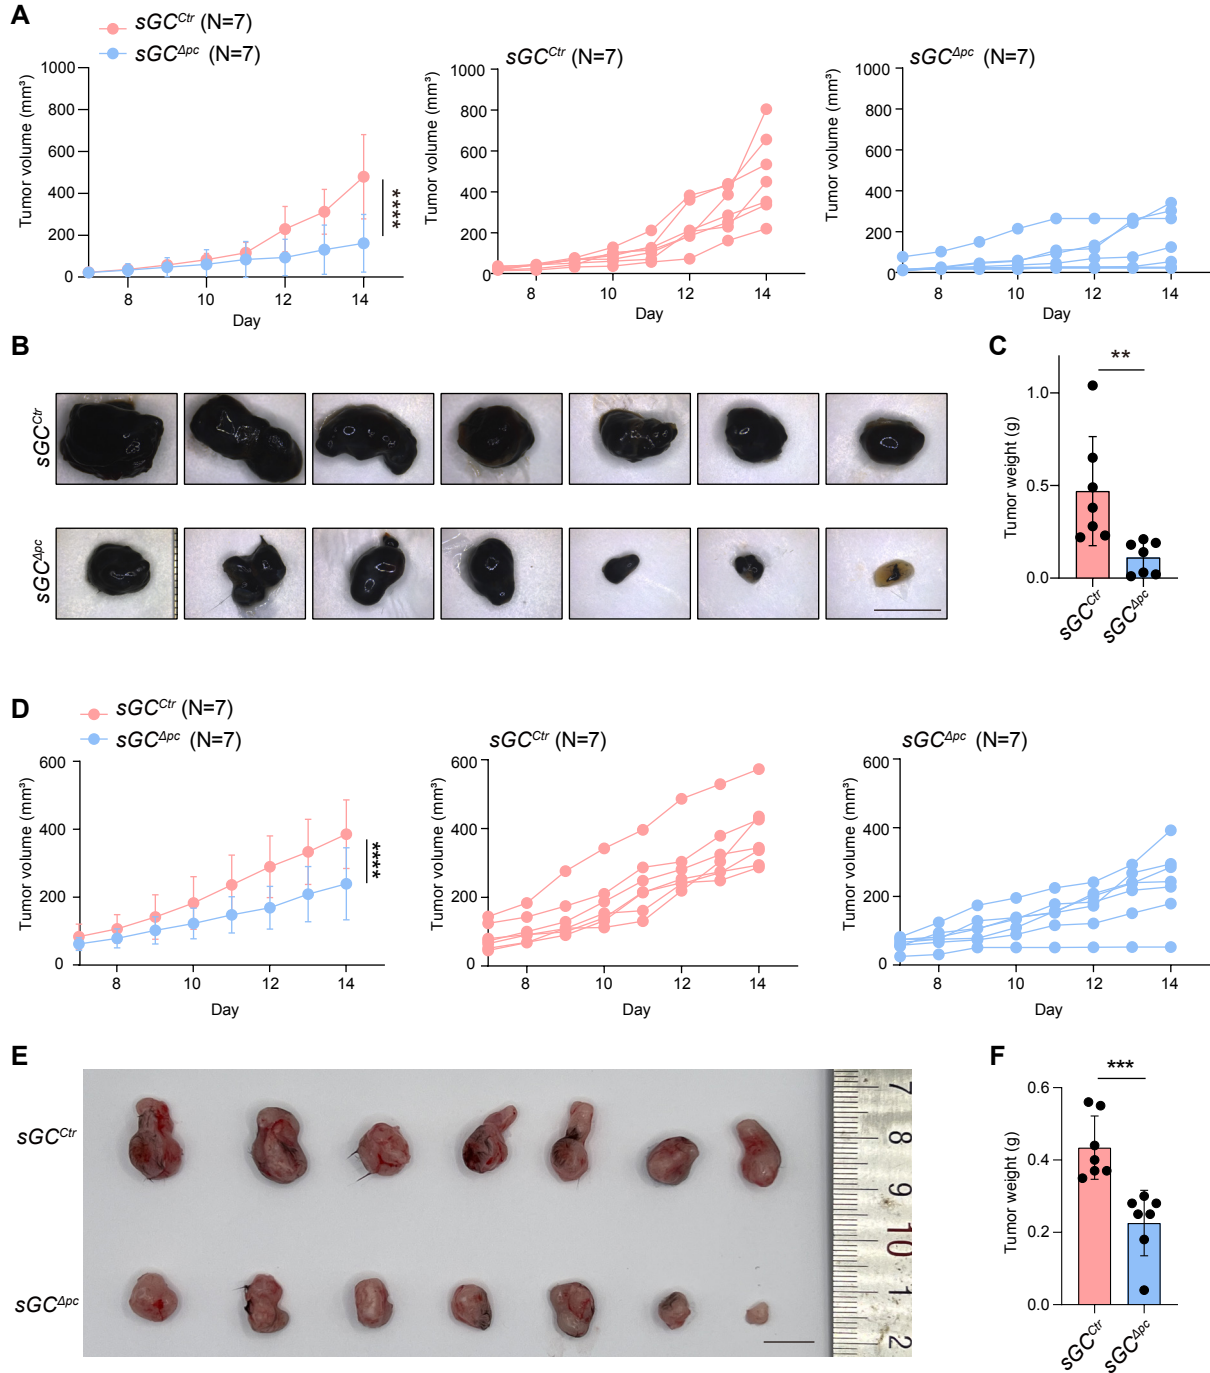

**Appendix Figure S2: Pericyte-specific sGC inactivation inhibits B16F10 and EO771 tumor growth.** (A) Growth curves of B16F10 tumors in *sGC<sup>Ctrl</sup>* and *sGC<sup>Δpc</sup>* mice (left). Individual tumor growth curves for *sGC<sup>Ctrl</sup>* (middle) and *sGC<sup>Δpc</sup>* mice (right). B16F10 tumor cells were subcutaneously injected into the right flank of male *sGC<sup>Ctrl</sup>* and *sGC<sup>Δpc</sup>* mice. Data presented as mean  $\pm$  SD, with  $n = 7$  mice per group. (B) Macroscopic images of B16F10 tumors isolated from *sGC<sup>Ctrl</sup>* and *sGC<sup>Δpc</sup>* mice. Scale bar, 10 mm. (C) Tumor weights of B16F10 tumors isolated from *sGC<sup>Ctrl</sup>* and *sGC<sup>Δpc</sup>* mice. Data presented as mean  $\pm$  SD, with  $n = 7$  mice per group. (D) Growth curves of EO771 tumors in *sGC<sup>Ctrl</sup>* and *sGC<sup>Δpc</sup>* mice (left). Individual tumor growth curves for *sGC<sup>Ctrl</sup>* (middle) and *sGC<sup>Δpc</sup>* mice (right). EO771 tumor cells were orthotopically injected into the mammary fat pad of the fourth gland in female *sGC<sup>Ctrl</sup>* and *sGC<sup>Δpc</sup>* mice. Data presented as mean  $\pm$  SD, with  $n = 7$  mice per group. (E) Macroscopic images of EO771 tumors isolated from *sGC<sup>Ctrl</sup>* and *sGC<sup>Δpc</sup>* mice. Scale bar, 10 mm. (F) Tumor weights of EO771 tumors isolated from *sGC<sup>Ctrl</sup>* and *sGC<sup>Δpc</sup>* mice. Data presented as mean  $\pm$  SD, with  $n = 7$  mice per group. Statistical significance assessed using two-way ANOVA test with Tukey test (A, D) or Two-tailed Student's  $t$  test (C, F). \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ .

## Appendix Figure S3

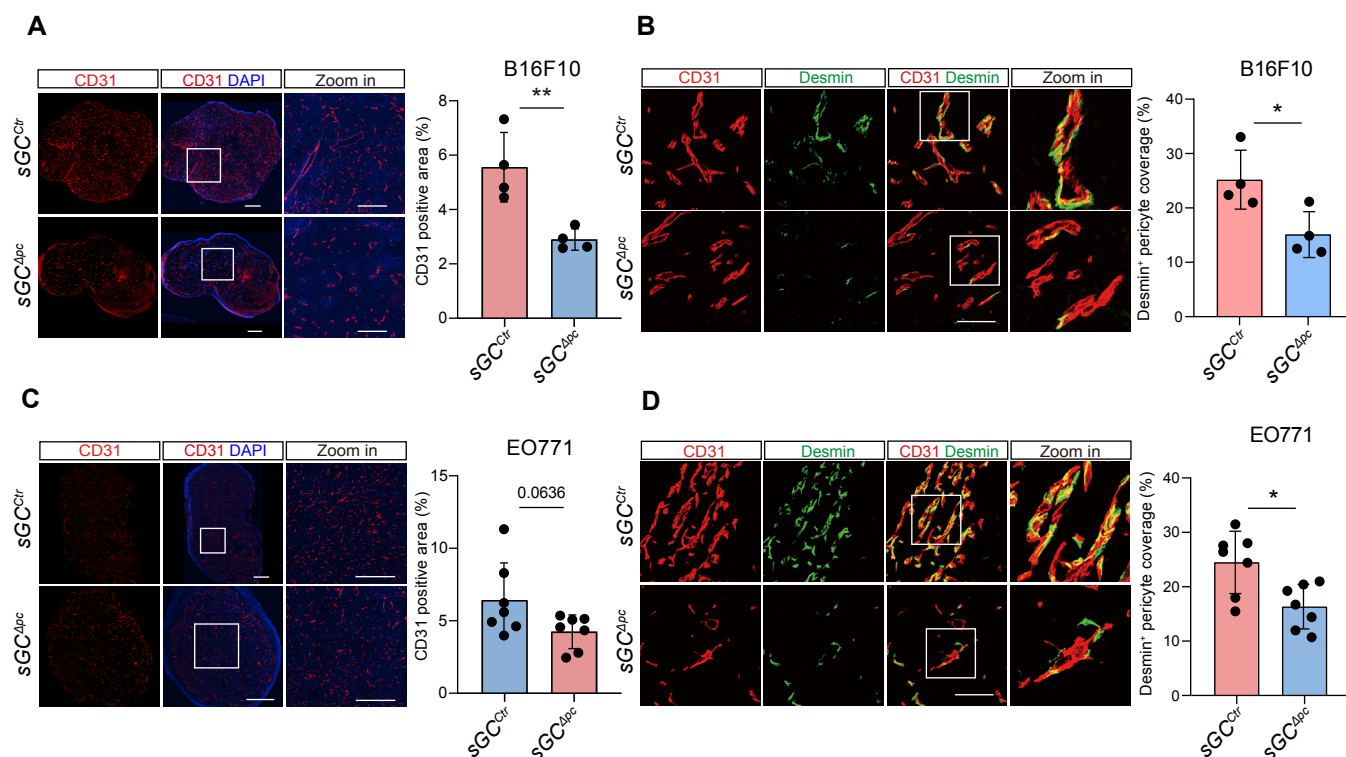

**Appendix Figure S3: Pericyte-specific sGC inactivation impairs blood vessel stability in B16F10 and E0771 tumors.** (A) Representative fluorescence images showing CD31 and DAPI-stained B16F10 tumor sections from *sGC<sup>ctrl</sup>* and *sGC<sup>Δpc</sup>* mice. Plot showing the percentage of CD31-positive vessel area. Data presented as mean  $\pm$  SD, with  $n = 4$  mice per group. Scale bars, 1 mm (CD31 DAPI); 500  $\mu$ m (Zoom in). (B) Representative fluorescence images displaying CD31 and Desmin-stained B16F10 tumor sections from *sGC<sup>ctrl</sup>* and *sGC<sup>Δpc</sup>* mice. Plot showing the percentage of vessels covered by Desmin-positive pericytes. Data presented as mean  $\pm$  SD, with  $n = 4$  mice per group. Scale bar, 100  $\mu$ m. (C) Representative fluorescence images showing CD31 and DAPI-stained E0771 tumor sections from *sGC<sup>ctrl</sup>* and *sGC<sup>Δpc</sup>* mice. Plot showing the percentage of CD31-positive vessel area. Data presented as mean  $\pm$  SD, with  $n = 7$  mice per group. Scale bars, 1 mm (CD31 DAPI); 500  $\mu$ m (Zoom in). (D) Representative fluorescence images showing CD31 and Desmin-stained E0771 tumor sections from *sGC<sup>ctrl</sup>* and *sGC<sup>Δpc</sup>* mice. Plot showing the percentage of vessels covered by Desmin-positive pericytes. Data presented as mean  $\pm$  SD, with  $n = 7$  mice per group. Scale bar, 100  $\mu$ m. Statistical significance assessed using two-tailed Student's  $t$  test (A-D). \* $P < 0.05$ ; \*\* $P < 0.01$ .

## Appendix Figure S4

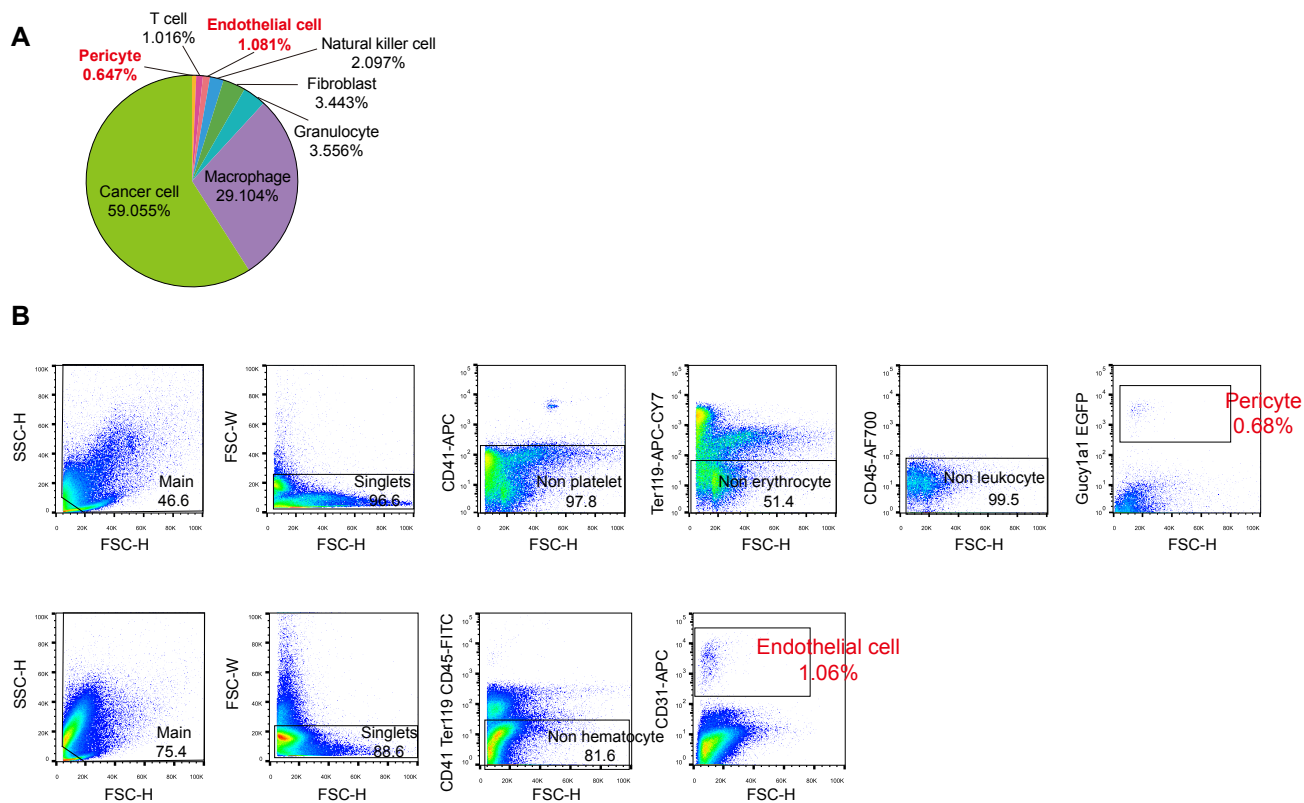

**Appendix Figure S4: Cell proportion of pericytes and ECs in LLC tumors.** (A) Proportion of tumor cells revealed by single-cell RNA sequencing. (B) FACS verification of the proportion of pericytes and ECs in LLC tumors.

## Appendix Figure S5

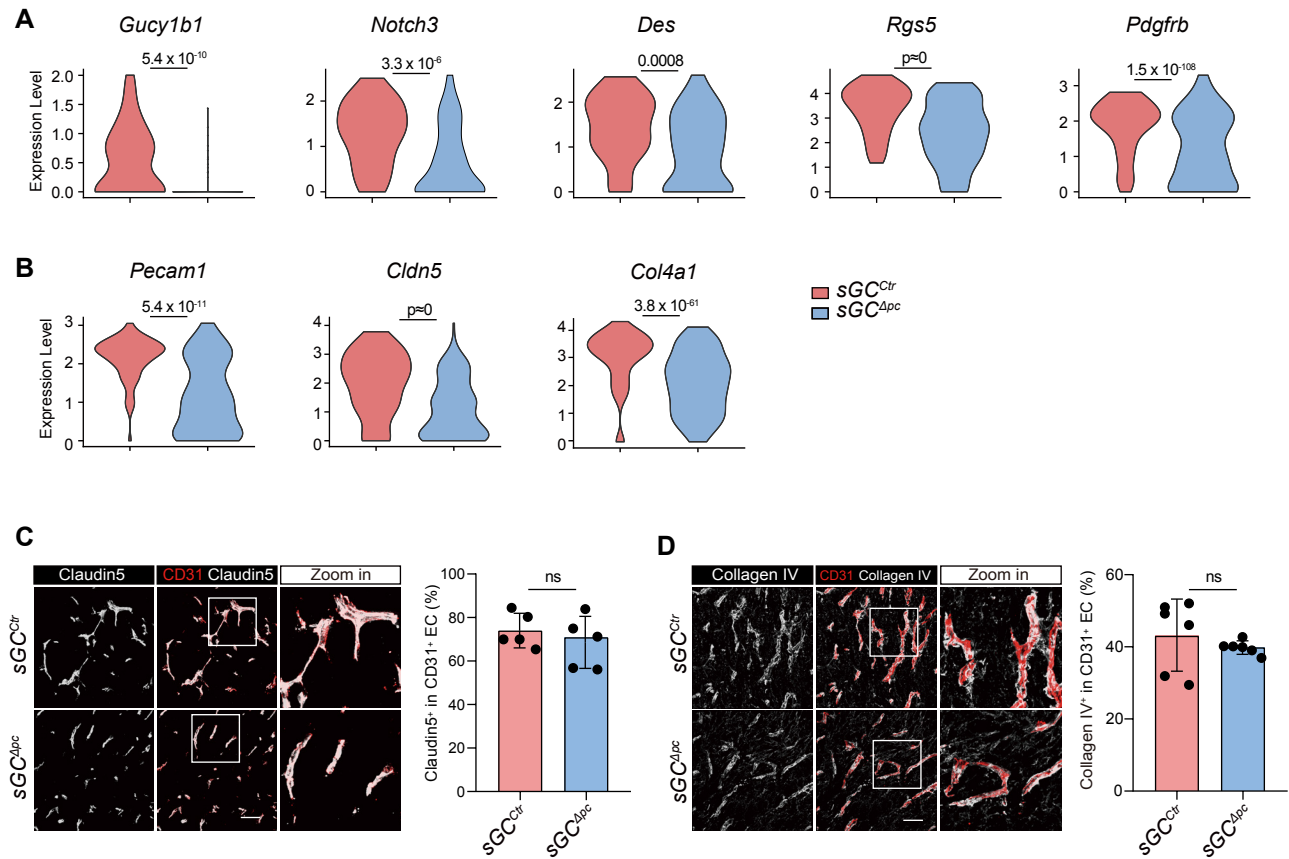

**Appendix Figure S5: Pericyte-specific sGC inactivation reprograms gene expression in both ECs and pericytes. (A)** Violin plots showing expression levels of *Gucy1b1*, *Notch3*, *Des*, *Rgs5*, and *Pdgfrb* in pericytes. **(B)** Violin plots displaying expression levels of *Pecam1*, *Cldn5*, and *Col4a1* in ECs. **(C)** Representative fluorescence images showing CD31 and Claudin5-stained tumor sections from  $sGC^{Ctrl}$  and  $sGC^{\Delta pc}$  mice. Plots showing the proportion of Claudin5<sup>+</sup> in CD31<sup>+</sup> ECs, Data presented as mean  $\pm$  SD, with  $n = 5$  mice per group. Scale bar, 100  $\mu$ m. **(D)** Representative fluorescence images showing CD31 and Collagen IV-stained tumor sections from  $sGC^{Ctrl}$  and  $sGC^{\Delta pc}$  mice. Plots showing the proportion of Collagen IV<sup>+</sup> in CD31<sup>+</sup> ECs, Data presented as mean  $\pm$  SD, with  $n = 6$  mice per group. Scale bar, 100  $\mu$ m. Statistical significance assessed using unpaired two-samples Wilcoxon test (**A**, **B**), two-tailed Student's  $t$  test (**C**, **D**).

## Appendix Figure S6

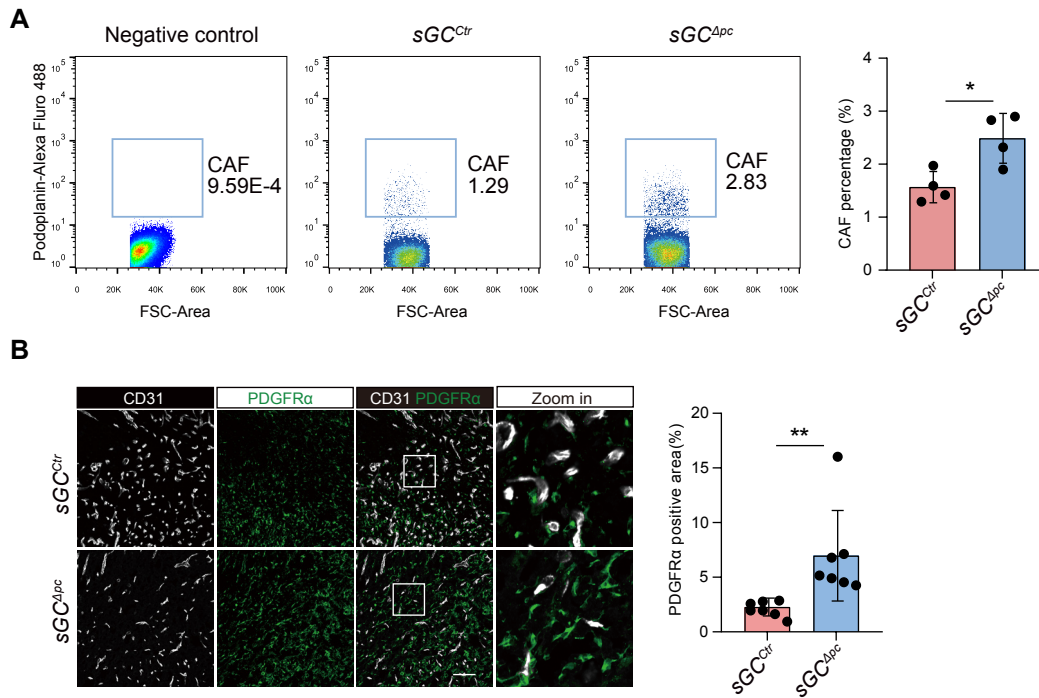

**Appendix Figure S6: The large increase in CAFs after sGC deletion.** (A) Representative FACS gates for analyzing PDPN-positive CAFs. Tumor cells were stained with antibodies against PDPN, Ter119, CD45, CD41, and the cell-impermeable DNA dye 7-AAD. Dead cells were excluded by gating on 7-AAD-positive cells. Subsequently, erythrocytes, leukocytes, and platelets were excluded through negative gating on Ter119-, CD45-, and CD41-positive cells. Finally, PDPN-positive cells were gated as CAFs. The plot depicts the percentage of PDPN-positive CAFs in tumors of  $sGC^{Ctrl}$  and  $sGC^{\Delta pc}$  mice. Data are presented as mean  $\pm$  SD, with  $n = 4$  mice per group. (B) Representative fluorescence images showing CD31, PDGFR $\alpha$ -stained tumor sections. Plots depicting PDGFR $\alpha$ -positive area. Data presented as mean  $\pm$  SD, with  $n = 7$  mice per group. Scale bar, 100  $\mu$ m. Statistical significance assessed using two-tailed Student's t test (A, B). \* $P < 0.05$ ; \*\* $P < 0.01$ .

# Appendix Figure S7

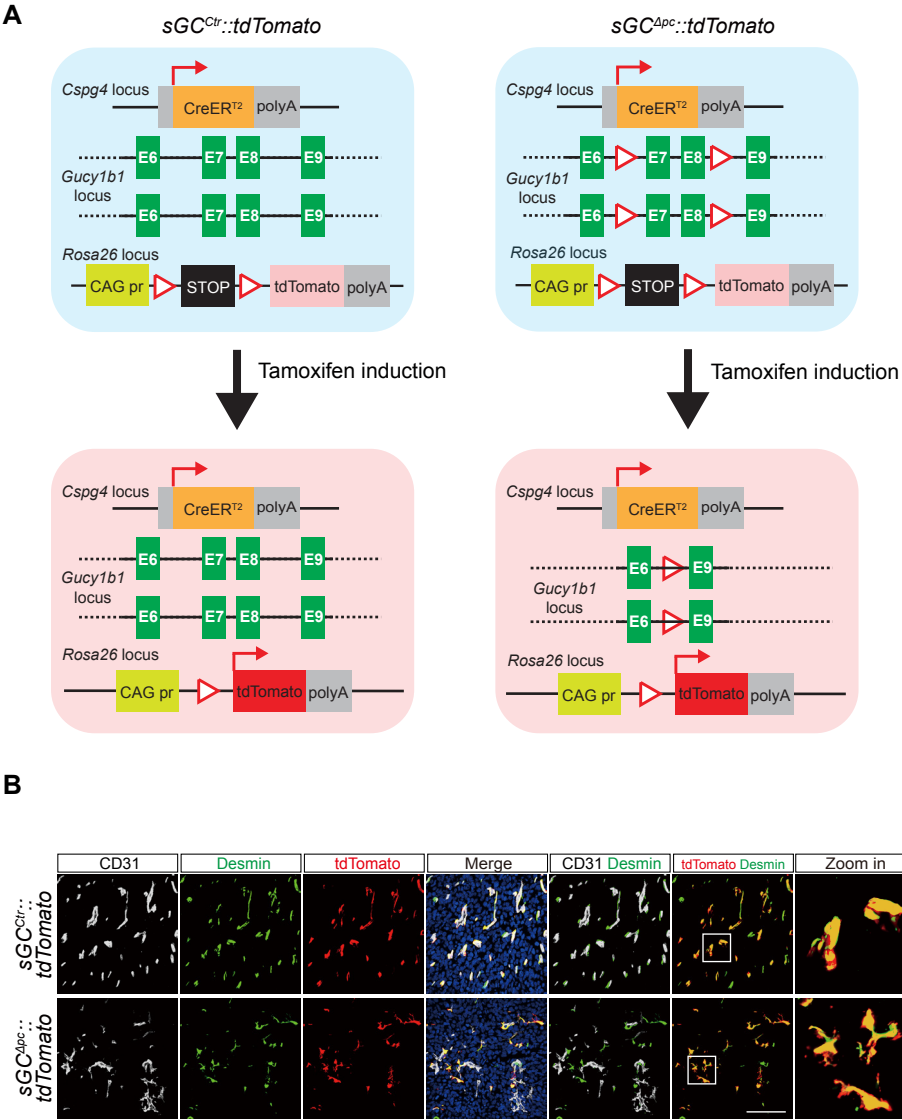

**Appendix Figure S7: The large increase in CAFs is not derived from pericytes. (A)** Schematic depiction of the construction strategy of *sGC<sup>Ctrl</sup>::tdTomato* and *sGC<sup>APC</sup>::tdTomato* mice. **(B)** Representative fluorescence images showing CD31, tdTomato, and Desmin-stained LLC tumor sections from *sGC<sup>Ctrl</sup>::tdTomato* and *sGC<sup>APC</sup>::tdTomato* mice. Scale bar, 100  $\mu$ m.

## Appendix Figure S8

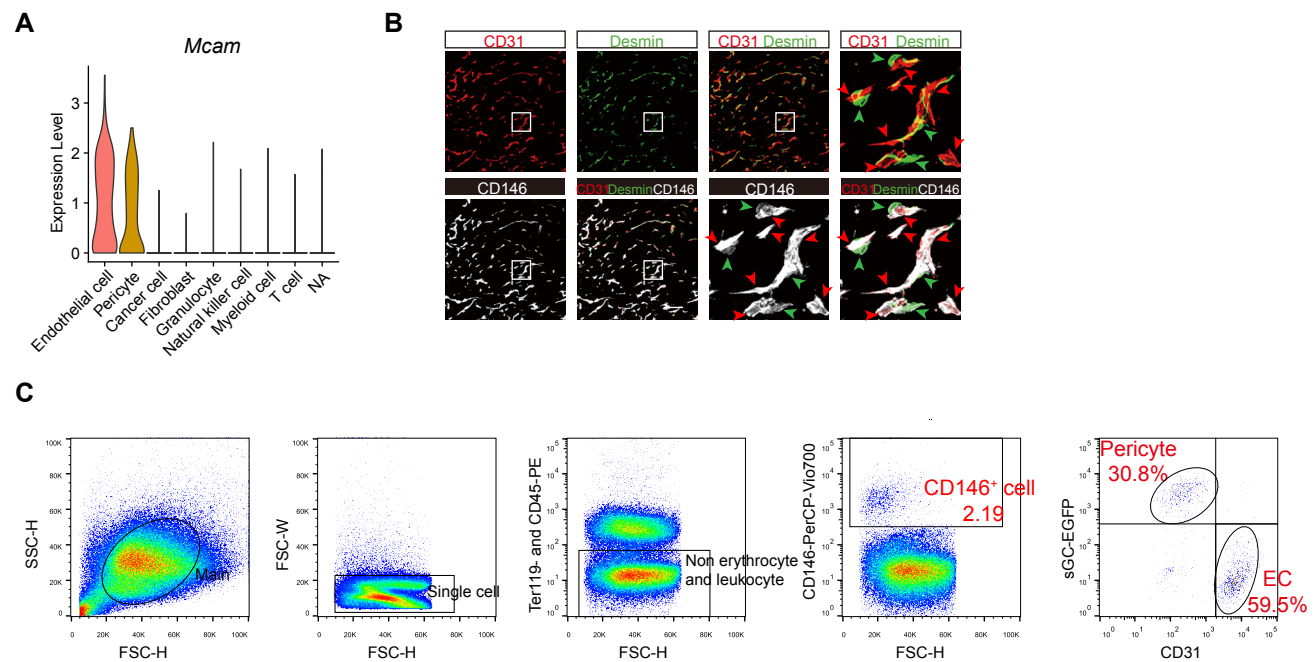

**Appendix Figure S8: CD146 is specifically expressed in tumor pericytes and ECs. (A)** Violin plots showing the expression levels of *Mcam*, which encodes CD146. **(B)** Representative fluorescence images showing CD31, CD146, and Desmin-stained LLC tumor sections from wild-type mice. Scale bar, 100  $\mu$ m. **(C)** FACS analysis confirming that CD146-positive cells within LLC tumors corresponded to pericytes and ECs. LLC tumors were isolated from *sGC-EGFP* mice.

## Appendix Figure S9

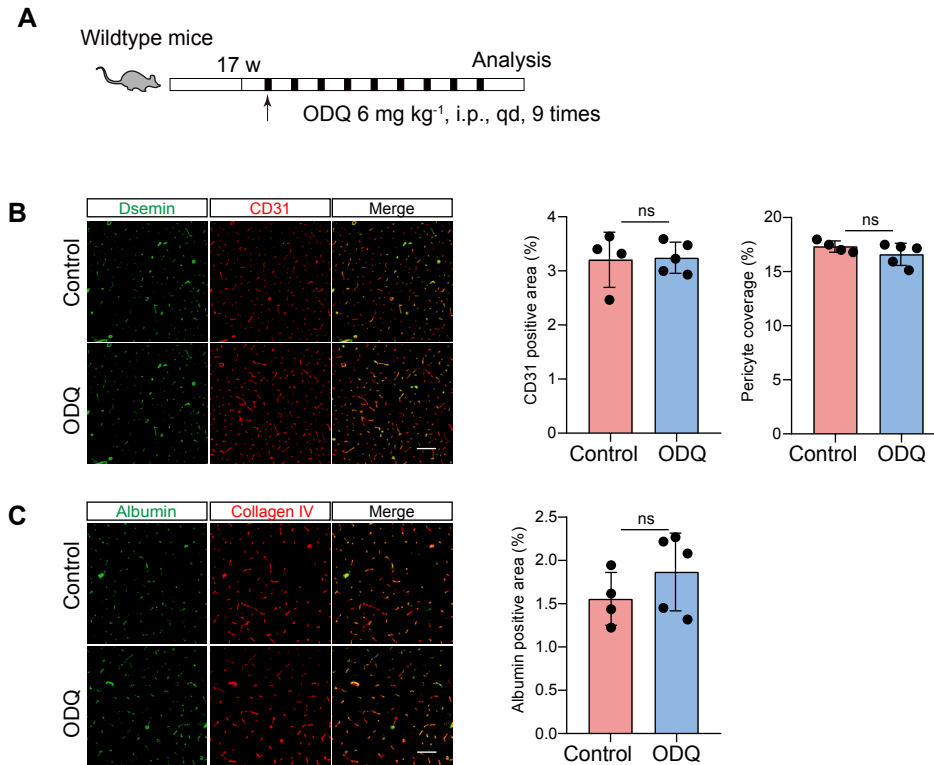

**Appendix Figure S9: ODQ treatment does not affect mature blood vessel stability.** (A) Schematic depiction of the experimental design. Wild-type mice were received intraperitoneal injection of 6 mg kg<sup>-1</sup> ODQ or corresponding vehicle daily at 17 weeks of age, with brain analysis after nine times treatment. (B) Representative fluorescence images showing CD31, Desmin-stained brain sections in wild-type mice with ODQ treatment. Plots depicting CD31-positive vessel area and the percentage of vessels covered by Desmin-positive pericytes. Data presented as mean  $\pm$  SD, with n = 4-5 mice per group. Scale bar, 100  $\mu$ m. (C) Representative fluorescence images revealing albumin and Collagen IV-stained brain sections in wild-type mice with ODQ treatment. Plots depicting the percentage of albumin-positive vessel area. Data presented as mean  $\pm$  SD, with n = 4-5 mice per group. Scale bar, 100  $\mu$ m. Statistical significance assessed using Two-tailed Student's t test (B, C).

## Appendix Figure S10

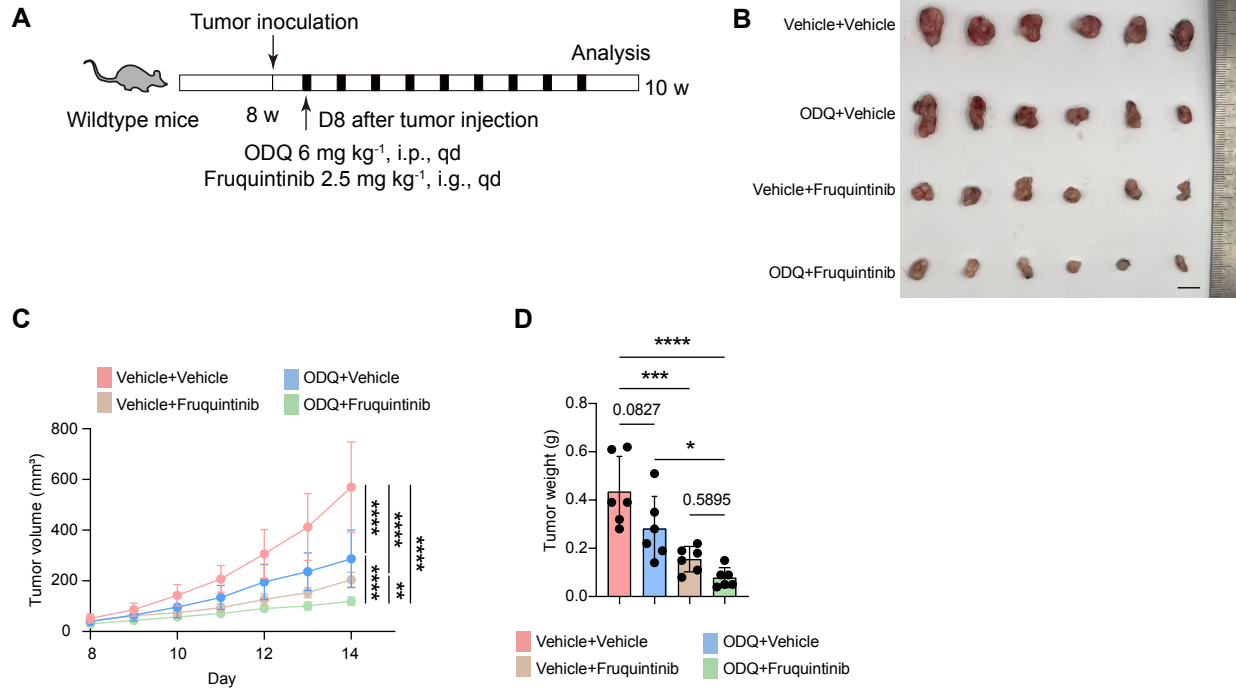

**Appendix Figure S10: The combination of ODQ and Fruquintinib inhibits the growth of breast cancer.** (A) Schematic depiction of the experimental design. EO771 tumor cells were orthotopically injected into the mammary fat pad of the fourth gland in female mice at 8 weeks of age. The mice then received oral administration of 2.5 mg kg<sup>-1</sup> fruquintinib or the corresponding vehicle, along with intraperitoneal injection of 6 mg kg<sup>-1</sup> ODQ or the corresponding vehicle, both starting from day 8 post-tumor inoculation, and analysis was performed at day 14 post-inoculation. (B) Macroscopic images of EO771 tumors isolated from fruquintinib- or ODQ- treated mice. Scale bar, 10 mm. (C) Plot depicting the growth curves of EO771 tumors in wild-type mice with fruquintinib- or ODQ- treated mice. Data presented as mean ± SD, with n = 6 mice per group. (D) Plot showing EO771 tumor weights following fruquintinib or ODQ treatment. Data presented as mean ± SD, with n = 6 mice per group. Statistical significance assessed using two-way ANOVA test (C) or One-way ANOVA test with Tukey test (D). \*P < 0.05; \*\*P < 0.01; \*\*\*P < 0.001; \*\*\*\*P < 0.0001.

## Appendix Figure S11

**A**

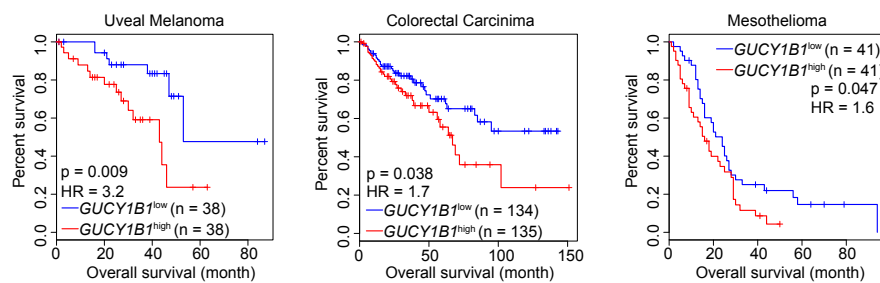

**Appendix Figure S11: Expression levels of *GUCY1B1* and overall survival. (A)** Overall survival of uveal melanoma, colorectal carcinoma, and mesothelioma patients selected from TCGA dataset and stratified by the expression levels of *GUCY1B1*.

**Appendix Table S1: Genotyping primers**

| Primer name                        | Primer sequence        |
|------------------------------------|------------------------|
| <i>Gucylal-EGFP-F</i>              | GTCAGAAGGAAGCCACTGCCAA |
| <i>Gucylal-EGFP-R</i>              | TAGCGGCTGAAGCACTGCA    |
| <i>Gucylbl-flox-F</i>              | TAAGAGCAGTCAGCTTTCCT   |
| <i>Gucylbl-flox-R</i>              | TTCTGCTTCCACATCTACAGCT |
| <i>Cspg4 CreER<sup>T2</sup>-F1</i> | GGCAAACCCAGAGCCCTGCC   |
| <i>Cspg4 CreER<sup>T2</sup>-F2</i> | GCTGGAGCTGACAGCGGGTG   |
| <i>Cspg4 CreER<sup>T2</sup>-R</i>  | GCCCGGACCGACGATGAAGC   |

**Appendix Table S2: qPCR primers**

| Primer name       | Primer sequence         | Species |
|-------------------|-------------------------|---------|
| <i>GUCY1A1</i> -F | TCAGCCCTACTTGTGTACTCC   | Human   |
| <i>GUCY1A1</i> -R | CAGAATAGCGATGTGGAATCAC  | Human   |
| <i>GUCY1B1</i> -F | GCTGCTTACGTCTCAAGGGTC   | Human   |
| <i>GUCY1B1</i> -R | GAACAAGATCGCGCGTGGCATC  | Human   |
| <i>GAPDH</i> -F   | ATGACATCAAGAAGGTGGTG    | Human   |
| <i>GAPDH</i> -R   | CATACCAGGAAATGAGCTTG    | Human   |
| <i>PLVAP</i> -F   | CTCTTCATGGTCTATGGCAACG  | Human   |
| <i>PLVAP</i> -R   | GCGAGCATTCAGCCACATC     | Human   |
| <i>ITGA1</i> -F   | CTGGACATAGTCATAGTGCTGGA | Human   |
| <i>ITGA1</i> -R   | ACCTGTGTCTGTTTAGGACCA   | Human   |
| <i>TSPAN15</i> -F | AGGACTACCGAGATTGGAGCA   | Human   |
| <i>TSPAN15</i> -R | CAACTTCTGTCGTGTTCTGAT   | Human   |
| <i>CSPG4</i> -F   | CTTTGACCCTGACTATGTTGGC  | Human   |
| <i>CSPG4</i> -R   | TGCAGGCGTCCAGAGTAGA     | Human   |
| <i>ABCC9</i> -F   | CCAGCCGTGATGGGATTCTG    | Human   |
| <i>ABCC9</i> -R   | GGCCATTACCCAATACAGGAAC  | Human   |
| <i>PDE3A</i> -F   | GAATCCCGTCACTTCGCTCAG   | Human   |
| <i>PDE3A</i> -R   | GAAACTCGTCTCAACAAGCCA   | Human   |
| <i>TGFBI</i> -F   | CAATTCCTGGCGATACCTCAG   | Human   |
| <i>TGFBI</i> -R   | GCACAACTCCGGTGACATCAA   | Human   |
| <i>VASP</i> -F    | ATCGTCCGGGGTGTCAAGTAT   | Human   |
| <i>VASP</i> -R    | TCCTTCCAACGCCTCTAGGG    | Human   |
| <i>EDNRB</i> -F   | GTCCCAATATCTTGATCGCCAG  | Human   |
| <i>EDNRB</i> -R   | AAGGCACCAGCTTACACATCT   | Human   |
| <i>ABCA1</i> -F   | ACCCACCCTATGAACAACATGA  | Human   |
| <i>ABCA1</i> -R   | GAGTCGGGTAACGGAAACAGG   | Human   |
| <i>FLT1</i> -F    | TTTGCTGAAATGGTGAGTAAGG  | Human   |
| <i>FLT1</i> -R    | TGGTTTGCTTGAGCTGTGTTT   | Human   |
| <i>ADAMTS1</i> -F | CAGAGCACTATGACACAGCAA   | Human   |
| <i>ADAMTS1</i> -R | AGCCATCCCAAGAGTATCACA   | Human   |
| <i>JAM2</i> -F    | AACTGGGTCCGAGTGTCTC     | Human   |
| <i>JAM2</i> -R    | GGGGCACTAACTTCACAACGA   | Human   |

|                                   |                           |       |
|-----------------------------------|---------------------------|-------|
| <i>CDH13</i> -F                   | AGCGATGGCGGCTTAGTTG       | Human |
| <i>CDH13</i> -R                   | ATGGACGAACAGAGTTTTGCC     | Human |
| <i>Eng</i> -F                     | AGGGGTGAGGTGACGTTTAC      | Mouse |
| <i>Eng</i> -R                     | GTGCCATTTTGCTTGGATGC      | Mouse |
| <i>Cd74</i> -F                    | GCTGGATGAAGCAGTGGCTCTT    | Mouse |
| <i>Cd74</i> -R                    | GATGTGGCTGACTTCTTCCTGG    | Mouse |
| <i>Igfbp5</i> -F                  | AGACAGGAATCCGAACAAGGC     | Mouse |
| <i>Igfbp5</i> -R                  | GTAGAATCCTTTGCGGTCACA     | Mouse |
| <i>Cxcl14</i> -F                  | AGTGTAAGTGTTCCTGGAAGG     | Mouse |
| <i>Cxcl14</i> -R                  | GCAGTGTGGTACTTTGGCTT      | Mouse |
| <i>Cd14</i> -F                    | ACTTCTCAGATCCGAAGCCAG     | Mouse |
| <i>Cd14</i> -R                    | CCGCCGTACAATTCCACAT       | Mouse |
| <i>Cxcl2</i> -F                   | CCAACCACCAGGCTACAGG       | Mouse |
| <i>Cxcl2</i> -R                   | GCGTCACACTCAAGCTCTG       | Mouse |
| <i>Tnf-<math>\alpha</math></i> -F | CAGGCGGTGCCTATGTCTC       | Mouse |
| <i>Tnf-<math>\alpha</math></i> -R | CGATCACCCCGAAGTTCAGTAG    | Mouse |
| <i>Il-6</i> -F                    | CTGCAAGAGACTTCCATCCAG     | Mouse |
| <i>Il-6</i> -R                    | AGTGGTATAGACAGGTCTGTTGG   | Mouse |
| <i>Tgfb1</i> -F                   | CCACCTGCAAGACCATCGAC      | Mouse |
| <i>Tgfb1</i> -R                   | CTGGCGAGCCTTAGTTTGGAC     | Mouse |
| <i>Cd163</i> -F                   | GGTGGACACAGAATGGTTCTTC    | Mouse |
| <i>Cd163</i> -R                   | CCAGGAGCGTTAGTGACAGC      | Mouse |
| <i>Mrc1</i> -F                    | CTCTGTTTCTGCTATTGGACGC    | Mouse |
| <i>Mrc1</i> -R                    | CGGAATTTCTGGGATTCAGCTTC   | Mouse |
| <i>Il-10</i> -F                   | CTTACTGACTGGCATGAGGATCA   | Mouse |
| <i>Il-10</i> -R                   | GCAGCTCTAGGAGCATGTGG      | Mouse |
| <i>Arg1</i> -F                    | TGACTGAAGTAGACAAGCTGGGGAT | Mouse |
| <i>Arg1</i> -R                    | CGACATCAAAGCTCAGGTGAATCGG | Mouse |
| <i>Nos2</i> -F                    | GGAGTGACGGCAAACATGACT     | Mouse |
| <i>Nos2</i> -R                    | TCGATGCACAACCTGGGTGAAC    | Mouse |
| <i>Il-1b</i> -F                   | GAAATGCCACCTTTTGACAGTG    | Mouse |
| <i>Il-1b</i> -R                   | TGGATGCTCTCATCAGGACAG     | Mouse |
| <i>Mif</i> -F                     | GCCAGAGGGGTTTCTGTCTG      | Mouse |
| <i>Mif</i> -R                     | GTTCGTGCCGCTAAAAGTCA      | Mouse |

|                   |                         |       |
|-------------------|-------------------------|-------|
| <i>18S RNA</i> -F | GCAATTATTCCCCATGAACG    | Mouse |
| <i>18S RNA</i> -R | GGCCTCACTAAACCATCCAA    | Mouse |
| $\beta$ -Actin-F  | GGCTGTATTCCCCTCCATCG    | Mouse |
| $\beta$ -Actin-R  | CCAGTTGGTAACAATGCCATGT  | Mouse |
| <i>Gapdh</i> -F   | AGGTCGGTGTGAACGGATTG    | Mouse |
| <i>Gapdh</i> -R   | TGTAGACCATGTAGTTGAGGTCA | Mouse |

# Supplementary material for: Pericyte signaling via soluble guanylate cyclase shapes the vascular niche and microenvironment of tumors
**Source:** EMBO J. 2024 Mar 25;43(8):7. doi: 10.1038/s44318-024-00078-5
**Supplement:** Supplementary file 10 — Expanded View Figures

## Expanded View Figures

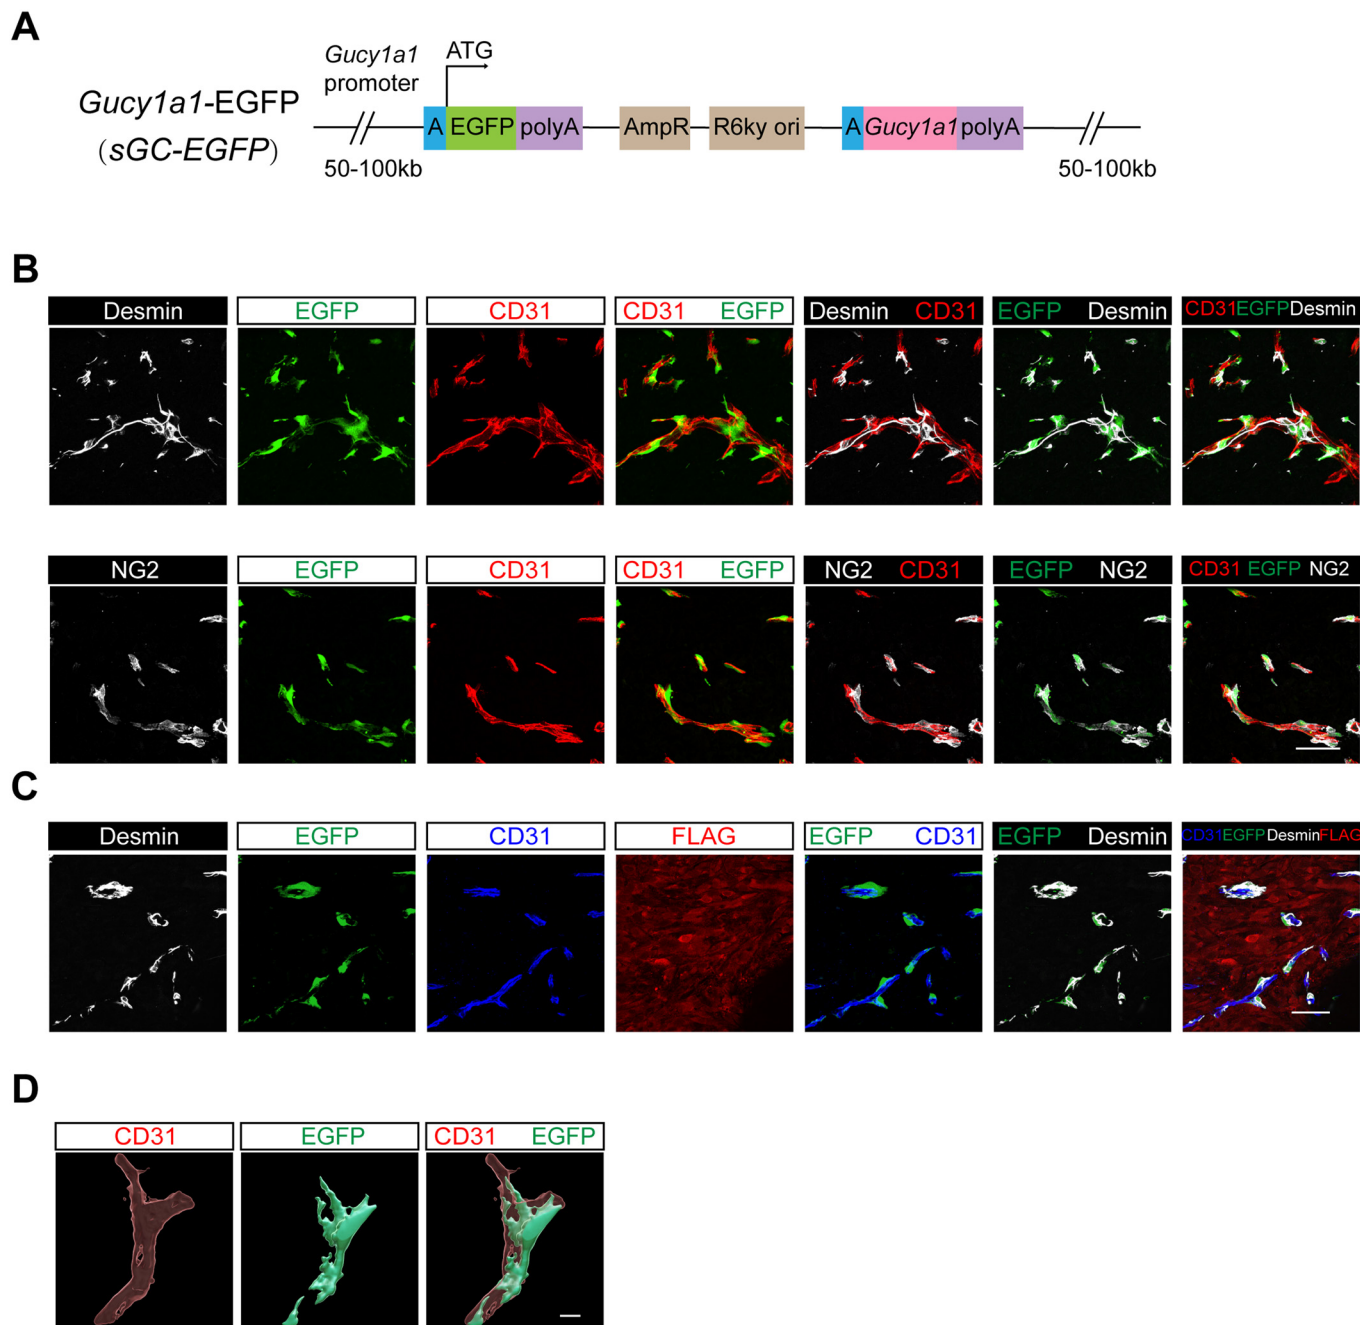

**Figure EV1. sGC is specifically expressed in tumor vascular pericytes.**

(A) Schematic depiction of the construction strategy of *Gucy1a1*-EGFP (sGC-EGFP) transgenic mice. (B) Representative fluorescent images showing CD31, NG2, and Desmin-stained LLC tumor sections from sGC-EGFP mice. Scale bar, 50  $\mu$ m. (C) Representative fluorescent images showing CD31, Desmin, and Flag-stained tumor sections from sGC-EGFP mice, demonstrating that tumor cells transduced with Flag-luciferase did not express sGC, as evidenced by the lack of co-localization with the sGC-EGFP signal. Scale bar, 50  $\mu$ m. (D) Three-dimensional reconstruction depicting EGFP-expressing pericyte wrapping around a capillary within LLC tumors. Scale bar, 8  $\mu$ m. Source data are available online for this figure.

**A**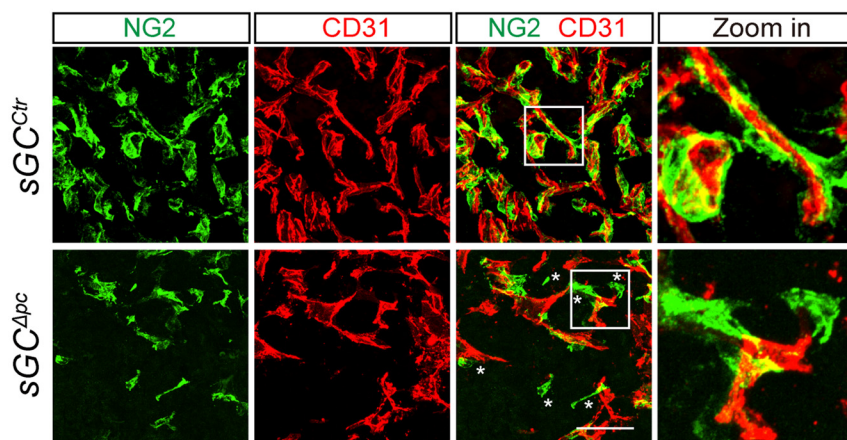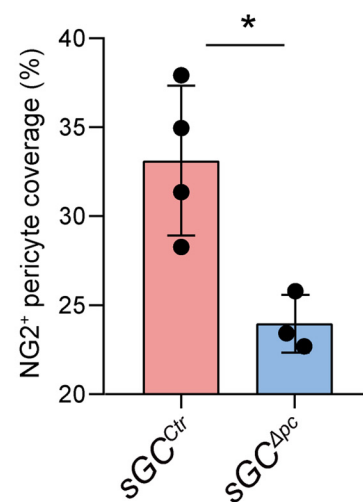**B**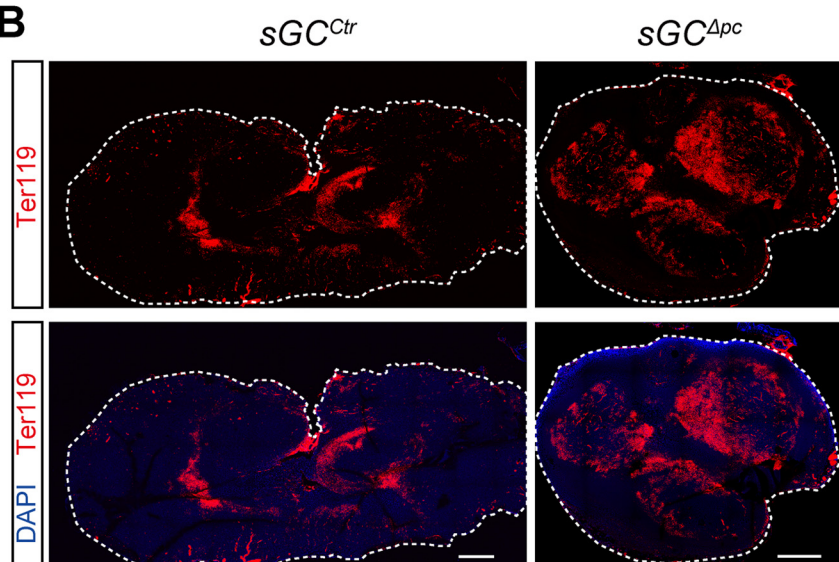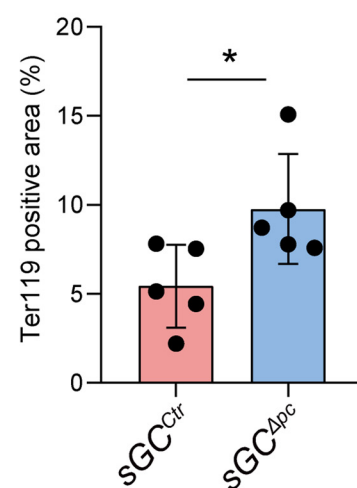**C**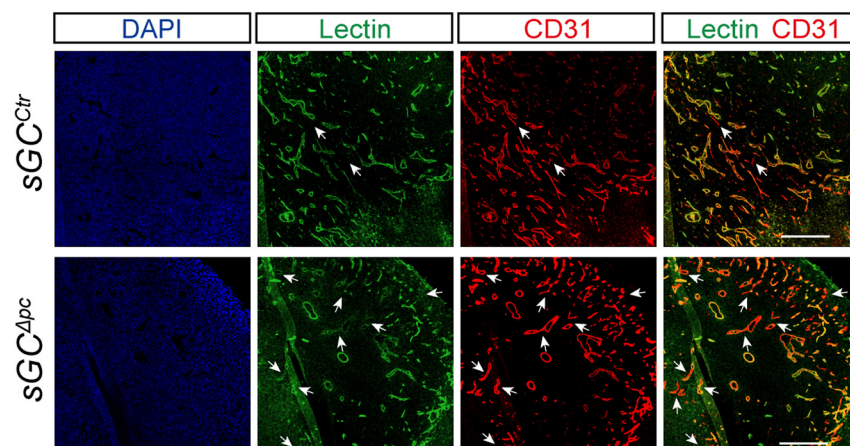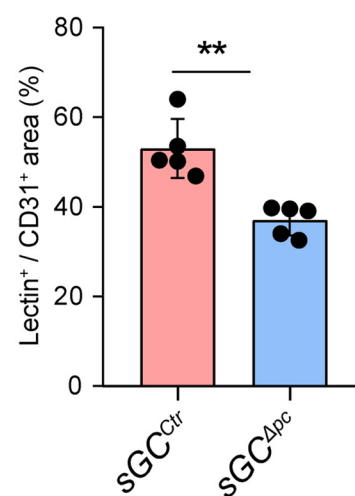

◀ **Figure EV2. Pericyte-specific sGC inactivation impairs blood vessel stability in LLC tumors.**

(A) Representative fluorescent images depicting CD31 and NG2-stained tumor sections from  $sGC^{ctr}$  and  $sGC^{\Delta PC}$  mice. Plot showing the percentage of vessels covered by NG2-positive pericytes. Data presented as mean  $\pm$  SD, with  $n = 3-4$  mice per group. Scale bar, 100  $\mu m$ . (B) Representative fluorescent images displaying DAPI and Ter119-stained LLC tumor sections from  $sGC^{ctr}$  and  $sGC^{\Delta PC}$  mice. Plot showing the Ter119-positive area in tumors. Data presented as mean  $\pm$  SD, with  $n = 5$  mice per group. Scale bar, 1 mm. (C) Representative fluorescent images displaying DAPI, Lectin and CD31-stained LLC tumor sections obtained from  $sGC^{ctr}$  and  $sGC^{\Delta PC}$  mice. Arrows indicate non-perfused vessels. Plot showing the functional vessel area in tumors. Data presented as mean  $\pm$  SD, with  $n = 5$  mice per group. Scale bar, 300  $\mu m$ . Statistical significance assessed using two-tailed Student's  $t$  test (A-C). \* $P < 0.05$ ; \*\* $P < 0.01$ . Source data are available online for this figure.

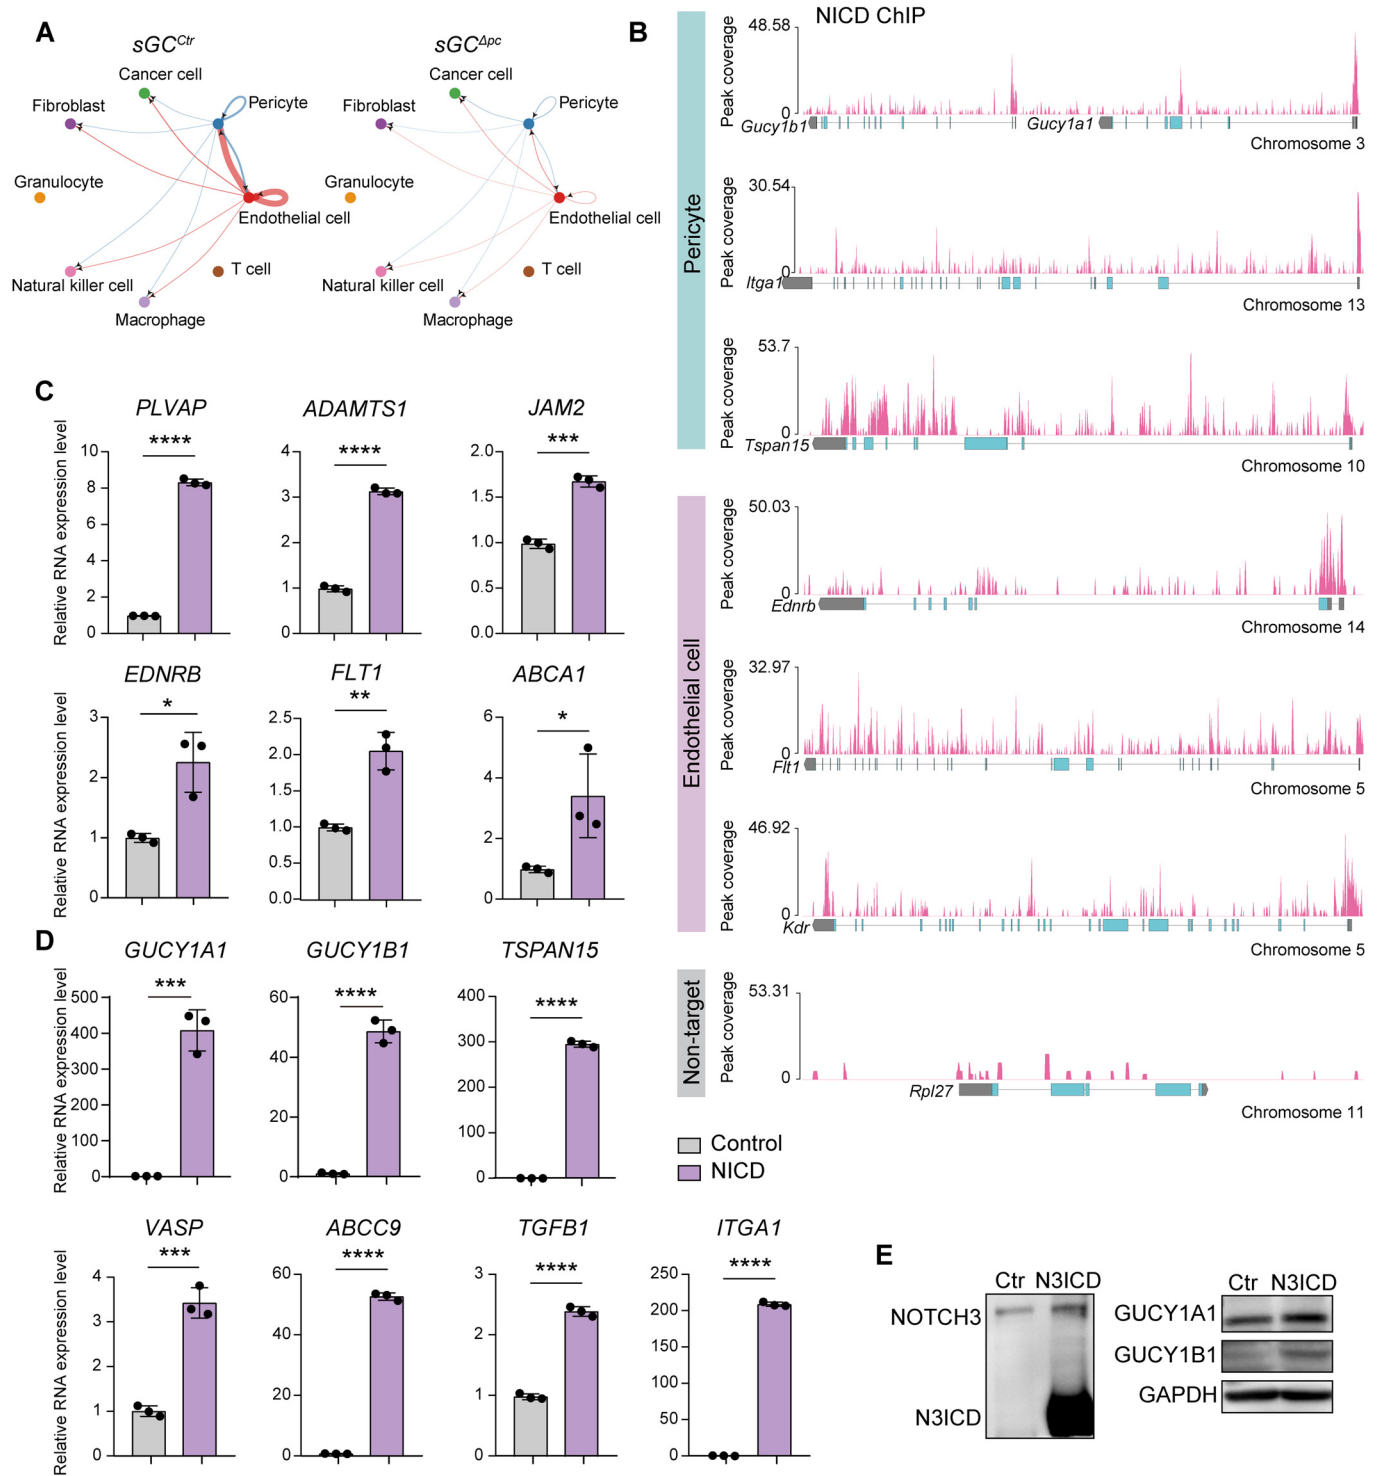

**Figure EV3. Pericyte-specific sGC inactivation alters Notch signaling pathway.**

(A) Circle plot showing the Notch signaling interactions among different cell populations within the tumors. Arrows indicate the direction of ligand-to-receptor interaction, while edge thickness reflects the cumulative weighted pathways between cell populations. (B) Analysis of NICD ChIP-seq dataset (GSE34954, comparing NICD-overexpressing cells to cells lacking Notch expression) reveals the enrichment of NICD at the promoter regions of *Gucy1a1*, *Gucy1b1*, *Itga1*, *Tspan15*, *Ednrb*, *Flt1*, *Kdr*, and *Rpl27*. The non-targeting gene *Rpl27* was included as a reference to confirm the specificity of NICD binding. (C, D) qPCR analysis of gene expression in control and NICD-overexpressing HUVECs (C) and HBVPs (D). Data presented as mean  $\pm$  SD, with  $n = 3$  replicates. (E) Western blot analysis of GUCY1A1 and GUCY1B1 protein levels in control and NICD-overexpressing HBVPs. Data presented as mean  $\pm$  SD, with  $n = 3$  replicates. Statistical significance assessed using two-tailed Student's *t* test (C, D). \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ . Source data are available online for this figure.

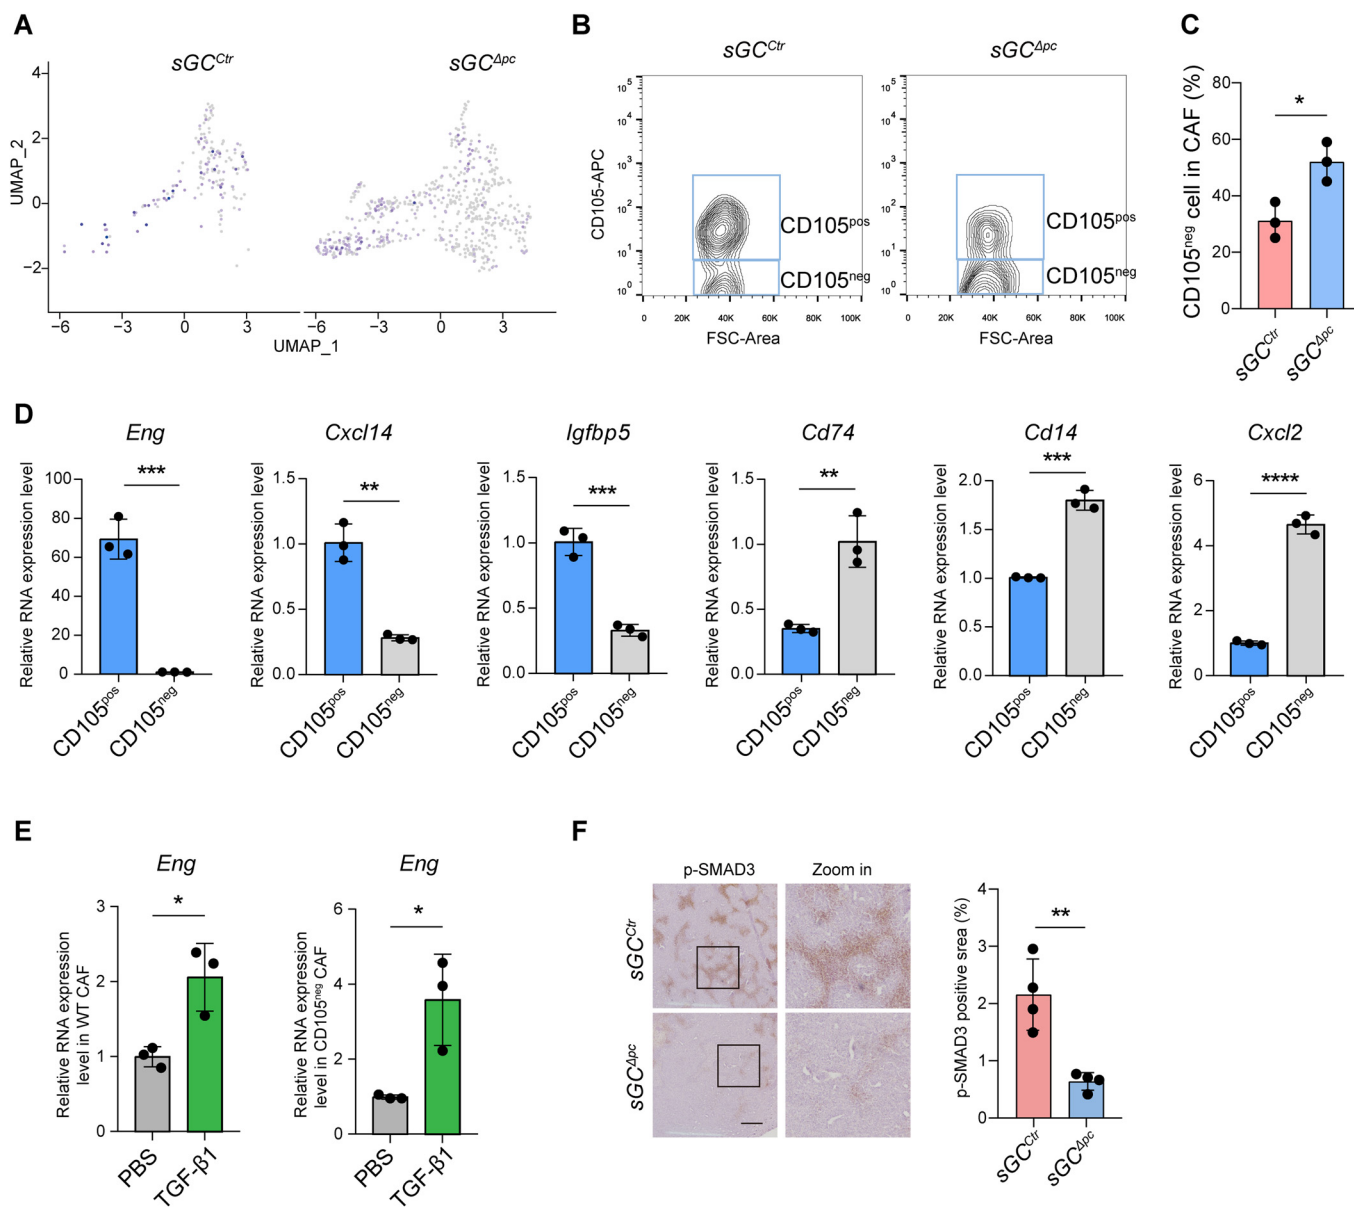

**Figure EV4. CD105<sup>pos</sup> and CD105<sup>neg</sup> CAFs identification.**

(A) UMAP plots showing *Eng* expression levels in CAFs. (B) FACS gating strategy employed for CD105<sup>pos</sup> and CD105<sup>neg</sup> CAFs isolation. (C) Plots showing the proportion of CD105<sup>neg</sup> CAFs in *sGC<sup>Ctrl</sup>* and *sGC<sup>Δpc</sup>* mice. Data presented as mean ± SD, with *n* = 3 mice per group. (D) qPCR analysis of the expression levels of *Eng*, *Cd74*, *Igf1bp5*, *Cxcl14*, *Cd14*, and *Cxcl2* in CD105<sup>pos</sup> and CD105<sup>neg</sup> CAFs. CD105<sup>pos</sup> and CD105<sup>neg</sup> CAFs were isolated from five LLC tumors and pooled to ensure an adequate cell number for qPCR analysis. The plot depicts one representative dataset from two independent experimental repeats. Data presented as mean ± SD, with *n* = 3 technical replicates. (E) qPCR analysis of *Eng* expression in total CAFs and CD105<sup>neg</sup> CAFs after TGF-β1 treatment. Data presented as mean ± SD, with *n* = 3 replicates. (F) Representative immunohistochemistry staining of pSMAD3 in *sGC<sup>Ctrl</sup>* and *sGC<sup>Δpc</sup>* LLC tumors. The plot illustrates the quantification of the pSMAD3 positive area. Data presented as mean ± SD, with *n* = 4 mice per group. Scale bar, 500 μm. Statistical significance assessed using two-tailed Student's *t* test (C-F). \**P* < 0.05; \*\**P* < 0.01; \*\*\**P* < 0.001; \*\*\*\**P* < 0.0001. Source data are available online for this figure.

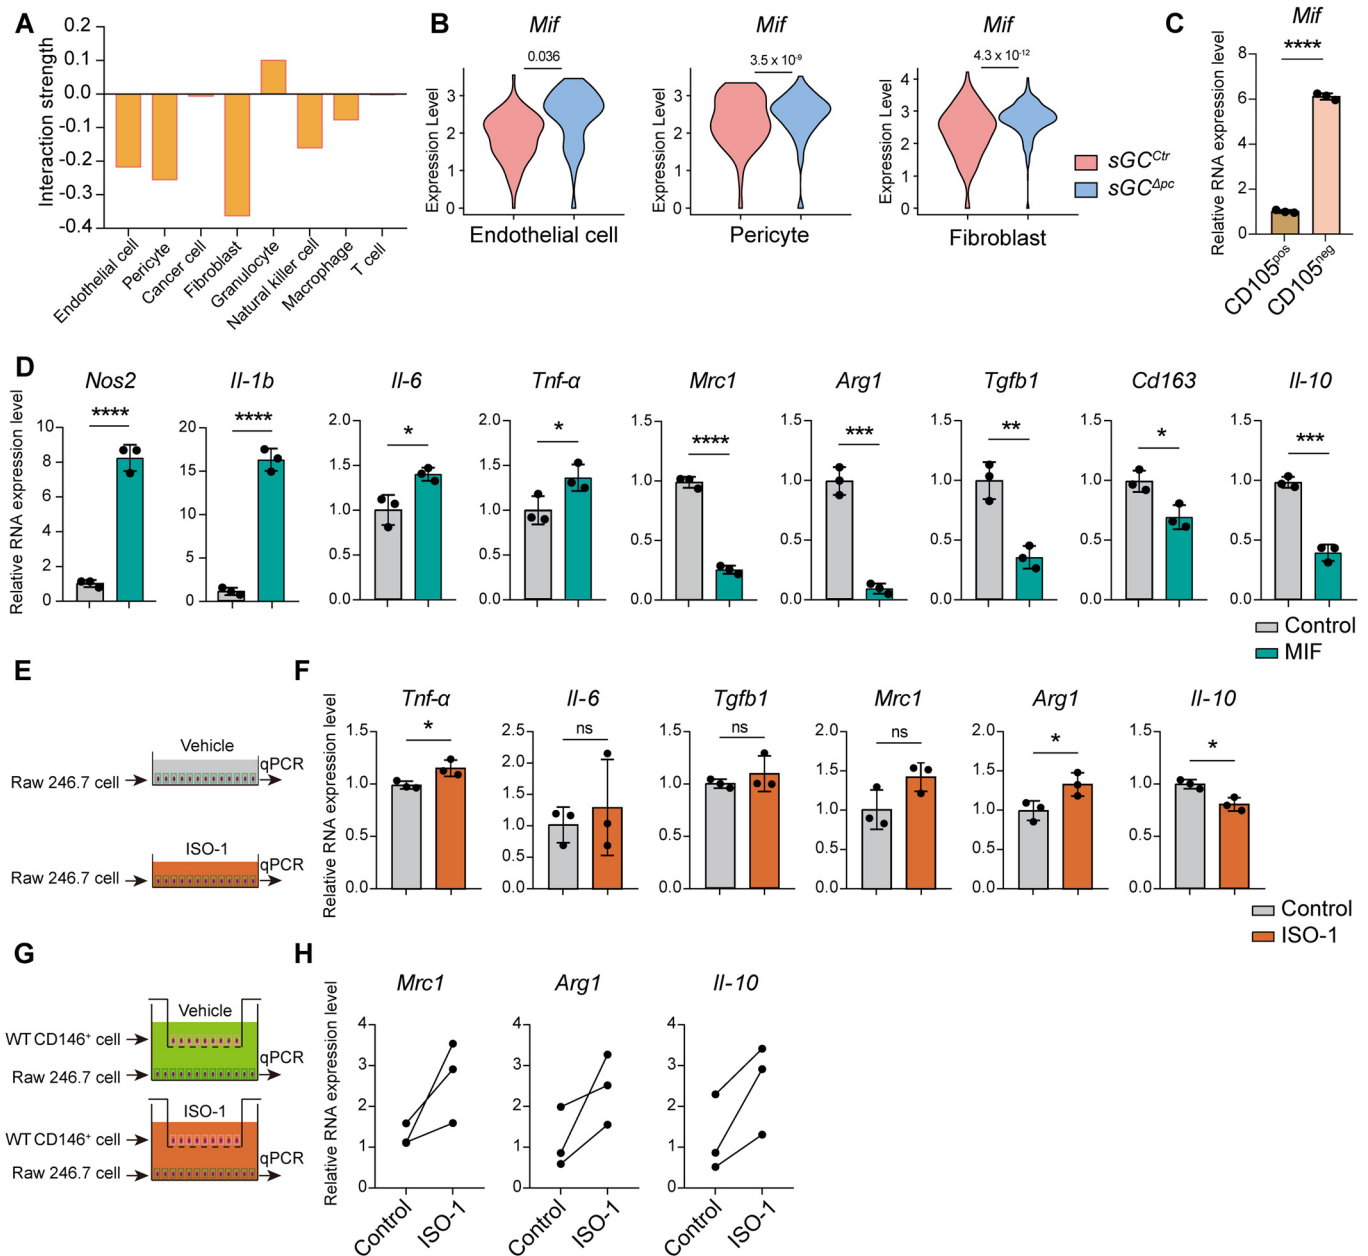

**Figure EV5. MIF promotes macrophage M1-like polarization.**

(A) The alteration in cell-cell interaction strength between TAMs and other cellular components in the tumors following pericyte-specific sGC inactivation. (B) Violin plots showing the expression levels of *Mif* in ECs, pericytes, and CAFs within sGC<sup>Ctrl</sup> and sGC<sup>ΔPC</sup> tumors. (C) Plot showing *Mif* expression levels in CD105<sup>pos</sup> and CD105<sup>neg</sup> CAFs. To obtain a sufficient number of cells, CD105<sup>pos</sup> and CD105<sup>neg</sup> CAFs were isolated from five LLC tumors and subsequently pooled for the experiment. Data presented as mean ± SD. (D) qPCR analysis of gene expression levels of *Nos2*, *Il-1b*, *Il-6*, *Tnf-α*, *Mrc1*, *Arg1*, *Tgfb1*, *Cd163*, and *Il-10* in Raw246.7 cells treated with either MIF or vehicle. Data presented as mean ± SD, with  $n = 3$  replicates. (E) Schematic depiction of the experimental design. Raw246.7 cells were treated with either vehicle or ISO-1. (F) qPCR analysis of gene expression levels of *Il-6*, *Tnf-α*, *Mrc1*, *Arg1*, *Tgfb1*, and *Il-10* in Raw246.7 cells treated with ISO-1 or vehicle. Data presented as mean ± SD, with  $n = 3$  replicates. (G) Schematic depiction of the experimental design. WT CD146<sup>+</sup> cells were seeded into the transwell upper chamber, Raw246.7 cells in the bottom chamber. The culture medium was supplemented with either vehicle or ISO-1. (H) qPCR analysis of gene expression levels of *Mrc1*, *Arg1*, and *Il-10* in Raw246.7 cells treated with ISO-1 or vehicle. Data presented as mean ± SD, with  $n = 3$  mice per group. Statistical significance assessed using unpaired two-samples Wilcoxon test (B), two-tailed Student's *t* test (C, D, F). \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ . Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

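The samples are 1 single-cell RNA library per condition, *sGC* Ctr and *sGC* ∆PC, each from cells pooled from 3 LLC tumors of mice inoculated at 8 weeks of age after 5 doses of tamoxifen, and dissected 2 weeks later. The authors counted reads with Cell Ranger 6.1.1 on the mm10 genome and deposited UMI counts for each gene and barcode, after the caller had set aside empty barcodes. These counts were used as they stand, and a check of the values found whole numbers only. The barcodes that remained after the authors' own quality control, and their cluster labels, were not used here.

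Computation used Python 3.11.15, scanpy 1.11.5, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, leidenalg 0.10.2 and igraph 0.11.9. Cells were kept with mitochondrial UMIs under 10% and with UMIs and genes within 3 median absolute deviations of the library median on the log scale. Counts were scaled to 10000 per cell and log-transformed, 3000 variable genes and 20 principal components were taken, the libraries were joined with mutual nearest neighbors (20), and clusters were found with the Leiden method (15 neighbors, resolution 1.0). A class was called in a cluster where at least 3 markers and 50% of its list were found in at least 25% of the cells and at 25% or more of the highest level among clusters. A called class other than cancer cells gave the name even where cancer cells were called too. Cluster 1 was an exception: it was named cancer cells although the markers of *Mki67*+ TAMs were called as well. Clusters 5 and 19 were named macrophages from the markers of M1-like and *Mmp9*+ TAMs, without a call of the macrophage list. MHC class II markers beside those of macrophages gave the name macrophages. A cluster where cancer cells alone were called took that name unless at least 3 of its 10 leading genes were markers of another class, and one with several other classes had no name. A cluster of low depth without a marker of its own among its leading genes had no name. Marker lists were set before the counts were read, and the details of the naming rule after the clusters were seen. Fibroblasts and macrophages were clustered again with 2000 variable genes, 15 components and resolution 0.5, and a sub-cluster took a name where at least 3 markers and 50% of a list stood 1.5-fold above the other sub-clusters. Sub-clusters kept their number where no name applied. Cancer cells and macrophages as whole classes were not compared between conditions.

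Because each condition has a single library of pooled tumors, variation between tumors cannot be seen, and no test, p-value or count of changed genes is given. Intervals are exact Poisson, binomial and conditional intervals at 95%. For a gene with a count of 0 in 1 library, the limit of the log2 interval is given. The kept libraries hold 476464534 and 412064152 UMIs, 5264 and 2435.5 genes in the median cell, and 547 and 3928 cells under 2000 UMIs, so shares of cells with a gene were thinned to 2000 UMIs with shallower cells left out. Pericytes are the thinnest class, with 491721 and 340527 UMIs, and ECs hold 2715854 and 3500141. Log2 ratios over all genes used a pseudocount of 0.5 counts and genes with at least 50 UMIs in both libraries together; those of named genes used none. Gene lists were written by hand and compared with 10000 random lists drawn from 10 bins of expression. They were chemotaxis, extracellular matrix and adhesion, angiogenesis, extracellular matrix of ECs, macrophage transcripts (median 0.50 in ECs, percentile 100, and -0.03 in pericytes, percentile 65.6), cancer-cell transcripts (1.14 in ECs, percentile 100, and -0.04 in pericytes, percentile 66.6, which became 1.499, percentile 100, at Leiden resolution 2.0) and hypoxia, the last of which was tested in clusters of cancer cells and macrophages. In ECs with a cancer-cell RNA share under 25% the macrophage list had a median of 0.01 (percentile 69.6) and the cancer-cell list of -0.01 (percentile 60.9). The cancer-cell RNA share is the summed level of 4 markers of cancer cells as a percentage of their level in the cancer cells of the library.

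The genes named are those that the paper names for the same cells, and the 5 genes with the largest change each way in pericytes and in ECs; the other genes were named to weigh RNA from other cells. Steps were tested on simulated data. Poisson counts were drawn at the gene levels of the *sGC* Ctr library, with some genes changed by known ratios. Of the 143 changed genes with at least 50 counts, 100% came out in the right direction, with a median error of 0.149 in log2. The intervals held the true value in 96.0% of genes. Because the counts were Poisson, this tests the calculation and not variation between cells or tumors. A ratio of genes detected of 0.529, made by depth alone in groups of equal cell number, became 0.993 after thinning. Lists without a change fell outside the central 95% of random lists in 8% of draws, and a shifted list at percentile 100. After the correction between libraries 43.6% of neighbors came from the other library, against 0.0486% before, and 100% were of the same type.

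The alternatives set beforehand were: no filter by median deviation (at least 200 genes instead), mitochondrial UMIs under 5%, removal of doublets with Scrublet, no correction between libraries, Leiden resolutions 0.5 and 2.0, all kept cells as the denominator, the mean over cells, a median gene ratio of 1, thinning to 2000 or 1000 UMIs, at least 200 UMIs per gene, sub-cluster resolution 1.0, and clustering and naming without the genes that the paper reports. Scrublet's own threshold marked 629 *sGC* Ctr cells (5.15%) and too few *sGC* ∆PC cells, so the highest-scoring 4049 *sGC* ∆PC cells (18.0%), the number expected at 0.8% per 1000 barcodes, were removed there. Cells under 25% cancer-cell RNA, best matches for sub-clusters, and the MHC class II sub-cluster as M1-like were added after the data were seen. Inferred interactions, gene ontology terms, overlaps with ChIP-seq peaks and RNA velocity were not computed, and the sorted-cell, co-culture, protein and imaging data are not analysed here.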

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

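The test of hypoxia genes, and those of library depth and of the sex of the mice, were chosen only after the pattern had been seen.

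The paper reports a stronger hypoxia probe signal in sections of *sGC* ∆PC tumors and does not discuss hypoxia transcripts in the single-cell data. A signal appeared among these transcripts: genes of the hypoxia response were higher in *sGC* ∆PC in most of the large clusters named as cancer cells or macrophages. A list of 18 such genes lay above the central 95% of random lists in 6 of the 9 clusters with at least 500 cells in each library. Their median log2 ratios were 0.07 in cluster 0 (percentile 97.4), 0.07 in cluster 1 (99.0), 0.23 in cluster 2 (100), 0.24 in cluster 4 (100), 0.11 in cluster 5 (99.8), 0.27 in cluster 7 (100), 0.02 in cluster 8 (93.7), -0.06 in cluster 9 (10.9) and 0.25 in cluster 11 (100). By the tally of markers clusters 2, 5 and 8 were named macrophages and the others cancer cells, but cluster 8 was led by MHC class II genes such as *Cd74* and *H2-Aa*. Clusters 4 and 7 were led by genes such as *Dcn*, *Lum* and *Osr2*, with a cancer-cell RNA share of 101% in cluster 4 and 72.9% in cluster 7. The clusters are therefore compared by number. Cluster 9, where the list was not higher, was itself led by hypoxia genes such as *Adm*, *Ndrg1* and *Slc2a1*, and it made up about the same part of the cancer cells in both libraries (678 of 7153, 9.48%, and 943 of 9687, 9.73%), so the pattern does not come with more cells of that cluster.

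Depth per cell differed in some of these clusters and not in others. The median *sGC* Ctr cell held 4.04 times the UMIs of the median *sGC* ∆PC cell in cluster 1 and 4.50 times in cluster 4, but 0.959 times in cluster 7 and 1.02 times in cluster 2, where the hypoxia genes were higher as well. A lower depth of the whole *sGC* ∆PC library was not seen in the largest macrophage cluster, with a ratio of 1.02, but that cannot exclude it. Clusters can part cells by depth, and all named macrophages had a ratio of 1.41. An unnamed cluster of low depth with macrophage markers held 67 *sGC* Ctr and 1285 *sGC* ∆PC cells. Mice of different sex in the pools were excluded: Y-linked transcripts of granulocytes, T cells and pericytes differed between the libraries by 1.15 times at most. What stays open is a response of the tumors to the deletion, a difference between the pooled tumors in size or in the time until dissociation, and the library itself, each carried by a single library per condition. A hypoxia response is a hypothesis for these transcripts, found and tested on the same cells; the stained sections are not analysed here.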

How the results depend on the processing

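The settings with a cancer-cell RNA share under 25%, best matches of sub-clusters, and MHC class II cells as M1-like were chosen after the data had been seen; the others were set before the data were examined.

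Settings chosen beforehand gave 1108 comparisons of 151 results. Of these, 678 kept their value within the counting interval, 420 moved and 10 were counted as reversed in sign. With the added settings the counts were 752, 486 and 21 of 1259. The 10 leave out other changes of sign, such as that of the *Eng*-negative difference below, which was counted as moved. At Leiden resolution 2.0 *Vtn* (0.22), *Pdgfrb* (0.15) and *Abcc9* (0.26) in pericytes turned to -0.90, -0.77 and -0.83. The lower *Gucy1b1* in pericytes and the higher M1-like share of M1-like and M2-like cells together kept their direction in every setting that gave a value, and so did the lower median EC gene, save for scaling to the median gene, which sets it to 0. No paired analysis was possible because both samples carry replicate 1 only. The cause was not tested unless stated.

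At Leiden resolution 0.5, the M1-like difference (12.6 points) was 0.665 and the difference in cluster-1 CAFs by best match (9.69 points) reversed to -0.645. At resolution 2.0, where the pericytes took in 246 *sGC* ∆PC cells, *Gucy1b1* (-1.45) was -2.68, *Mif* in pericytes (-0.26) reversed to 0.15, the median pericyte gene (-0.055) was -0.127, the ratio of genes detected in pericytes (1.11) turned to 0.852, the M1-like difference 8.03, the fibroblast ratio (3.31) 1.68 and the difference in cluster-1 CAFs (0.202 points) -9.11.

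With Scrublet the median EC gene (-0.104) was -0.116, the fibroblast ratio 2.49, and the best-match differences in cluster-2 (-36.8 points) and cluster-3 CAFs (16.7 points) were -19.5 and 8.91. With mitochondrial UMIs under 5%, *Dcn* in fibroblasts (-0.72) reversed to 0.061 and *Pdgfb* in ECs (-0.37) to 0.12, the *Eng*-negative difference (1.80 points) was -3.24, the M1-like difference 6.94, the median EC gene -0.055, the fibroblast ratio 1.75, and the best-match differences -25.2 in cluster-2 and 4.07 in cluster-3. Without the filter by median deviation, *Cd74* in fibroblasts (1.99) reversed to -0.17, *Dcn* to 0.069 and the fibroblast ratio to 0.857, and the M1-like difference was 4.23, the median EC gene -0.087 and the best-match differences -20.1 and 33.3. Without correction between libraries the M1-like difference was 17.0.

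Without the reported genes in the clustering the median EC gene was -0.113, the fibroblast ratio 2.71, and the best-match differences 1.52, -18.3 and 11.2 for cluster-1, cluster-2 and cluster-3. Over all kept cells the fibroblast ratio was 2.48, which follows from the larger unnamed share in *sGC* ∆PC. With at least 200 UMIs per gene the median pericyte gene was -0.072. With the mean over cells the median EC gene was -0.154 and *Eng* in fibroblasts (-0.37) reversed to 0.17. Thinned to 2000 UMIs, the median EC gene was -0.129, *Kcnj8* in pericytes (-0.30) reversed to 0.26 and *Trem2* in fibroblasts (0.37) to -0.12. On all UMIs, where depth per cell differs, the *Eng*-negative difference was 19.4 and the ratio of genes detected in fibroblasts (0.876) was 0.582. Thinning cannot show that depth caused the *Eng*-negative difference, since nearly all fibroblasts lack an *Eng* UMI at 2000 UMIs. Scaling to the median gene took the share of lower EC genes from 60.9% to 50.0%, which its construction fixes.

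Under 25% cancer-cell RNA, *Dll4* in ECs reversed to 0.15, *Pdgfb* to 0.45, *Mcam* to 0.33, *Abca1* to 0.077, *Fli1* to 0.37, *S1pr1* to 0.18, *Hmga2* to -0.068, *Rhox5* to -0.19 and the cancer-cell list to -0.0053, and in fibroblasts *Dcn* to 0.11 and *Timp1* to 0.0089. The median EC gene was -0.0064, the fibroblast ratio 1.23, the best-match differences 1.26 and -24.7 for cluster-1 and cluster-2, and that of cluster-2 by the stricter rule (-27.7) -18.2. By best match the M1-like difference was 7.85 and those of cluster-1 and cluster-2 CAFs 9.69 and -36.8. With MHC class II cells as M1-like the difference was 17.0.

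Some settings gave no value because a class was lost: pericytes without the filter by median deviation, at 5% mitochondrial UMIs and without the reported genes, and with no *sGC* Ctr cell left without correction or at resolution 0.5; fibroblasts without correction; ECs and T cells at resolution 0.5; T cells without the reported genes. With 39 and 24 pericytes, a ratio for a gene with few UMIs has a wide interval, and genes under 50 UMIs were left out of the lists.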

Differences from the paper's values

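The settings by best match and with MHC class II cells as M1-like were chosen after the values had been seen.

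Pericytes were 0.232% of 27135 named cells against the paper's 0.647% of 23383, and none of the alternatives set before the data were examined closed the gap: the share was 1.05% at Leiden resolution 2.0, 0.0411% at resolution 0.5, 0.103% without correction between libraries, 0.245% with Scrublet and 0.181% of all kept cells.

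Cluster-2 CAFs in *sGC* Ctr were 86 cells against the paper's 143, of 178 fibroblasts in each count. Clustering without the reported genes gave 111, but of 224 fibroblasts, so the class had grown as well. Resolution 0.5 (92), mitochondrial UMIs under 5% (65) and sub-cluster resolution 1.0 (94) did not close the gap either. By best match there were 121, a rule chosen after the values had been seen. Cluster-1 CAFs in *sGC* ∆PC were 102 of 812 fibroblasts against the paper's 232 of 613, and no alternative set beforehand closed the gap (90, 8, 96 and 39 cells where the group was named); by best match there were 284, chosen after the values were seen. By that rule cluster-1 in *sGC* Ctr was 45 against the paper's 25. It was 23 at resolution 0.5 and without the reported genes, 29 at sub-cluster resolution 1.0 and 15 at resolution 2.0. No cell was named as cluster-3 by the stricter rule; by best match, 8 and 172 cells stood against the paper's 10 and 187, and 253 *sGC* ∆PC cells of cluster-2 against the paper's 194. Among best-match cluster-3 cells in *sGC* Ctr, 37.5% had no *Eng* UMI against the paper's 80.0%. The share was 83.3% at resolution 2.0, 71.4% with mitochondrial UMIs under 5% and 68.8% with Scrublet. It was 66.7% without the filter by median deviation and 63.6% without the reported genes. At resolution 0.5 it was 25.0%, and at sub-cluster resolution 1.0 it was 42.9%.

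Of 3181 *sGC* Ctr and 3733 *sGC* ∆PC macrophages, where the paper counts 3137 and 3547, M1-like TAMs were 19.6% and 18.7% against the paper's 40.3% and 58.4%; no alternative set beforehand closed either gap (14.2% to 26.0%, and 12.3% to 26.5%), and counting MHC class II cells as M1-like, chosen after the values were seen, gave 36.9% and 50.8%. M2-like TAMs were 20.6% and 11.8% against the paper's 49.0% and 31.8%. Mitochondrial UMIs under 5% (39.8% and 30.5%) and no filter by median deviation (36.2% and 21.7%) narrowed both gaps but left the shares below the paper's. No other alternative set beforehand came as near in both libraries. Best match, chosen after the values were seen, gave 43.7% and 29.5%. *Mki67*+ TAMs in *sGC* ∆PC were 3.67% against the paper's 5.78%. The share was nearest to the paper's without correction (5.48%) and with mitochondrial UMIs under 5% (6.47%). It moved less far towards it with no reported genes (4.52%), Scrublet (4.42%), resolution 2.0 (4.05%) and sub-cluster resolution 1.0 (3.99%). Resolution 0.5 (3.6%) and no filter by median deviation (3.57%) took it farther away. *Mmp9*+ TAMs in *sGC* ∆PC were 6.56% against the paper's 4.06%. Resolution 0.5 (5.09%) and no filter by median deviation (5.51%) narrowed the gap without closing it. The share was higher still at resolution 2.0 (7.17%), with Scrublet (8.03%), no reported genes (7.80%) and no correction (7.88%). It was the same at sub-cluster resolution 1.0 (6.56%) and fell below the paper's with mitochondrial UMIs under 5% (1.73%).

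In direction, the paper states that *Mif* is higher in pericytes, and its log2 ratio here was -0.26. It states that *Notch1*, *Jag1* and *Notch3* are lower in pericytes and *Tgfb1* too, and the ratios were -0.00, -0.86, -0.31 and -0.19 with intervals that include 0. It states that common EC markers were largely unaffected while *Pdgfb*, *Tek*, *Nos3* and *Kdr* fell, and *Pecam1*, *Cldn5* and *Col4a1* had ratios of -0.86, -1.20 and -0.74 beside -0.37, -0.92, -0.94 and -0.84. Its text describes fewer cluster-2 CAFs in *sGC* ∆PC while the counts in its source data rise, and their number here rose from 86 to 167. It describes more M1-like TAMs, and their share here was 19.6% and 18.7%, which with MHC class II cells counted as M1-like (chosen after the values were seen) became 36.9% and 50.8%. It places most CAFs without CD105 in cluster-3, and of 600 such *sGC* ∆PC fibroblasts 124 matched cluster-3 best.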

Other observations

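The tests chosen only after the result was seen are those of fibroblasts without *Eng*, of the fibroblast share, of cancer-cell RNA in the sub-clusters, of macrophage RNA, and of free RNA in ECs and pericytes. Every reading under 25% cancer-cell RNA was chosen then as well, for *Mif*, for the lower EC genes and for the genes measured in sorted CAFs. The others were set beforehand.

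Fewer genes were detected per EC and fibroblast in *sGC* ∆PC. A lower depth per cell as the whole cause was excluded, since the fibroblast ratio stayed at 0.876 with each cell thinned to 2000 UMIs. A change in the cells and RNA from other cells remain open for this pattern.

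Macrophage and cancer-cell transcripts were higher in *sGC* ∆PC ECs. For cancer-cell transcripts, free RNA that reaches all EC droplets alike was excluded as the whole cause: of 281 *sGC* ∆PC droplets named ECs or led by EC genes 22 (14.0 to 32.6) held no UMI of the 4 cancer-cell markers, where the same share in each would leave 4.57 and the same number, 20.9, practically none. Pericytes do not decide this, since 12 *sGC* ∆PC cells led by pericyte genes with a cancer-cell RNA share of 75.1% were left without a name, and at Leiden resolution 2.0 the cancer-cell list rose by 1.499 in pericytes. For macrophage transcripts free RNA and another source cannot be told apart: the summed CPM of *Lyz2*, *C1qa*, *C1qb*, *C1qc*, *Tyrobp*, *Fcer1g* and *Ctss* rose by 499 in ECs and by 334 (246 to 422 by the normal approximation) in pericytes, 0.669 times as much, and the few pericytes, chosen by the naming, leave open whether the rise is alike. Cancer-cell RNA in particular EC droplets is an open explanation for the lower EC genes: in ECs with under 25% of it the median log2 ratio of the EC genes that the paper reports as lower moved to -0.084. It does not cover all of them, since *Ednrb* (-1.10), *Id1* (-0.83), *Flt1* (-0.40), *Lrg1* (-0.37) and *Jam2* (-0.34) stayed lower there with intervals below 0. A loss of these genes in the ECs that lie closest to cancer cells was not tested and is open as well.

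The larger fibroblast share in *sGC* ∆PC behaved in the same way. With fibroblasts limited to under 25% cancer-cell RNA the ratio was 1.23 with an interval that includes 1. The fibroblasts outside cluster-2 held a pooled cancer-cell RNA share of at least 75.6% in both libraries. Counted by cell the libraries differed, with 43 of 92 such *sGC* Ctr cells (46.7%) and 521 of 645 *sGC* ∆PC cells (80.8%) over 25%. Droplets with RNA of both cell types are therefore a possible explanation, and a growth of fibroblasts among cancer cells was not tested. The limit removes real fibroblasts that picked up RNA as well as mixed droplets.

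Fibroblasts of *sGC* ∆PC with *Cd74* and *H2-Ab1* also carried *Lyz2*, *C1qa*, *C1qb*, *C1qc*, *Tyrobp*, *Fcer1g* and *Ctss*. The admixture of macrophage RNA needed for each of the 9 genes lay within a factor of 3 of the median, 7.62%, so RNA of macrophages could give all of them. Whether the droplets hold a whole second cell or RNA alone cannot be told apart. The 229 *sGC* ∆PC fibroblasts with at least 10% macrophage RNA had 4173 UMIs in the median against 10238 in the other 583, a ratio of 0.408, and under 25% cancer-cell RNA 79 such fibroblasts had 2683 against 7396 in 145 others, which goes against it. In *sGC* Ctr 8 such fibroblasts had more UMIs than the other 170, 36802 against 24089.5, which goes with it. The doublet score was 0.201 against 0.198, it was 0.275 in cells that matched cluster-3 best against 0.145 in those that matched cluster-2 best, and in *sGC* Ctr it was 0.381 in 8 cells against 0.115.

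For fibroblasts without an *Eng* UMI, the depth of the libraries could give the difference: at one level of *Eng* the depths alone give 73.6% in *sGC* ∆PC, within the observed interval. A loss of *Eng* in part of the *sGC* ∆PC fibroblasts was not excluded by this.

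*Mif* rose by 0.63 in ECs and 0.32 in fibroblasts of *sGC* ∆PC. Free RNA of cancer cells and a rise in the cells cannot be told apart from the cancer-cell markers as a whole, since the median marker rose by 1.14 in ECs and by 0.309 in fibroblasts and *Mif* is made by both kinds of cells. In ECs with under 25% cancer-cell RNA the ratio was 0.141, and the level in all *sGC* ∆PC ECs, 1088 CPM, lay between 628 in those ECs and 1292 in cancer cells, so cancer-cell RNA in the droplets is a possible explanation there. In fibroblasts under 25% the ratio was 0.0824, but all *sGC* ∆PC fibroblasts held 1432 CPM (1411.5 to 1452.6), above both the 1332 of those under 25% and the average cancer cell. RNA of the average cancer cell therefore does not give the level; cluster 9 of the cancer cells held 1930.0 CPM, so whether RNA of some cancer cells or a rise in fibroblasts is behind it cannot be told apart. The named pericytes, with a share under 10%, had a lower *Mif* in *sGC* ∆PC.

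Genes that the paper measured in sorted CAFs were read in all fibroblasts: *Igfbp5* had a log2 ratio of -1.45, *Cxcl14* of -1.97, *Cxcl2* of 1.42 and *Cd14* one between 1.12 and 1.87. In fibroblasts under 25% cancer-cell RNA the ratios were -0.40 (-0.53 to -0.27), -1.01 (-1.10 to -0.91), 1.18 (0.91 to 1.45) and 1.40 (0.87 to 1.95), so the falls of *Igfbp5* and *Cxcl14* were smaller there. No explanation was tested.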
